# PTH counteracts Hippo signaling via Src-dependent YAP stabilization to enhance bone marrow stromal cell differentiation

**DOI:** 10.1172/jci.insight.191245

**Published:** 2025-07-22

**Authors:** Sara Monaci, Mengrui Wu, Hiroyuki Okada, Kedkanya Mesil, Byeong-Rak Keum, Maisa Monseff Rodrigues da Silva, Clifford J. Rosen, Francesca Gori, Roland Baron

**Keywords:** Bone biology, Endocrinology, Osteoclast/osteoblast biology

## Abstract

Parathyroid hormone (PTH) regulates serum calcium and phosphate through its actions in bone and kidney and is used to increase bone in osteoporosis treatment. In bone, PTH targets osteoblasts and osteocytes to regulate bone remodeling but also bone marrow stromal cells (BMSCs), regulating their differentiation in the osteoblast or the adipocyte lineage. PTH exerts its action through the PTH/PTH-related peptide (PTHrP) receptor, a G protein–coupled receptor (GPCR), activating adenylyl cyclase and phospholipase C (PLC). Although the effects of cAMP and PKA are well characterized, little is known about the effects of PLC activation or on the crosstalk between PTH signaling and other pathways. Here, bulk RNA-Seq of PTH-treated murine BMSC line (W-20) revealed significant changes in the Hippo pathway. In addition to increasing its transcription, PTH stabilized YAP protein, a key target of Hippo, by decreasing YAP/LArge Tumor Suppressor kinase 1 (LATS1) interaction, YAP^S127^ phosphorylation, and YAP ubiquitination, leading to YAP nuclear translocation and expression of YAP target genes. Similar events occurred in osteocyte cell lines. This occurred via an increase in Src kinase activity: We identified YAP^Y428^ as a key tyrosine residue phosphorylated by Src in response to PTH. Preventing YAP^Y428^ phosphorylation led to YAP instability, blocking both osteogenic and adipogenic differentiation of W-20 cells. These results demonstrate active crosstalk between the PTH/PTHrP and the Hippo signaling pathways and reveal that PTH signaling utilizes the PLC/Ca^2+^/Src tyrosine kinase signaling cascade to influence YAP stability, antagonizing Hippo signaling and favoring stromal cell differentiation. Thus, PTH signaling counteracts the effects of Hippo signaling in BMSCs to favor their differentiation.

## Abstract 2

PTH signaling negatively regulates the Hippo pathway in bone marrow stromal cells via YAP stabilization by Src tyrosine phosphorylation, favoring BMSC differentiation.

## Introduction

Parathyroid hormone (PTH), an 84–amino acid peptide secreted from the parathyroid glands, regulates serum calcium and phosphate levels through its direct actions in bone and kidney. In bone, PTH targets osteoblasts and osteocytes to increase directly bone formation and, indirectly, bone resorption by osteoclasts (1). PTH also targets bone marrow stromal cells (BMSCs), favoring their differentiation in the osteoblast lineage at the expense of the adipocyte lineage (2). Whereas prolonged elevation of circulating levels of PTH, as in hyperparathyroidism, increases turnover and leads to bone loss, intermittent daily PTH increases bone mass and is used as an anabolic agent in the treatment of osteoporosis (3–6).

In target cells, PTH acts by binding to the PTH/PTH-related peptide (PTHrP) receptor (PTH1R), a G protein–coupled receptor (GPCR) (7). PTH activates primarily Gs and Gq, which in turn regulate the activity of adenylyl cyclase and phospholipase C (PLC) that control the flux of cAMP/protein kinase A (PKA) and protein kinase C (PKC)/Ca^2+^ signaling cascades, respectively (8). Mechanisms currently understood that lead to the regulation of bone formation and resorption downstream of the PTH1R comprise mainly the action of cAMP and PKA, which, in osteocytes, inhibit the activity of SIK2 and -3, allowing the nuclear translocation on the one hand of HDAC4/5 to repress Mef2C and decrease Sost expression, favoring bone formation, and on the other of CRTC2 to activate CREB and the expression of RANKL, increasing bone resorption (9, 10). Similarly, the PKA cascade has been shown to affect cell fate decision between osteoblasts and adipocytes (2, 11). The potential effects of the activation of the PKC and PLC cascades in the regulation of BMSCs and bone cells remain, however, poorly characterized.

PTH1R signaling is not the only signaling pathway that exerts an influence on bone turnover and homeostasis and on BMSCs. Crosstalk between PTH/PTHrP and WNT, apart from the regulation of Sost, or with TGF-β signaling, for instance, has been reported (10, 11), resulting in synergistic (12) or antagonistic effects (13). In contrast, although the Hippo pathway plays a crucial role in the regulation of several biological processes and in bone development, BMSC differentiation, and cell fate decision between adipogenesis and osteogenesis (14–16), whether PTH/PTHrP and Hippo signaling interact with each other has not been explored.

An unusual characteristic of the Hippo pathway is that neither the receptor(s) nor the ligand(s) that lead to its activation or inhibition have been identified. It can be regulated by some GPCRs (17–19), but whether the PTH1R and its ligands (PTH and PTHrP) regulate Hippo signaling is not known. Furthermore, the Hippo pathway, and in particular YAP and TAZ, are essential components of the mechanosensing machinery in stromal and bone cells (20, 21), and PTH signaling synergizes with mechanical loading in exerting its anabolic effects on bone (9). Last, both PTH (2) and Hippo (22) signaling have been shown to influence the cell fate decision between bone and fat.

Thus, whether PTH1R is one of the GPCRs that regulate Hippo signaling is a very relevant question. When Hippo signaling is on, YAP and TAZ undergo serine phosphorylation on specific residues, decreasing their stability, nuclear translocation, and transcriptional activity (23, 24). When Hippo signaling is off, YAP and TAZ are not serine-phosphorylated, accumulate in the cytoplasm, and translocate to the nucleus to promote target gene expression (25–30). Although it is recognized that YAP and TAZ contribute to bone homeostasis (31), they have been reported to either promote or inhibit osteoblast differentiation in vivo, according to the stage of osteoblast differentiation: Deletion in mesenchymal cells and osteoblast progenitors leads to increased bone mass, but an opposite effect is observed when YAP is deleted in mature osteoblasts and osteocytes (32). It is therefore unclear how YAP and/or TAZ transcriptional activity affects BMSCs, osteoblasts, and skeletal homeostasis.

Here, bulk RNA sequencing (RNA-Seq) of a murine BMSC cell line (W-20) treated with PTH revealed significant changes in Hippo signaling and YAP target gene expression. We therefore investigated the potential role of PTH in the regulation of YAP in this BMSC line and in osteocyte cell lines (Ocy454 and omGFP66) and explored the mechanisms by which the Hippo pathway was affected and the effects of this crosstalk on BMSCs. We report that PTH stabilizes YAP by decreasing YAP/LArge Tumor Suppressor kinase 1 (LATS1) interaction and YAP^S127^ phosphorylation via a PLC/Ca^2+^-dependent increase in Src kinase activity, resulting in YAP tyrosine phosphorylation. We identified Y428 in an Src phosphorylation consensus site on YAP as a key residue phosphorylated by Src in response to PTH and showed that preventing its phosphorylation leads to pronounced YAP instability, blocking BMSCs’ osteogenic and adipogenic differentiation. Mimicking YAP^Y428^ phosphorylation led to effects similar to PTH on YAP and BMSC differentiation. Together, these results demonstrate active crosstalk between the PTH/PTHrP and the Hippo signaling pathways and reveal that PTH signaling utilizes PLC and Src to counteract Hippo signaling and favor the differentiation of BMSCs.

## Results

### The Hippo signaling pathway is a target of PTH1R signaling in the W-20 BMSC cell line.

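W-20 cells are a murine BMSC line. The RNA-Seq of the unmodified (WT) cells comprised 6 libraries, 3 from cells exposed to 50 nM PTH for 2 hours and 3 from cells exposed to vehicle (PBS). The authors mapped the reads with STAR to the mouse genome GRCm39 and deposited the expected counts that RSEM assigned to each gene, with no scaling for library size or gene length. Each library is from bulk RNA, so every value is an average over the cells of that sample. Library totals ranged from 17513924 to 19018693 counts with vehicle (median 18799284) and from 17127897 to 17750085 counts with PTH (median 17526225). The counts were rounded to whole numbers, normalized for library size with edgeR's TMM method and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 15583 genes that had a total of at least 10 counts in the 6 libraries. Expression is given in edgeR's CPM, counts scaled to a common library size, as mean ± SD over 3 libraries, with TMM factors computed over all 12 libraries of the study. A gene counted as changed when its adjusted p was under 0.01 and its log2 fold change was beyond 0.3 in either direction, and single genes were judged at an adjusted p under 0.05. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom between 2.87 and 14.2 for pairs of WT libraries. The receptor gene *Pth1r* (ENSMUSG00000032492.15) had only 0 to 6 counts per library with vehicle and 1 to 8 with PTH, so a change in its expression was not detectable at this depth. The kinase gene *Src* had 97.2 ± 10.8 CPM with vehicle and 103 ± 5.61 CPM with PTH, a log2 fold change of 0.091 (adjusted p = 0.539).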

To assess the impact of PTH on the transcriptome of W-20 BMSCs, focusing on signaling pathways other than the classical cAMP pathway, we performed bulk RNA-Seq of W-20 BMSCs after 2 hours of exposure to PTH or to vehicle. As shown in Figure 1A, the principal component analysis (PCA) showed high similarities between each group of samples (PTH-treated versus vehicle-treated). 

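The PCA was computed with prcomp on log2 CPM of the 15583 genes, with each gene scaled to unit variance. The first component held 35.5% of the variance and separated the treatments. PTH-treated libraries scored between 60.8 and 71.0 on it, and vehicle-treated libraries between -76.6 and -52.8. The second component held 25.2% of the variance and did not follow the treatment. Scores on it ranged from -37.8 to 82.6 with vehicle and from -57.7 to 77.0 with PTH. The share of the first component was 30.5% when the 500 genes with the largest variance were used, the alternative that changed it most apart from fits without a library, which gave 38.3% to 42.5%. No batch is named in the labels or the methods, so the second component could not be compared with one.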

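With PTH, 544 genes were upregulated and 277 were downregulated in WT cells, out of 15583 tested. With no limit on the fold change, a limit of 0.05 on the adjusted p moved these counts by the most genes, to 1072 upregulated and 765 downregulated, and a limit of 0.0001 by the largest factor, to 119 and 20. Replicates carry the same numbers in each group. With the replicate number added to the model as a replicate block, 535 genes were upregulated and 312 downregulated. Residual expression of same-numbered libraries of different groups was not more alike than chance, with a mean correlation across genes of 0.0019 over 18 such pairs (range -0.031 to 0.037). Without a normalization beyond library totals, 373 genes were upregulated and 414 downregulated, so upregulated genes were 47.4% of the changed genes in place of 66.3%. With each library left out in turn, the counts ranged from 270 to 635 upregulated and from 80 to 355 downregulated genes. Among genes with a mean of at least 2 CPM and no overlap between the libraries of the groups, the largest changes were those of *Acta1*, *Id3* and *Pdlim5*. *Acta1* (ENSMUSG00000031972.6, from 124618501 to 124623661 on chromosome 8 of GRCm39 in GENCODE vM39), which encodes skeletal muscle alpha actin, had 0.330 ± 0.153 CPM with vehicle and 5.43 ± 0.447 CPM with PTH. Its log2 fold change was 4.03 (standard error 0.30, adjusted p = 2.06e-06). *Pdlim5*, from 141945345 to 142101830 on chromosome 3, had 73.1 ± 3.80 and 432 ± 15.7 CPM, a log2 fold change of 2.57 (standard error 0.065, adjusted p = 5.95e-11).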

Differential gene expression analysis identified 649 genes significantly upregulated by PTH, whereas 336 genes were significantly downregulated (Figure 1B). Strikingly, among the differentially expressed genes, YAP, YAP-related genes (Figure 1C), and Hippo signal–related genes (Figure 1D) were significantly altered by PTH treatment. 

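All 27 genes of Figure 1C changed with PTH at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 24 of them upregulated and 3 downregulated. Their log2 fold changes ranged from -0.74 to 1.99, with a median of 0.48. The 10 genes of Figure 1D were all upregulated, with log2 fold changes from 0.30 to 1.14. Both lists are the paper's own selections from these libraries, and adjustment over each list alone left the counts at 27 and 10. At an adjusted p under 0.0001, 9 and 3 of the genes remained past the limit. The largest change in Figure 1C was that of *Ccn2*, also called *Ctgf* (ENSMUSG00000019997.12, from 24471333 to 24474900 on chromosome 10 of GRCm39 in GENCODE vM39), with 5.22 ± 0.464 CPM with vehicle and 20.6 ± 3.20 CPM with PTH. Its log2 fold change was 1.99 (standard error 0.13, adjusted p = 6.41e-07) and stayed between 1.90 and 2.11 with each library left out in turn. *Tead4* had the largest change in Figure 1D, from 6.04 ± 0.828 CPM with vehicle to 13.3 ± 1.81 CPM with PTH, a log2 fold change of 1.14 (standard error 0.14, adjusted p = 0.000146).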

For the most part, the effect of PTH was to increase the expression of YAP and of many YAP target genes as well as Hippo signaling–related genes. 

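*Yap1* (ENSMUSG00000053110.14) lies from 7932000 to 8004661 on chromosome 9 of GRCm39 (GENCODE vM39, minus strand). It had 189 ± 7.20 CPM (SD, n = 3) with vehicle and 240.4 ± 8.75 CPM (SD, n = 3) with PTH. The log2 fold change was 0.36 (standard error 0.058, adjusted p = 0.00154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and kept its direction in every fit that left out a library, from 0.34 to 0.38. *Ccn1*, also called *Cyr61*, had 217 ± 18.4 and 455 ± 52.0 CPM, a log2 fold change of 1.08 (standard error 0.085, adjusted p = 3.19e-06). *Myc* had 43.3 ± 1.33 and 67.5 ± 6.10 CPM, a log2 fold change of 0.65 (standard error 0.078, adjusted p = 0.000146). The 3 downregulated genes of Figure 1C were *Gadd45a*, *Gata3* and *Zfp467*, with log2 fold changes of -0.74, -0.59 and -0.45. From these results and those of OB differentiation (Figure 1, F and G), the paper proposes that PTH activates the transcription of YAP target genes and turns Hippo signaling off.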

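Pathway scores were recomputed for the Reactome term named in Figure 1E, YAP1- and WWTR1 (TAZ)-stimulated gene expression, from 15 genes listed from general knowledge, since the paper's text does not list them. The score was the area under the recovery curve of the list among the top 5% of ranked genes, as in AUCell. It was 0 in all 6 WT libraries, because none of the 15 genes ranked that high, so it was not informative. Within the top 20% of ranked genes the score was 0.264 ± 0.00574 (SD, n = 3) with vehicle and 0.313 ± 0.0154 (SD, n = 3) with PTH, and every PTH library scored above every vehicle library (2-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). Of these 15 genes, 12 were tested for a change, 9 were higher with PTH and the median log2 fold change was 0.16. Limma's camera test with an inter-gene correlation of 0.01 gave an adjusted p of 0.00358 for this list. A second list of 22 YAP targets, also written from general knowledge, had a median log2 fold change of 0.18, with 14 of 21 tested genes higher and an adjusted p of 0.00223 from camera. Within it, 8 genes were upregulated and 2, *Gadd45a* and *Nuak2*, were downregulated at an adjusted p under 0.05. A list of 21 cAMP response genes had a median of 0.15 over 18 tested genes (adjusted p = 0.0488 from camera), led among genes past the limit by *Pde4d* at 1.39 and *Ptgs2* at 0.99. With the inter-gene correlation estimated from each list, the adjusted p of the 3 lists rose to 0.251, 0.35 and 0.251, none under 0.05. With the replicate block and the fixed correlation, the values were 0.00746, 0.00481 and 0.0249. That of the cAMP list was 0.185 when genes needed at least 10 counts in every library.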

Pathway analysis also showed that YAP-stimulated gene expression was highly upregulated after PTH treatment (Figure 1E).

To confirm that PTH increased YAP and YAP target gene expression in W-20 cells, we differentiated W-20 cells into osteoblasts (OBs) in the presence of intermittent PTH (50 nM, 2 h/d for 4 days). PTH treatment increased significantly the expression of the YAP target genes *Ctgf*, *Cyr61*, and *Myc*, verifying that PTH increased YAP transcriptional activity during OB differentiation of W-20 cells (Figure 1F). As shown in Figure 1G, and as expected, PTH also favored OB differentiation in W-20 cells, as shown by an increase in alkaline phosphatase (Alp) staining and *Runx2* and *Col1a1* expression, with decreased adipocyte (Adi) differentiation, shown by a decrease in Oil Red O staining and expression of *Adiponectin* (*AdipoQ*) (Figure 1G).

These results suggested that activation of PTH1R signaling by PTH in W-20 BMSCs not only favors OB and represses Adi differentiation but also activates the transcription of YAP target genes, effectively turning Hippo signaling off.

### PTH promotes YAP stability in W-20 cells and OCY454 and OmGFP66 osteocytes by decreasing YAP^S127^ phosphorylation levels and increasing YAP target gene expression.

Transcriptional events downstream of YAP are mostly the results of its stabilization in the cytosol and nuclear translocation. Given that YAP and its target genes were upregulated by PTH treatment in bulk RNA-Seq analysis (Figure 1), we assessed the effect of PTH on YAP stability. For this purpose, we stimulated W-20 cells with PTH (50 nM) for 2 hours and analyzed the phosphorylation level of YAP^S127^, a serine residue that when phosphorylated favors YAP degradation (33–35). PTH treatment significantly decreased the phosphorylation level of YAP^S127^ whereas the total protein level of YAP was significantly increased, indicating that PTH prevents YAP^S127^ phosphorylation, promoting YAP stability (Figure 2A).

Phosphorylation of YAP at S127 is the result of the interaction between YAP and the serine kinase LATS1. We therefore determined whether this protein-protein interaction was also altered by PTH treatment. Co-immunoprecipitation analysis showed that PTH decreased the interaction between YAP and LATS1, explaining the decrease in YAP^S127^ phosphorylation, which prevents the recruitment of the ubiquitin ligase β-TrCP and, thereby, YAP ubiquitination and degradation (Figure 2B). Further evidence for PTH-induced stabilization of YAP was provided by the finding that YAP nuclear translocation was also increased. As shown in Figure 2C, upon PTH treatment, YAP^S127^ phosphorylation levels were decreased in the cytoplasmic and in the nuclear fraction, while the total YAP was significantly increased in both the cytoplasm and nuclear fractions (Figure 2C). In addition, immunoprecipitation analysis showed that upon PTH stimulation, YAP interaction with LATS1 was decreased in the cytoplasmic fraction, while YAP interaction with its binding partner TEA domain transcription factor 1 (TEAD) in the nucleus was markedly increased (Figure 2D), explaining the increase in the expression of YAP target genes, such as *Ctgf*, *Cyr61*, and *Myc*, compared with vehicle-treated cells.

Similar findings on the effect of PTH on YAP stability were also seen in the osteocyte cell lines OCY454 (Figure 2, E and F) and OmGFP66 (Figure 2G), establishing the fact that this regulatory mechanism also occurs in other bone cells known to express the PTH1R and respond to PTH.

### PTH-induced YAP stabilization occurs via the PLC/Ca^2+^/Src axis.

To determine whether the effect of PTH on YAP^S127^ phosphorylation and YAP stabilization involved the PKA or the PKC pathways, we cotreated the cells with PTH and the PKA-specific inhibitor H89 or the PKC-specific inhibitor G06983 (36, 37). Blocking either of these pathways failed to prevent the PTH-dependent decrease in YAP^S127^ phosphorylation (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.191245DS1). PTH also activates PLC to mobilize intracellular Ca^2+^ (38). We found that cotreatment of cells with PTH and the PLC-specific inhibitor U73122 (39) prevented the PTH-induced decrease in YAP^S127^ phosphorylation (Figure 3A). As shown in Figure 3, A–C, PTH also activated Src kinase activity, as indicated by increased Src^Y416^ phosphorylation, and this srcTyr416 phosphorylation was blocked by U73122. Cotreatment with PTH and the specific Src family kinase inhibitor dasatinib (40) blocked PTH-induced YAP stabilization, as shown by a marked increase in YAP^S127^ phosphorylation and decreased total YAP protein levels (Figure 3B). Importantly, chelation of intracellular Ca^2+^ with BAPTA suppressed PTH-dependent Src^Y416^ phosphorylation and increased YAP^S127^ phosphorylation in response to PTH (Figure 3C).

These results demonstrated that PTH regulates YAP stability via the PLC/Ca^2+^/ Src kinase cascade.

### Identification of tyrosine 428 as the target of PTH-induced Src-dependent stabilization of YAP.

Given our finding of Src’s role in the regulation of YAP stability by PTH, we searched for consensus sequences for Src-dependent tyrosine phosphorylation sites on YAP. We identified 2 Src consensus sequences, one including YAP^Y375^ (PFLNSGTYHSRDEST) and the other including YAP^Y428^ (SQQSRFPDYLEA). To determine the potential role of YAP^Y375^ and YAP^Y428^ phosphorylation in YAP stabilization and function by PTH, we mutated these tyrosines to phenylalanine to prevent phosphorylation (Y375F and Y428F) and generated mutated W-20 stable cell lines (YAP^Y375F^ or YAP^Y428F^ W-20 cells). Western blot analysis of YAP^Y375F^ or YAP^Y428F^ cell lysates showed that both mutations led to a significant decrease in YAP protein levels, demonstrating a crucial role for these 2 tyrosines in the regulation of YAP stability (Figure 4A). The destabilization of YAP was, however, so pronounced as to prevent further analysis of changes in the protein and its interactions. To prevent excessive YAP destabilization, we generated W-20 stable cell lines with YAP^S381^ mutated into alanine (YAP^S381A^), in addition to Y375F or Y428F (YAP^S381A/Y375F^ and YAP^S381A/Y428F^ W-20 cells). YAP^S381^ is known to be phosphorylated by LATS1, leading to the recruitment of the β-TrCP ubiquitin ligase and ultimately favoring YAP degradation (33). Thus, as expected, YAP^S381A^ mutation stabilized both YAP^Y375F^ and YAP^Y428F^ protein levels and allowed us to detect YAP in both mutant cell lines. However, whereas introducing the YAP^381A^ mutation fully stabilized the YAP^S381A/Y375F^ mutant protein, the YAP^S381A/Y428F^ mutant protein was only partially stabilized compared with YAP^S381A^ and YAP ^S381A/Y375F^ (Figure 4A). Similarly, while YAP^S381A/Y375F^ mutation did not alter the level of interaction of YAP with LATS1 and β-TrCP compared with YAP^S381A^ mutation alone, YAP^S381A/Y428F^ mutation enhanced the interaction of YAP with LATS1 and β-TrCP, resulting in increased YAP ubiquitination compared with both YAP^S381A^ and YAP^S381A/Y375F^ mutations (Figure 4B). In addition, YAP^S381A/Y428F^ mutation retained YAP in the cytosol, impairing induction of YAP target gene expression (*Ctgf*, *Cyr61*, and *Myc*) compared with YAP^S381A^ and YAP^S381A/Y375F^ mutations (Figure 4C).

These results established that YAP^Y428^ plays a crucial role in regulating YAP stability.

### Mutating YAP^Y428^ to the phosphomimetic aspartic acid (YAP^Y428D^) mimics PTH effects on YAP phosphorylation and stability.

According to our findings, mimicking YAP^Y428^ phosphorylation should exert the same influence on YAP and W-20 cells as PTH treatment. To verify the role of YAP^Y428^ phosphorylation in YAP stability, we generated a W-20 stable cell line with a phosphomimetic Y428 mutation by substituting the tyrosine into aspartic acid (YAP^Y428D^) (Figure 5A). YAP^Y428D^ mutation stabilized YAP on its own, as shown by an increased YAP protein level and decreased interaction with LATS1 and β-TrCP, decreasing ubiquitination when compared with YAP^S381A/Y428F^ (Figure 5A). YAP^Y428D^ mutation also allowed for higher YAP protein levels in the nucleus and consequent increase in the expression of the YAP target genes *Ctgf*, *Cyr61*, and *Myc* (Figure 5B). Thus, mimicking the phosphorylation of YAP^Y428^ by substitution to aspartic acid mimicked closely the response of W-20 cells to PTH treatment.

### The phosphorylation of YAP^Y428^ is required for PTH-induced YAP stabilization.

To determine whether PTH-induced stabilization of YAP involves YAP^Y428^ phosphorylation, we developed an antibody specific for phosphorylated YAP^Y428^. As shown in Figure 6A, the antibody detected basal phosphorylated YAP^Y428^ but not YAP^Y428F^, and the phosphorylated band was extinguished by treatment with dasatinib in the presence of PTH (Figure 6B), establishing its specificity for both Y428 and its phosphorylated state. We then used this antibody to determine whether PTH induced the phosphorylation of YAP^Y428^ to increase YAP protein stability. As shown in Figure 6B, YAP^Y428^ was indeed phosphorylated in response to PTH. This event required the activity of Src as cotreatment with the Src inhibitor dasatinib blocked the PTH-induced increase in YAP^Y428^ phosphorylation and the increase in YAP protein levels (Figure 6B). Furthermore, phosphorylated YAP^Y428^ was enriched in the nuclear fraction after PTH treatment (Figure 6C).

Having established that PTH induced YAP^Y428^ phosphorylation, we tested whether preventing this event by substituting a phenylalanine to the tyrosine altered PTH effects on YAP in W-20 cells. In sharp contrast with its effects in WT cells, in cells expressing YAP^S381A/Y428F^, PTH treatment increased YAP^S127^ phosphorylation and decreased YAP protein levels, with an increase in LATS1 and β-TrCP interaction, shown by co-immunoprecipitation, and in YAP ubiquitination (Figure 7A). These changes had the expected consequences on the nuclear translocation of YAP (Figure 7B) and on target gene expression (Figure 7C), which were markedly decreased. Since the W-20 cell line used in these studies contains both the YAP^S381A^ and the YAP^Y428F^ mutations, we treated YAP^S381A^ mutant cells with PTH to determine if the effect of PTH on YAP stability observed in Figure 6 was specifically mediated by YAP^Y428^ mutation, excluding any potential effect of the YAP^S381A^ mutation. PTH treatment of YAP^S381A^ mutant cells mimicked all the effects of PTH in WT W-20 cells, verifying that the observed effect of PTH on YAP stability was specifically mediated by YAP^Y428^ phosphorylation (Supplemental Figure 2). Finally, we also determined whether preventing YAP^Y375^ phosphorylation had the same effects as YAP^Y428^, using the YAP^S381A/Y375F^ mutant cells. Preventing the phosphorylation of YAP^Y375^ had no measurable effects on YAP response to PTH (Supplemental Figure 3). These results are in agreement with the observation that total YAP protein levels remained stable in the YAP^381A/375F^ cells (Figure 4). Together these results established that YAP^Y428^ phosphorylation plays a specific and unique role in the regulation of YAP stability and transcriptional activity by PTH.

### Role of YAP^Y428^ phosphorylation and YAP in W-20 differentiation into OBs and Adi.

Given the ability of the W-20 cells to differentiate into either OBs or Adi, we then investigated the potential role of YAP^Y428^ in W-20 cell fate determination. All mutations had no significant effects on W-20 cell proliferation (Supplemental Table 1). In contrast, overexpression of WT YAP led to an increase in both OB differentiation, illustrated by Alp staining and *Osteocalcin* expression (Figure 8A), and Adi differentiation, illustrated by Oil Red O staining and *AdipoQ* expression (Figure 8A). Neither YAP^S381A^ nor YAP^S381A/Y375F^ mutant cells differed from WT YAP cells in their responses (Figure 8A). In contrast, YAP^S381A/Y428F^ mutation impaired W-20 cell differentiation along both the OB and the Adi lineage (Figure 8A), with significant decreases in *Osteocalcin* and *AdipoQ* relative to controls and WT YAP cells. These data suggest that YAP^Y428^ phosphorylation is required to promote W-20 cell differentiation into both lineages but is not involved in the cell fate decision toward OB or Adi. Supporting the fact that this is due to YAP^Y428^ phosphorylation, the YAP^Y428D^ mutation enhanced YAP functions, favoring both OB and Adi differentiation of YAP^Y428D^ cells as well as *Osteocalcin* and *AdipoQ* gene expression (Figure 8B), but it failed to mimic the PTH-mediated repression of the adipogenic lineage, suggesting that signaling events other than the PLC/Ca^2+^/Src cascade are required for PTH to repress adipogenesis. Taken together these data suggest that YAP^Y428^ is required for YAP stability and for a proper differentiation of BMSCs into both OB and Adi.

### Mutating YAP^Y428^ to phenylalanine (Y428F) alters the effects of PTH on W-20 cell differentiation, Hippo signaling, and transcriptomic profile.

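The RNA-Seq of the mutant line comprised 6 more libraries, 3 from cells exposed to 50 nM PTH for 2 hours and 3 from cells exposed to vehicle, deposited as RSEM expected counts in the same matrix as the WT libraries. The text calls this stable line YAP S381A/Y428F and the libraries are titled Y428F, the name used here. The paper's methods state that the line was made with a plasmid that carries Flag-tagged YAP and that positive clones were selected. The paper also describes a stable line with the Y428F mutation alone, so the titles do not settle which line was sequenced. Library totals were 17670681 to 19057319 counts with vehicle (median 17673798) and 17731876 to 18064022 counts with PTH (median 17811136). All 12 libraries were fitted together in 4 groups with edgeR, over the 17691 genes with a total of at least 10 counts. From this fit came the change with PTH in Y428F cells, the difference between the cell lines with vehicle and with PTH, and the difference in the response to PTH, which is the change in Y428F cells minus the change in WT cells. No library of cells with an introduced wild-type YAP or YAP S381A was analysed, so the mutation and any other difference between the cell lines were not separable. In the fit of 12 libraries, 642 genes were upregulated and 431 downregulated with PTH in WT cells. PTH changed Y428F cells as well, with 535 genes upregulated and 407 downregulated. With the replicate block the counts were 552 and 438. With library totals only they were 417 and 610, so upregulated genes made up 40.6% of the changed genes in place of 56.8%. *Acta1*, *Egr2* and *Ccn2* changed most among genes with at least 2 CPM and no overlap of libraries, and the log2 fold change of *Egr2* was 2.29 (standard error 0.30, adjusted p = 3.17e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pth1r* again had few counts, 3 to 10 per library with vehicle and 4 to 10 with PTH.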

To further evaluate the importance of YAP^Y428^ phosphorylation in the response of W-20 cells to PTH, we then compared the cellular and transcriptomic responses of WT and YAP^S381A/Y428F^ W-20 cells to PTH. First, similar to the effect of YAP^S381A/Y428F^ mutation in unstimulated differentiation of cells (Figure 1), treatment of YAP^S381A/Y428F^ cells with PTH failed to induce their differentiation (Figure 8A). 

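The response to PTH differed between Y428F and WT cells for 22 of 17691 genes at an adjusted p under 0.01 and a log2 difference beyond 0.3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 6 with a higher and 16 with a lower response in Y428F cells. Without a limit on the difference, 73 genes had an adjusted p under 0.05, and 1247 genes had an unadjusted p under 0.05. Without a filter on low counts the number was 145, with DESeq2's Wald test it was 70, and with a limit of 0.0001 on the adjusted p alone it was 3. The count was 23 with the replicate block, 20 with a replicate block within each cell line, and 12 to 31 with each library left out in turn. Of the 22 genes, 18 were also changed with PTH in WT cells. Of the 821 genes changed with PTH in WT cells, 805 changed in the same direction in Y428F cells and 457 also passed both limits there. Across these genes, which are not independent replicates, the log2 fold changes in the cell lines had a Pearson correlation of 0.78. The largest differences were those of *Id3*, *Id1* and *Atoh8*. *Id3* (ENSMUSG00000007872.4, from 135870808 to 135873066 on chromosome 4 of GRCm39 in GENCODE vM39) rose from 3.79 ± 0.755 to 51.1 ± 1.86 CPM in WT cells and from 75.7 ± 3.48 to 98.5 ± 8.91 CPM in Y428F cells. Its log2 difference in response was -3.38 (standard error 0.13, adjusted p = 2.58e-12). For *Atoh8* the log2 difference was -1.55 (standard error 0.13, adjusted p = 1.04e-06), with a log2 fold change of 2.47 in WT cells and 0.92 in Y428F cells.

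**Figure D1:**
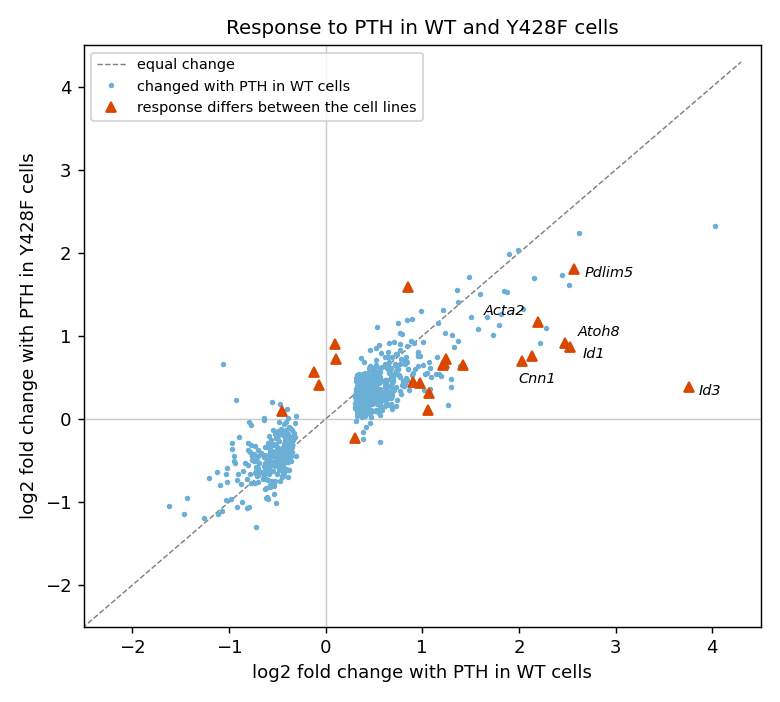
Log2 fold change with PTH in WT cells (horizontal axis) against Y428F cells (vertical axis). Dots are the 821 genes changed with PTH in WT cells, of which 3 lie outside the axes, triangles are the 22 genes whose response differed, and the dashed line marks an equal change; *Id3* lies farthest below it, at 3.76 and 0.38.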

As shown in Figure 9, A–C, bulk RNA-Seq analysis of the genome-wide transcriptome of the treated cells revealed many significant differences between the responses of WT and YAP^S381A/Y428F^ cells, verifying that the ability of YAP^Y428^ to be phosphorylated is an essential component of the cellular response of BMSCs to PTH.

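With vehicle, 2674 genes were higher and 2818 were lower in Y428F than in WT cells. With PTH, 2686 were higher and 2900 lower. With the replicate block these counts were 2685 and 2801 with vehicle, and 2682 and 2908 with PTH. With library totals only, 56.2% of the genes that differed with vehicle were higher in Y428F cells, in place of 48.7%. Of the 5492 genes that differed with vehicle, 5460 differed in the same direction with PTH and 4584 also passed both limits there. With a limit of 0.05 on the adjusted p alone the counts were 3966 and 4020 with vehicle and 4026 and 4067 with PTH, and with a limit of 0.0001 they were 1646 and 1855, and 1661 and 1925. Among genes of at least 4 CPM, the median log2 difference between the cell lines with vehicle varied by chromosome, from -0.24 on chromosome 9 (572 genes, 76.9% lower in Y428F cells) to 0.25 on chromosome 10 (489 genes, 73.2% higher). The largest estimated log2 fold changes with vehicle were those of *Gpc1*, *Bche* and *Ly6g*, which had 0 counts in each WT vehicle library. *Gpc1* (ENSMUSG00000034220.8, from 92759062 to 92792113 on chromosome 1 of GRCm39 in GENCODE vM39) had 80.2 ± 2.12 CPM in Y428F cells and was at least 470-fold higher against a floor of 3 counts, and *Bche* was at least 236-fold higher. In the PTH libraries the largest estimates were those of *Bche*, *Cysltr1* and *Mmrn1*, at least 208-, 69.6- and 53.7-fold higher, with 0 counts in each WT PTH library. Estimates against 0 counts do not rank genes by fold, and *Ly6g*, with 0 to 2 counts per WT PTH library, had 313 to 317 in Y428F cells. *Gpc1* was not absent from every WT library, with 35 counts in WT PTH library 1 and 0 in WT PTH libraries 2 and 3.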

The bulk RNA-Seq results showed that a large number of genes were changed by the YAP^Y428F^ mutation, both in the absence of and in response to PTH. 

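The PCA of all 12 libraries, computed as for the WT cells over 17691 genes, gave a first component with 43.6% of the variance that separated the cell lines. WT libraries scored between -100.7 and -74.3 on it and Y428F libraries between 71.8 and 101.4. The second component, with 15.1%, separated the treatments in both lines, with scores of 36.7 to 54.4 for vehicle and -58.3 to -37.3 for PTH. Of the 50 genes in the heatmap of the top genes, 45 differed between the cell lines with vehicle at an adjusted p under 0.05, 15 higher and 30 lower in Y428F cells. For 1 of the 50, *Sox4*, the response to PTH itself differed between the lines. *Sfrp2* (ENSMUSG00000027996.14, from 83673481 to 83681623 on chromosome 3 of GRCm39 in GENCODE vM39), a WNT antagonist, had 1798 ± 142 CPM in WT and 143 ± 9.78 CPM in Y428F cells with vehicle, a log2 fold change of -3.65 (standard error 0.072, adjusted p = 8.56e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of *Rspo2* was -1.47 (standard error 0.078, adjusted p = 3.42e-12), although its chromosome 15 had a median of 0.20. *Tgfb1*, *Wnt5a* and *Smad3* were also lower in Y428F cells with vehicle, with log2 fold changes of -0.75, -0.62 and -0.57, the last on chromosome 9. The differences in their responses to PTH were not past the 0.05 limit, with adjusted p of 0.966 for *Sfrp2*, 0.922 for *Tgfb1*, 0.999 for *Wnt5a* and 0.626 for *Smad3*. For *Rspo2* the log2 difference in response was -0.42 (adjusted p = 0.129, from 0.0389 to 0.4 over the alternatives).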

Figure 9A shows the PCA, whereas Figure 9B shows the top 50 genes (*P* < 0.0000001) altered by the YAP^Y428F^ mutation, which includes YAP, induced by PTH in control cells but not in mutated cells, and several components of the TGF-β/bone morphogenic protein (BMP) and WNT signaling pathways (*Smad3*, *Tgfb1*, *Sfrp2*, *Rspo2*, *Wnt5a*). 

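Among the 18 Hippo genes of Figure 9C, 12 changed with PTH in WT cells and 15 in Y428F cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 17 and 15 when the adjustment covered the list alone. The WT counts come from the fit of 6 libraries and the others from that of 12. With vehicle, 15 of the 18 differed between the cell lines, 8 higher and 7 lower in Y428F cells. The response to PTH differed for 1 of them, *Arrdc3*, and for 2 when the adjustment covered the list alone. Of the 50 YAP-related genes of Figure 9D, 49 were tested in WT cells, where 29 were upregulated and 3 downregulated with PTH. In Y428F cells 29 were upregulated and 5 downregulated, and over the list alone 34 changed in WT and 35 in Y428F cells. With vehicle, 42 of the 50 differed between the lines, 21 in each direction. Their response to PTH differed for 2 genes over all genes tested and for 8 over the list alone. With an adjusted p limit of 0.0001, 6 genes of Figure 9C and 26 of Figure 9D differed between the lines with vehicle, and 8 and 25 with PTH. The genes of both figures are the paper's own selections from these libraries. For the 22 YAP targets listed from general knowledge, the median log2 fold change with PTH in Y428F cells was 0.083 (adjusted p = 0.000849 from limma's camera test), and the median difference in response was 0.00997 (adjusted p = 0.99). With the inter-gene correlation estimated from the list, the adjusted p in Y428F cells was 0.251.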

We then focused our analysis on the significant (*P* < 0.0001) transcriptomic changes that occurred in Hippo signaling (Figure 9C) and YAP target genes (Figure 9D), to confirm the changes induced by PTH and altered by the YAP^Y428F^ mutation. 

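*Yap1* was 147 ± 4.64 CPM (SD, n = 3) with vehicle and 171 ± 2.66 CPM (SD, n = 3) with PTH in Y428F cells, and every PTH library was above every vehicle library. Its log2 fold change with PTH was 0.22 in these cells (standard error 0.053, adjusted p = 0.00739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between this response and that of WT cells was -0.12 (standard error 0.075, adjusted p = 0.811). In simulated counts 56% of 1.5-fold differences in response were called and fewer of smaller ones. Those calls needed a log2 difference beyond 0.3, so they do not tell whether a difference of -0.12 could be detected. The rise in Y428F cells was past the 0.05 limit, and a smaller rise than in WT cells was not excluded. *Yap1* was lower in Y428F than in WT cells with vehicle, with a log2 fold change of -0.37 (standard error 0.053, adjusted p = 7.7e-06), and with PTH, with -0.49 (standard error 0.053, adjusted p = 1.35e-07). The gene lies on the chromosome with the lowest median difference between the lines, and it stood at percentile 37.2 among the genes of that chromosome. Counts do not separate transcripts of the endogenous gene from any reads of the introduced YAP that map to it.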

Noticeably, the strong induction of *YAP* expression observed in WT cells was entirely blunted in YAP^S381A/Y428F^ cells, confirming that, in addition to inducing stabilization of the YAP protein, phosphorylation of YAP^Y428^ by PTH induces an increase in *YAP* transcription, suggesting a positive feedback loop. 

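*Frmd6* (ENSMUSG00000048285.10, from 70871627 to 70949010 on chromosome 12 of GRCm39 in GENCODE vM39) rose with PTH from 144 ± 11.3 to 206 ± 8.25 CPM in WT cells and from 113 ± 1.63 to 134 ± 10.2 CPM in Y428F cells. The log2 fold changes were 0.52 (standard error 0.067, adjusted p = 0.00022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.25 (standard error 0.065, adjusted p = 0.0129). *Wtip* had a log2 fold change of 0.19 in WT cells (standard error 0.078, adjusted p = 0.145), which was not past the 0.05 limit, and of 0.32 in Y428F cells (standard error 0.084, adjusted p = 0.0157). *Mob1a* rose by 0.25 on the log2 scale in WT cells (adjusted p = 0.0133) and by 0.25 in Y428F cells (adjusted p = 0.00202). *Wwtr1*, which encodes TAZ, rose by 0.26 (adjusted p = 0.00873) and 0.25 (adjusted p = 0.00215). Tests of the difference in response gave an adjusted p of 0.443 for *Frmd6* (log2 difference -0.26), 0.884 for *Wtip* (0.14), 1 for *Mob1a* (0.0016) and 1 for *Wwtr1* (-0.0037). None of these differences in response was past the 0.05 limit, which does not show that the responses were equal. The sign of the last 2 changed under some alternatives. The rise in WT cells was not past the 0.05 limit in 4 alternatives for *Mob1a* and in 1 for *Wwtr1*. With a GC correction and the replicate block, this rise had an adjusted p of 0.109 for *Mob1a* and 0.0836 for *Wwtr1*. With vehicle, the 4 genes were lower in Y428F than in WT cells, with log2 fold changes from -0.36 for *Frmd6* to -0.14 for *Mob1a*, and *Mob1a* and *Wwtr1* lie on chromosomes 6 and 3, whose medians were -0.16 and -0.17. These differences were not past the 0.05 limit for *Mob1a* in 7 alternatives, with an adjusted p up to 0.184, nor for *Wtip* with the GC correction (-0.12, adjusted p = 0.234) or with it and the replicate block (adjusted p = 0.255).

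**Figure D2:**
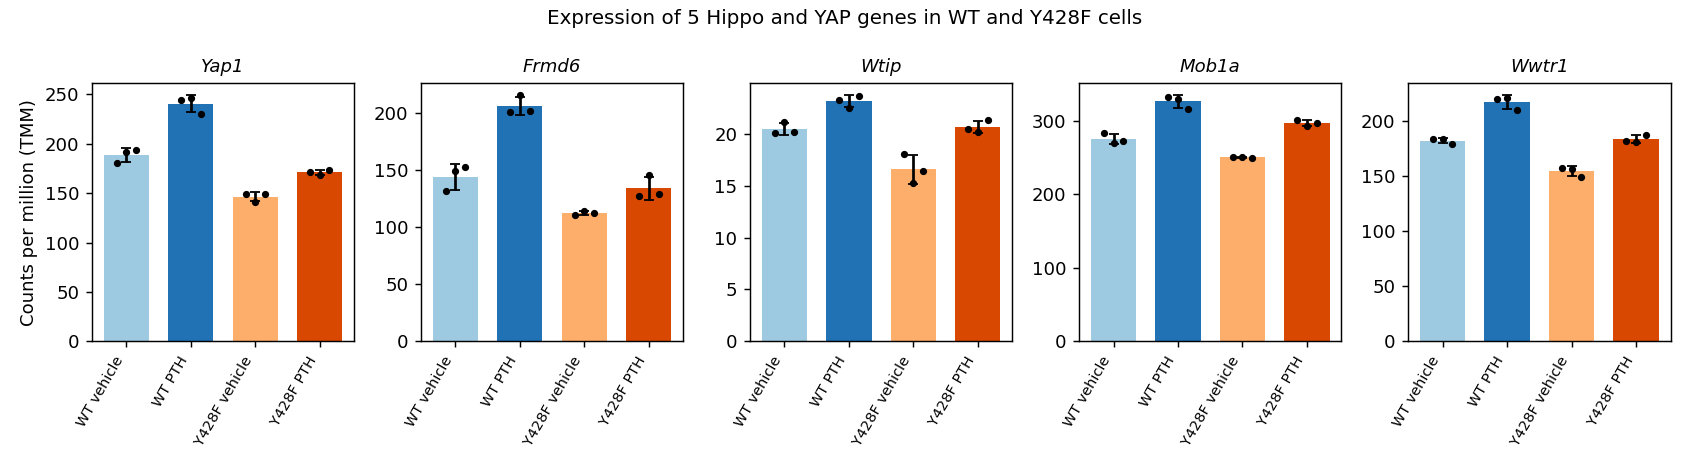
CPM of 5 genes in WT and Y428F cells with vehicle or PTH; bars are means, error bars are SD and dots are the 3 libraries of each group. *Wwtr1* rose from 183 to 218 CPM in WT cells and from 155 to 184 CPM in Y428F cells.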

*YAP* was not the only gene the PTH response of which was blunted: The response of *Frmd6*, *Wtip*, *Mob1a*, and *Wwtr1*, which responded solidly to PTH, was lost in the YAP^S381A/Y428F^ cells. In contrast, another set of genes showed enhanced expression in response to PTH in YAP^S381A/Y428F^ cells: These included *Lats2*, *Tead1* and -*4*, *Mob1b*, and *Map2K3*. 

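In Y428F cells, the log2 fold changes with PTH were 0.75 for *Lats2*, 0.72 for *Tead1*, 0.55 for *Tead4*, 0.24 for *Mob1b* and 0.50 for *Map2k3*, with adjusted p from 1.37e-07 to 0.0117 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT cells they were 0.68 for *Lats2*, 0.78 for *Tead1*, 0.30 for *Mob1b* and 0.40 for *Map2k3*, beside the value of *Tead4* given with Figure 1D. The difference in response was 0.072 for *Lats2* (standard error 0.092, adjusted p = 0.937) and 0.11 for *Map2k3* (standard error 0.074, adjusted p = 0.83). It was -0.054 for *Tead1* (standard error 0.12, adjusted p = 0.972), -0.047 for *Mob1b* (standard error 0.088, adjusted p = 0.965) and -0.59 for *Tead4* (standard error 0.18, adjusted p = 0.282). Of simulated differences in response, 56% were called at 1.5-fold and fewer at a smaller fold. Those calls needed an adjusted p under 0.01 and a log2 difference beyond 0.3, limits not applied to these named genes. Expression with PTH was higher in Y428F than in WT cells for *Lats2* (179 ± 16.9 against 130.0 ± 7.85 CPM), *Tead1* (216 ± 28.6 against 165 ± 15.9 CPM), *Tead4* and *Map2k3*, with log2 fold changes from 0.39 to 0.49. For *Mob1b* the difference between the lines with PTH was 0.10 (adjusted p = 0.217). With vehicle, *Lats2*, *Tead1*, *Tead4* and *Map2k3* were already higher in Y428F cells, with log2 fold changes from 0.30 to 1.08. The rise of *Mob1b* was not past the 0.05 limit in some alternatives, with an adjusted p up to 0.0786 in WT and 0.0588 in Y428F cells. From the *Yap1* response it reports as absent in the mutant cells, the paper concludes that phosphorylation of Y428 increases YAP transcription, and it proposes a positive feedback loop.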

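*Shank2* (ENSMUSG00000037541.23, from 143532669 to 143979779 on chromosome 7 of GRCm39 in GENCODE vM39) had 7.45 ± 0.932 CPM in WT and 30.3 ± 1.17 CPM in Y428F cells with vehicle. The log2 fold change was 2.02 with vehicle (standard error 0.11, adjusted p = 5.04e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.04 with PTH (adjusted p = 4.17e-12). *Cit* was higher in Y428F cells by 1.29 on the log2 scale with vehicle (standard error 0.13, adjusted p = 5.54e-08) and by 1.40 with PTH (adjusted p = 4.24e-08). *Nuak2* was higher by 0.50 with vehicle (standard error 0.093, adjusted p = 0.00013) and by 0.82 with PTH (adjusted p = 5.03e-07). *Arrdc3* had 14.6 ± 0.684 CPM in WT and 15.4 ± 1.17 CPM in Y428F cells with vehicle, a log2 fold change of 0.073 (standard error 0.093, adjusted p = 0.565). With PTH it had 12.0 ± 0.398 CPM in WT and 8.13 ± 0.550 CPM in Y428F cells, a log2 fold change of -0.56 (standard error 0.10, adjusted p = 0.000119). Its response to PTH differed between the lines by -0.64 (standard error 0.14, adjusted p = 0.0473), and with the replicate block the adjusted p was 0.0584, with a range of 0.0253 to 0.156 over all alternatives.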

Further analysis revealed 4 highly relevant genes that were markedly increased in YAP^S381A/Y428F^ cells, independent of exposure to PTH: *Shank2*, *Cit*, *Nuak2*, and *Arrdc3*. 

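*Amotl1* (ENSMUSG00000013076.18, from 14453262 to 14556352 on chromosome 9 of GRCm39 in GENCODE vM39) had 235 ± 24.3 CPM in WT and 177 ± 1.87 CPM in Y428F cells with vehicle. The log2 fold change was -0.41 with vehicle (standard error 0.075, adjusted p = 0.000119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.51 with PTH (standard error 0.076, adjusted p = 1.09e-05), on a chromosome whose genes were lower in Y428F cells as a whole. *Dchs1* (ENSMUSG00000036862.16, from 105402197 to 105436861 on chromosome 7) had 3.40 ± 0.332 CPM in WT and 1.56 ± 0.169 CPM in Y428F cells with vehicle, from 57 to 67 and 25 to 32 counts per library. Its log2 fold change was -1.12 with vehicle (standard error 0.22, adjusted p = 0.000264) and -1.21 with PTH (standard error 0.26, adjusted p = 0.00052).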

Last, *Amotl1* and *Dchs1* were significantly decreased in YAP^S381A/Y428F^ cells. Most of these genes are well-established regulators of Hippo or YAP, and some have already been identified in osteogenesis (41–43). These results confirm the link between PTH1R and Hippo signaling and establish the importance of the PTH-induced phosphorylation of YAP^Y428^ in BMSCs’ differentiation and in the regulation of the expression of several components of Hippo signaling.

Because our results (Figure 8) showed clearly that the YAP^Y428F^ substitution also altered the differentiation of W-20 cells in both the OB and Adi lineages, we then analyzed changes in adipogenesis and osteogenesis gene sets. As shown in Supplemental Figure 4, A and B, mutating Y428 to F428 had a significant impact on these 2 gene sets and on their response to PTH. 

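Of the 44 adipocyte-related genes in Supplemental Figure 4A, 43 were matched to the counts, all but *Spg20*. With vehicle, 35 of the 43 differed between Y428F and WT cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 higher and 23 lower in Y428F cells, with log2 fold changes from -3.07 to 5.23. With PTH, 40 differed, 14 higher and 26 lower. PTH changed 12 of 41 tested genes in WT cells and 17 of 43 in Y428F cells (17 and 24 over the list alone). The response to PTH differed between the lines for 1 of the 43 genes, and for 3 when the adjustment covered the list alone. Of the 93 osteoblast-related genes in Supplemental Figure 4B, 92 were matched, all but *Mettl7a1*. With vehicle, 84 differed between the lines, 37 higher and 47 lower in Y428F cells, and 83 differed with PTH. PTH changed 32 of the 92 genes in WT cells and 33 in Y428F cells (37 and 40 over the list alone). The response differed for 6 genes over all genes tested and for 12 over the list alone. In both lists the counts with PTH in WT cells come from the fit of 6 libraries, and the others from that of 12. They do not rank the lines. Over all genes, PTH changed 821 in WT cells in the fit of 6 and 1073 in the fit of 12, against 942 in Y428F cells. Over the 221 genes drawn in Figure 1, C and D, Figure 9, B–D, and Supplemental Figure 4, 220 had an adjusted p under 0.05 in at least 1 of the 5 comparisons. The exception was *Map3k7*, whose smallest adjusted p was 0.139.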

Many components of the TGF-β/BMP and of the WNT signaling pathways were affected (*Lrp5*, *Sfrp2*, *Rspo2*, *Fzd1*, *Tgfb1* and *-2*, several *Smad*s, *BMP4*, *Id1* and *-2*, and *BMPr1b*), including several WNT ligands. These findings verified that the ability of YAP^Y428^ to become phosphorylated is essential for BMSCs’ differentiation and for their response to PTH.

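With vehicle, *Lrp5* (ENSMUSG00000024913.17, from 3634821 to 3736643 on chromosome 19 of GRCm39 in GENCODE vM39) had 14.2 ± 1.84 CPM in WT and 1.68 ± 0.226 CPM in Y428F cells, a log2 fold change of -3.07 (standard error 0.15, adjusted p = 9e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fzd1* was higher in Y428F cells, with a log2 fold change of 1.12 (standard error 0.083, adjusted p = 6.21e-10). *Bmp4* had 1 to 7 counts per WT vehicle library and 478 to 509 per Y428F vehicle library, a log2 fold change of 7.12 (standard error 0.23, adjusted p = 1.74e-15). *Bmpr1b* was higher in Y428F cells by 3.77 on the log2 scale with vehicle (standard error 0.44, adjusted p = 4.87e-07) and at least 15.8-fold higher with PTH, where the WT libraries held no more than 3 counts. Without 1 library, the log2 fold changes with vehicle ranged from 6.68 to 8.20 for *Bmp4* and from 3.18 to 4.76 for *Bmpr1b*. *Id1* rose from 1.22 ± 0.128 to 7.03 ± 0.464 CPM with PTH in WT cells and from 24.7 ± 2.35 to 45.1 ± 5.39 CPM in Y428F cells. Its level with vehicle was higher in Y428F cells by 4.34 on the log2 scale, and its response differed by -1.66 (standard error 0.20, adjusted p = 0.000233). *Id2* was higher in Y428F cells with vehicle by 1.99 (adjusted p = 3.49e-09), and its response differed by -0.90 (adjusted p = 0.072). That difference in response was past the 0.05 limit in 5 alternatives, among them DESeq2's Wald test (0.0214) and no filter on low counts (0.000982). *Tgfb2* was not past the limit with vehicle, with a log2 fold change of 0.16 (adjusted p = 0.182). Of the 8 Smad genes, 5 differed between the lines with vehicle, 2 higher and 3 lower in Y428F cells, although *Smad1* and *Smad6* were not past the limit in some alternatives, with an adjusted p up to 0.163 and 0.0837. Of 19 WNT ligand genes, 9 had enough counts to be tested and 5 differed with vehicle, 4 higher and 1, *Wnt5a*, lower in Y428F cells. *Wnt4* was higher by 0.98 on the log2 scale, *Wnt7a* at least 4.59-fold and *Wnt10a* at least 3.68-fold.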

## Discussion

This report establishes for the first time to our knowledge a direct link between PTH signaling and the Hippo pathway. We show that PTH signaling regulates the Hippo pathway negatively in BMSCs and in osteocytes by increasing the expression and stability of YAP, a key target of Hippo signaling (Figure 9E). Mechanistically, we show in a BMSC cell line (W-20) that 1) downstream of the PTH1R, Src is activated via the PLC/Ca^2+^ pathway; 2) PTH-mediated Src activation leads to the phosphorylation of YAP^Y428^; 3) YAP^Y428^ is a key Src substrate, the phosphorylation of which results in YAP stabilization and increased YAP transcriptional activity, and 4) this tyrosine phosphorylation event is required for the differentiation of BMSCs in both the OB and Adi lineages, i.e., before the cell fate branching between these 2 lineages (Figure 9E). Thus, in addition to its known effects on PKA and cAMP in target cells (9), which we show here are not involved in YAP regulation, PTH also activates Src via the PLC pathway to turn the Hippo pathway off by increasing YAP expression, stability, and transcriptional activity, allowing stromal cell differentiation. Of note, a recent paper looking at integrating several databases exploring the effects of PTH on miRNAs in osteoblasts also noted the Hippo signaling pathway as one of the 3 most significant pathways affected by PTH (44).

This set of observations linking PTH and Hippo signaling is important because both pathways are known to modulate cell proliferation and differentiation, and both are involved in the OB and Adi differentiation of BMSCs (45–47). YAP and TAZ are transcriptional coactivators that are negatively regulated by the Hippo pathway: YAP is inhibited by the Hippo pathway kinase cascade, at least in part via phosphorylation of S127, which results in YAP 14–3–3 binding, cytoplasmic retention, and ubiquitin-dependent degradation (33). Thus, when YAP is stabilized, as shown here downstream of PTH1R signaling, it counteracts Hippo signaling.

Unlike traditional pathways that involve dedicated ligand-receptor pairing, a specific and dedicated extracellular ligand/receptor complex has not been identified for the Hippo pathway. However, a variety of signaling pathways, including mechanical cues, cell polarity, cell-cell adhesion, and hormones, can interact with and regulate Hippo to control cellular processes (48–50). Here, we identify the PTH1R as a GPCR that turns off Hippo signaling by stabilizing YAP and promoting YAP target gene expression.

The regulation of YAP by GPCRs has been observed for other receptors, and depending on which G subunit is involved, YAP can be either stabilized or degraded. For instance, serum-borne lysophosphatidic acid and sphingosine 1-phosphate act through G12/13-coupled receptors and inhibit LATS1/2, thereby stabilizing and activating YAP (19). In contrast, stimulation of Gs-coupled receptors by glucagon or epinephrine activates LATS1/2 kinase activity, thereby inhibiting YAP function (19), illustrating the complexity of the Hippo pathway regulation by GPCRs.

The receptor we activated here, PTH1R, couples to multiple heterotrimeric G proteins, including Gαi, Gαs, Gα q/11, and Gα12/13 (51, 52), activating both the PKA and the PLC/PKC pathways, and could therefore have the ability to stabilize or destabilize YAP. Although the activation of PLC by PTH signaling was well established, the role and the targets of this pathway have not, to our knowledge, been identified (53). Our results identify a specific role of PLC activation downstream of the PTH1R by showing that activation of the PLC/Ca^2+^/Src kinase axis by PTH regulates YAP^Y428^ phosphorylation and favors YAP stability. A link between Src and Hippo signaling has previously been reported (54–57) but not in the context of BMSCs or in relation with PTH signaling or YAP. The existence of this PTH signaling pathway is supported by our findings that inhibiting Src, PLC, or chelation of Ca^2+^ upon PTH exposure prevented the stabilization of YAP, and so did the substitution of Y428 by a phenylalanine. These findings are also consistent with previous findings showing that PTH can activate c-Src in enterocytes and kidney cells (58–60), but here again, no link was established with PLC signaling, with YAP stability, and/or with the differentiation of stromal cells.

Although we have focused on 2 previously identified Src tyrosine phosphorylation consensus sequences in YAP (61), which include YAP^Y375^ and YAP^Y428^, and we show that both affect YAP protein stability, YAP^Y428^ appears to be particularly important to stabilize YAP. Indeed, if nonphosphorylatable mutation of YAP^Y375^ or YAP^Y428^ destabilized YAP, but in YAP^Y428^ much more than in YAP^Y375^, only the mutation of YAP^Y428^ favored the interaction of YAP with LATS1, the recruitment of the ubiquitin ligase β-TrCP, and YAP ubiquitination, showing the specificity of YAP^Y428^’s role in YAP biology.

The role of tyrosine phosphorylation in YAP stability and of Src family kinases in this process has recently been reported in other cell types but was not related to any receptor. Whereas the phosphorylation of YAP on serine residues promotes its degradation (23), increasing evidence suggests that tyrosine phosphorylation has the opposite effect, favoring the stability of YAP (25, 62–65). For instance, Smoot et al. showed that activation of Src family kinases resulted in the phosphorylation of YAP on tyrosine 357 in cholangiocarcinoma downstream of PDGFR signaling (64). In the same cellular model, Src kinase inhibition resulted in loss of YAP^Y357^ phosphorylation and reduced YAP target gene expression (25).

The stabilization of YAP by PTH and the identification of the specific role of YAP^Y428^ phosphorylation in the regulation of YAP stability and in the response to PTH are potentially novel observations. We show that PTH phosphorylates YAP^Y428^ in an Src-dependent manner and blocking Src kinase activity not only reduced YAP^Y428^ phosphorylation but also prevented the stabilization of YAP in response to PTH. YAP^Y428F^ mutation also prevented the nuclear translocation of YAP, YAP target genes’ expression, and both OB and Adi differentiation of W-20 BMSCs. In contrast, mimicking Y428 phosphorylation by substitution with aspartic acid (Y428D) stabilized YAP. This unique role of YAP^Y428^ in regulating YAP stability and in the response to PTH was confirmed by the observation that exposing the phosphorylation-deficient YAP^S381A/Y375F^ mutant cells to PTH resulted in the same responses as in wild-type cells. Thus, the effect of PTH on YAP stability, and thereby on BMSC differentiation into OB and Adi, is YAP^Y428^ phosphorylation dependent.

The detailed biochemical analysis of the changes induced by PTH in YAP phosphorylation provides further insight into the mechanisms by which YAP stability is regulated and the role of YAP^Y428^ phosphorylation. PTH decreased markedly YAP^S127^ phosphorylation, an event expected to stabilize YAP (66–68), and decreased the interaction of YAP with LATS1 and with β-TrCP, ultimately preventing efficient phosphorylation of YAP^S127^ and the subsequent ubiquitination and degradation of YAP, respectively (33, 69, 70). Importantly, this series of events is dependent on the presence and phosphorylation of YAP^Y428^, since preventing the steady-state or the PTH-induced phosphorylation of YAP^Y428^ had the opposite effect, favoring the interaction of YAP with LATS1 and β-TrCP, leading to increased YAP^S127^ phosphorylation and YAP ubiquitination. A reasonable hypothesis is, therefore, that the phosphorylation of YAP^Y428^ induces conformational changes that make the LATS1 binding site cryptic and inaccessible for binding. Thus, via the phosphorylation of YAP^Y428^, PTH keeps the Hippo pathway off.

What are the roles of YAP and YAP^Y428^ phosphorylation in the responses of BMSCs to PTH? YAP^Y428^ phosphorylation is shown here to be essential for the W-20 differentiation into both OBs and Adi. This could be attributed to the fact that mutation at YAP^Y428^ impairs YAP nuclear translocation and reduces the expression of YAP target genes that are associated with cell differentiation processes, as well illustrated by our bulk RNA-Seq analysis. Indeed, among the transcriptional targets of YAP, we found that *Ctgf*, *Cyr61*, and *Myc* expression was significantly reduced compared with YAP^Y375F^ and YAP^S381A^ mutant cells. These YAP target genes have been reported to regulate cell differentiation of mesenchymal stromal cells (71). 

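For *Ctgf*, *Cyr61* and *Myc* the paper compares the mutant cells with YAP Y375F and YAP S381A cells, of which no library was analysed here. In the RNA-Seq of WT and Y428F cells, *Ccn2* (*Ctgf*) had 18.9 ± 0.190 CPM with vehicle in Y428F cells and was higher there than in WT cells, with a log2 fold change of 1.86 (standard error 0.13, adjusted p = 1.77e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its chromosome 10 had a median of 0.25 among genes of at least 4 CPM. With PTH the log2 fold change of *Ccn2* between the lines was 1.92 (adjusted p = 2.99e-12), and PTH raised it in Y428F cells by 2.04 on the log2 scale. *Ccn1* (*Cyr61*) had a log2 fold change of 0.40 with vehicle (standard error 0.082, adjusted p = 0.000393) and of -0.047 with PTH (adjusted p = 0.674), where its sign changed with library totals only. *Myc* was higher in Y428F cells by 0.55 on the log2 scale with vehicle (standard error 0.078, adjusted p = 6.08e-06), on chromosome 15, and by 0.16 with PTH (adjusted p = 0.101). The difference of *Myc* with PTH was past the 0.05 limit in 4 alternatives, and its adjusted p ranged from 0.0148 to 0.54. PTH raised *Ccn1* by 0.62 (adjusted p = 2.99e-05) and *Myc* by 0.25 (adjusted p = 0.0348) in Y428F cells. This rise of *Myc* was not past the 0.05 limit in 5 alternatives, with an adjusted p of 0.061 with the replicate block within each cell line and up to 0.175. The difference in response was not past the 0.05 limit for *Ccn2* (adjusted p = 0.984), *Ccn1* (adjusted p = 0.136) or *Myc* (adjusted p = 0.188). It was past the limit in 3 alternatives for *Ccn1* and in 2 for *Myc*. Without a filter on low counts, the adjusted p for *Ccn1* was 0.000179 and for *Myc* 0.0191. With DESeq2's Wald test that of *Ccn1* was 0.029.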

In fact, *Ctgf* and *Cyr61* belong to the cellular communicating network family of secreted extracellular matrix proteins that regulate many tissues, as well as BMSC differentiation (72–74). However, since our results show that YAP^Y428^ mutation impairs both the OB and Adi lineages, the phosphorylation of YAP^Y428^ may be required for BMSC differentiation into both OBs and Adi, i.e., before the branching point of cell fate decision into one or the other lineage.

This would suggest that by stabilizing YAP, PTH favors the progression of BMSCs along their early differentiation but that the PTH-induced impairment of adipogenic differentiation at the point of cell fate decision is mediated by a different mechanism. Of note, we observed the same effects of PTH on YAP stability in 2 osteocyte cell lines, suggesting that YAP regulation in response to PTH also plays a role in more mature cells, although the effects of YAP stabilization in that cell type have not yet been explored. Although it has been reported that YAP/TAZ allow BMSC commitment toward the osteoblastic lineage while inhibiting adipogenesis (47, 75) it should be noted that in these studies both YAP and TAZ were deleted to activate the Hippo pathway. In fact, our results show that YAP and TAZ are not entirely redundant given that by mutating and destabilizing YAP alone we observe significant changes in cell differentiation despite the presence of TAZ. Others have also shown that in contrast with TAZ, YAP inhibits Runx2 activity in the OB-like cells ROS 17/2.8 (63), confirming the difference between YAP and TAZ in OB differentiation and supporting the idea that decreasing total YAP protein levels (hereby favoring degradation) has negative effects on OB differentiation, as also illustrated by mouse knockouts. Conditional deletion of YAP in fully differentiated osteoblasts from *YAP^ﬂ/ﬂ^* *Ocn*-Cre mice resulted in bone loss associated with decreased OB proliferation and differentiation (32). Thus, YAP may promote the differentiation of stromal cells but inhibit the activity of fully differentiated OBs/osteocytes (31, 76).

Finally, our bulk RNA-Seq analysis establishes clearly that YAP^Y428^ mutation, preventing its phosphorylation in response to PTH, has not only striking effects on the expression and stability of YAP but also profound effects on the transcriptome of W-20 BMSC cells in their response to PTH. Multiple genes related to YAP function are significantly altered, and striking changes also occur in gene sets associated with osteogenic and adipogenic differentiation, supporting the cellular assays’ results. Furthermore, the expression of several genes known to be important for stromal cell differentiation among these gene sets is significantly altered by the YAP^Y428^ mutation, both in the absence and in the presence of PTH. Taken together with our cellular and biochemical results, these findings establish firmly the importance of YAP^Y428^ phosphorylation in the response of BMSCs to PTH.

This study has, however, several limitations. The first is the fact that all our experiments have been done in vitro and using cell lines, predominantly the W-20 BMSC line. The fact that we found similar YAP phosphorylation and stability changes in response to PTH in 2 osteocyte cell lines, however, demonstrates that this response to PTH is not limited to one cell line or cell type in bone. The lack of in vivo data remains nevertheless a limitation, and it will be of great interest to introduce the YAP^Y428^ mutation in mice and determine the effects it has on the skeleton and its response to PTH treatment in vivo. The second limitation is that we analyzed and mutated only YAP in these cells, allowing TAZ to potentially compensate for some of the effects of YAP degradation. This design, however, allowed us to determine that YAP has unique functions that are not compensated for by TAZ.

In conclusion, this study demonstrates in 2 cell types (BMSCs and osteocytes) that activation of PTH signaling increases YAP expression and prevents its degradation, thereby negatively affecting Hippo signaling. By stabilizing YAP in target cells, PTH treatment favors its translocation to the nucleus and transcriptional activity, countering Hippo signaling. We show that the stabilization of YAP is due to the activation of a potentially novel PLC/Ca^2+^/Src pathway that leads to the tyrosine phosphorylation of YAP, in particular Y428. Preventing the phosphorylation of this tyrosine residue led to rapid degradation of YAP and blocked the differentiation of BMSCs into both the OB and the Adi lineages. These results suggest that the effects of PTH on its target cells include a repression of the Hippo pathway, generated by the PTH1R by the activation of Src kinase via the PLC/Ca^2+^ pathway, resulting in the tyrosine phosphorylation of YAP, which leads to its stabilization, translocation to the nucleus, and increased transcriptional activity.

## Methods

### Sex as a biological variable.

As the work was performed in cell lines, sex was not considered as a biological variable in our studies.

### Cell lines and reagents.

Experiments were performed using W-20 BMSC line donated by Vicki Rosen (Harvard School of Dental Medicine, Boston, Massachusetts, USA) and maintained and cultured as previously described (77). OmGFP66 cells were donated by Sarah Dallas (University of Missouri, Kansas City, Missouri, USA) and maintained and cultured as previously described (78). OCY454 cells were donated by Paola Divieti (Massachusetts General Hospital, Boston, Massachusetts, USA) and maintained and cultured as previously described (79). Cells were treated where indicated for 2 hours with 50 nM of PTH (Tocris Bioscience, catalog 3011), for 6 hours with 10 mM of H89 (Tocris Bioscience, catalog 2910), for 6 hours with 1 mM of G06983 (Tocris Bioscience, catalog 2285), for 6 hours with 100 nM of dasatinib (Tocris Bioscience, catalog 6793), for 1 hour with 1 mM of U73122 (Tocris Bioscience, catalog 1268), and for 1 hour with 10 mM of BAPTA-AM (S7534 Selleckchem).

### Generation of cell lines, gateway cloning, and tyrosine site identification.

YAP Src tyrosine phosphorylation consensus sequences 375 and 428 were identified using the software GPS 3.0.exe. We used the pENTR221-YAP as a donor vector/entry vector (Addgene, plasmid 79503) and the pLenti PGK Puro DEST (w529-2) as a destination vector (Addgene, plasmid 19068). Stable W-20 YAP(S381A) was generated by using the plasmid pCMV-Flag-YAP-S381A (Addgene, plasmid 33090). We used the pCMV-Flag-YAP-S381A (Addgene, plasmid 33090) as a backbone to generate the stable W-20 YAP(S381A/Y375F) cell line and W-20 YAP (S381A/Y428F by using the Q5 Site-directed Mutagenesis Kit (New England Biolabs E0554S). We used the p2xFlag CMV2-YAP (Addgene, plasmid 19044) as a backbone to generate the W-20 YAP Y375F mutation, W-20 YAPY3428F, and W-20 YAP428D cell lines. For all the above-listed cell lines, positive clones were selected with 100 μg/mL of puromycin and further tested for the presence of the FLAG-tag protein (contained in the N-terminal of all the plasmids used) by Western blot analysis.

### Western blot analysis and cytoplasmic/nuclear extraction.

Protein concentration was determined using Micro BCA Protein Assay Reagent kit (Rockford). Equal amounts of total proteins (5 μg) were resolved by SDS-PAGE under reducing conditions. Cytoplasmic and nuclear fractions were prepared using the Abcam kit (ab113474) according to the manufacturer’s instructions and an equal amount of total proteins (25 μg) were resolved by SDS-PAGE under reducing conditions.

We used ph-YAP (Ser127) (Cell Signaling Technology [CST] 13008), YAP (CST 14074), β-Tubulin (CST 2146), Histone H3 (CST 5192), pan-TEAD (CST 13295), Lamin A/C (CST 2032), FLAG (CST 14793), ph-Src family (Tyr 416) (CST 2101), β-TrCP (CST 4394), ubiquitin (CST 58395), β-actin (SC47778) (Santa Cruz Biotechnology Inc.), and LATS (20276-1-AP) (Proteintech). The polyclonal anti-rabbit antibody against ph-YAPY428 was generated by ProteoGenix. New Zealand white rabbits were immunized against either the unphosphorylated sequence peptide SQQSRFPDYLEA or to the same peptide but where the Y428 was phosphorylated in vitro (SQQSRFPDY*LEA) conjugated to the KLH carrier using a standard protocol (ProteoGenix). Briefly, rabbits received subcutaneous injections of the SQQSRFPDYLEA or the SQQSRFPDY*LEA peptide supplemented with Freund’s adjuvant. After 70 days, the serum was collected and purified. Polyclonal antibodies were collected in PBS supplemented with sodium azide, and concentration was determined with the A280 method. Anti-mouse IgG HRP (CST 7076) and anti-rabbit IgG-HRP (CST 7074) were used as secondary antibodies (Cell Signaling Technologies). Immunoreactivities were assessed using Immobilon Western Chemiluminescent HRP Substrate (WBKLS0100) (MilliporeSigma). The protein bands were analyzed using the ImageJ program (NIH). Protein levels were normalized against housekeeping proteins depending on the assay, and the treated samples were compared against nontreated controls resulting in relative protein levels (fold change against control). Spliced bands are part of the same gel. Data are expressed as fold change, and protein levels were normalized to the respective housekeeping protein in the same sample.

### Immunoprecipitation analysis.

Immunoprecipitation was performed according to the Abcam kit (ab206996) instructions. Briefly, a total of 0.8–1 mg of protein (from the whole cell lysate) or 0.2–0.5 mg of protein (from the cytoplasmic/nuclear extract) were used for each pull-down reaction with the indicated antibodies at 4°C overnight, followed by incubation with protein A agarose beads at 4°C for 2 hours. After washing, bound proteins were eluted and used for Western blot analysis.

### Quantitative-real time PCR.

Total RNA was isolated from cells using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s protocols, and cDNA was synthesized using iScript cDNA Synthesis Kit (Bio-Rad Laboratories). RT-qPCR was performed using iTaq SYBR Green Supermix (Bio-Rad Laboratories). Relative expression of the genes of interest was done by using the 2^-ΔΔCT^ method (80). Data are expressed as fold change relative to vehicle, and gene expression was normalized to GAPDH housekeeping gene in the same sample.

### Bulk RNA-Seq analysis.

Total RNA was isolated from bone marrow stromal W-20 cells using the RNeasy Mini Kit according to the manufacturer’s protocols. RNA samples with RNA integrity number above 6 were selected for library preparation. Sequencing was performed by Novogene. FASTQ files were mapped using STAR ver. 2.7.10b (81) on the primary assembly mouse genome GRCm39 and basic gene annotation vM31 downloaded from GENCODE (82). The gene expression levels were summarized in a count matrix using RSEM (83). Genes with 10 or more counts were filtered and normalized using DESeq2 (84). PCA was performed using prcomp in stats (85). The distribution of log fold changes in gene expression and adjusted *P* values were drawn on volcano plots, and appropriate threshold values were determined. Significantly differentially expressed genes were summarized in heatmaps referring to interesting Gene Ontology terms in Molecular Signatures Database (MSigDB) (m2.cp.v2023.1.Mm.symbols.gmt). The AUC scores calculated using AUCell were scaled for each term (86). The list of YAP-related genes has been built by referring to the curated gene set in the public database MSigDB (m5.all.v2023.1.Mm.symbols.gmt) (86), the human Hippo YAP gene set https://www.gsea-msigdb.org/gsea/msigdb/human/geneset/WP_HIPPOYAP_SIGNALING.html, and a mouse Hippo signaling gene set https://www.gsea-msigdb.org/gsea/msigdb/mouse/geneset/GOBP_HIPPO_SIGNALING.html, together with some review papers (87, 88).

### OB and Adi differentiation.

Cells were seeded at a density of 2 × 10^4^ and differentiated in osteoblastic medium containing β-glycerophosphate 10 mM, ascorbic acid 50 mg/mL, and BMP2 1,000 ng as previously described (79). At the indicated time, cells were fixed with 4% paraformaldehyde, and Alp staining was performed with 1.5 M Tris-HCl (pH 8.8), NapthThd-AS-MX (Sigma), Fast Blue RR salt (Sigma), and *N,N*-diisopropylethylamine (Sigma). For adipocyte differentiation, cells were seeded at a density of 5 × 10^4^ and cultured in adipocyte differentiation medium (3-isobutyl-l-methylxanthine 500 mm, dexamethasone 1 mm, insulin 10 mg/mL, and rosiglitazone 1 mM, Sigma). After 2 days, cells were cultured in adipocyte differentiation base medium (insulin 10 mg/mL and rosiglitazone 1 mM) for 14 days. Afterward, cells were fixed with 10% formalin, and Oil Red O staining was performed with Oil Red O diluted in water for 30 minutes. Cells were then rinsed with 60% propranolol and finally with water. After staining, the plates were scanned using a flatbed scanner Epson Perfection V600 under identical settings for all samples to ensure consistent image acquisition. The quantification was performed using ImageJ software.

### Statistics.

Data are expressed as the mean ± SEM of at least 3 independent experiments. Statistical analysis was conducted with GraphPad Prism version 10 using unpaired 2-tailed Student’s *t* test or 1-way ANOVA followed by Tukey’s test for multiple comparisons as detailed in each figure legend. A 2-sided *P* value of less than 0.05 was considered the threshold for statistical significance.

### Study approval.

As the work was performed in cell lines, study approval was not necessary.

### Data availability.

Data are available in the Supporting Data Values XLS file or from the corresponding author upon request. Bulk RNA-Seq data have been deposited in the NCBI GEO repository (GSE284675).

## Author contributions

SM, MW, FG, and RB designed research studies; SM, MW, KM, and BRK conducted experiments; SM, MMRDS, and HO analyzed RNA-Seq data; SM, FG, and RB wrote the paper; and SM, CJR, FG, and RB edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
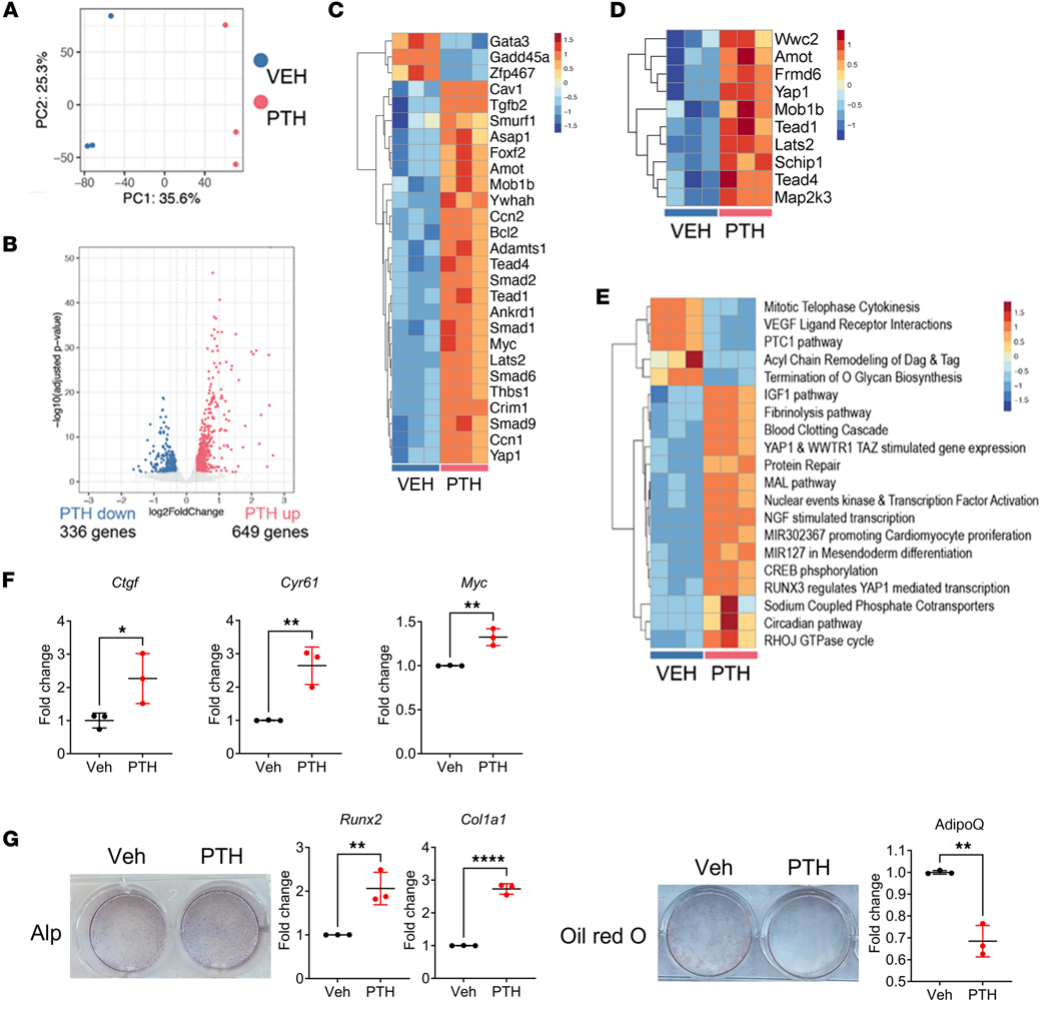
PTH regulates the Hippo pathway in W-20 cells. (**A**) Visualization of bulk RNA-Seq data with PCA plot of gene expressions. (**B**) Volcano plot of differentially regulated genes. Genes significantly upregulated and downregulated by PTH are in salmon and blue, respectively. (**C**) Heatmap of significantly differentially regulated YAP-related genes and (**D**) Hippo signal–related genes. (**E**) Heatmap of significantly up- or downregulated pathway terms by PTH stimulation. (**F**) Expression of selected YAP target genes with or without PTH treatment after OB differentiation. (**G**) Representative image of Alp and Oil Red O staining and expression of selected OB and Adi markers after OB- or Adi-induced differentiation with or without PTH treatment. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, ****P < 0.0001 by unpaired Student’s *t* test. The fold change is relative to the vehicle (Veh). Panel **F** mean Ct values: Gene *Ctgf* Veh 29.96; PTH 27.84. Gene *Cyr61* Veh 22.65; PTH 21.31. Gene *Myc* Veh 27.93; PTH 27.38. Panel **G** mean Ct values: Gene *Runx2* Veh 27.70; PTH 25.75. Gene *Col1a1* Veh 27.60; PTH 25.45. Gene *AdipoQ* Veh 16.96; PTH 20.22.

**Figure 2:**
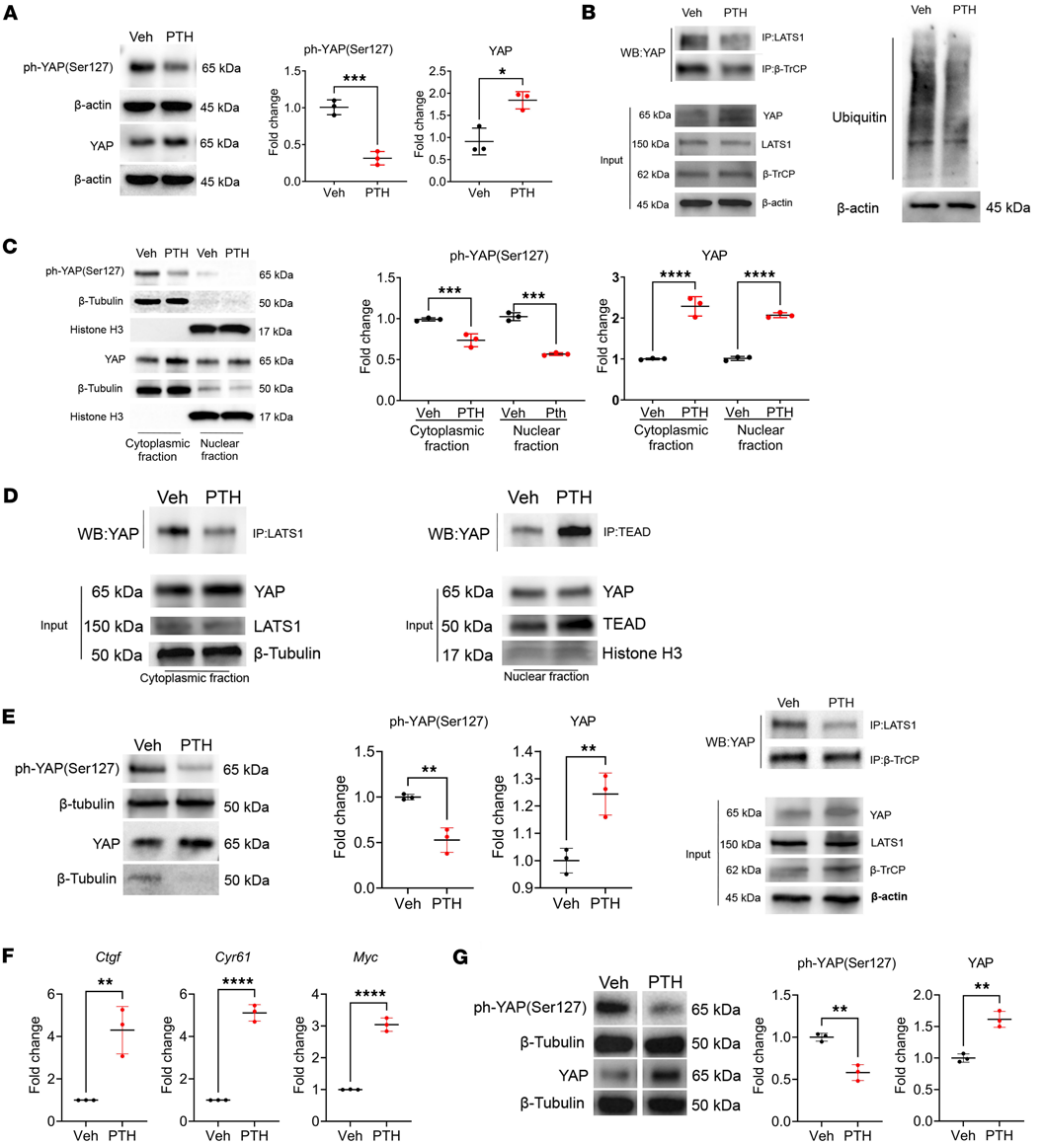
PTH promotes YAP stability in W-20 cells and in OCY454 and OmGFP66. (**A**) Western analysis representative blots and quantification of ph-YAP(S127) and YAP with or without PTH treatment. Fold change is relative to Veh. Protein levels were normalized to the respective housekeeping proteins in the same sample. (**B**) Representative blots of co-IP of YAP with LATS1 and β-TrCP and ubiquitin levels with or without PTH treatment. (**C**) Western analysis representative blots and quantification of ph-YAP (S127) and YAP protein levels in the cytoplasmic and nuclear fractions with or without PTH treatment. Fold change is relative to Veh. Protein levels were normalized to the respective housekeeping proteins in the same fraction/sample. (**D**) Representative blots of co-IP of YAP with LATS1 in the cytoplasmic fraction and TEAD in the nuclear fraction. (**E**) Western analysis representative blots and quantification of ph-YAP(S127) and YAP and representative blots of co-IP of YAP with LATS1 and β-TrCP with or without PTH treatment in OCY454 cells. (**F**) Expression of selected YAP target genes with or without PTH treatment in OCY454 cells. (**G**) Western analysis representative blots and quantification of ph-YAP(S127) and YAP with or without PTH in OmGFP66 cells. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001 by unpaired Student’s *t* test. The fold change is relative to the Veh. Panel **F** mean Ct values: Gene *Ctgf* Veh 24.7; PTH 22.78. Gene *Cyr61* Veh 23.17; PTH 20.4. Gene *Myc* Veh 25.51; PTH 22.8.

**Figure 3:**
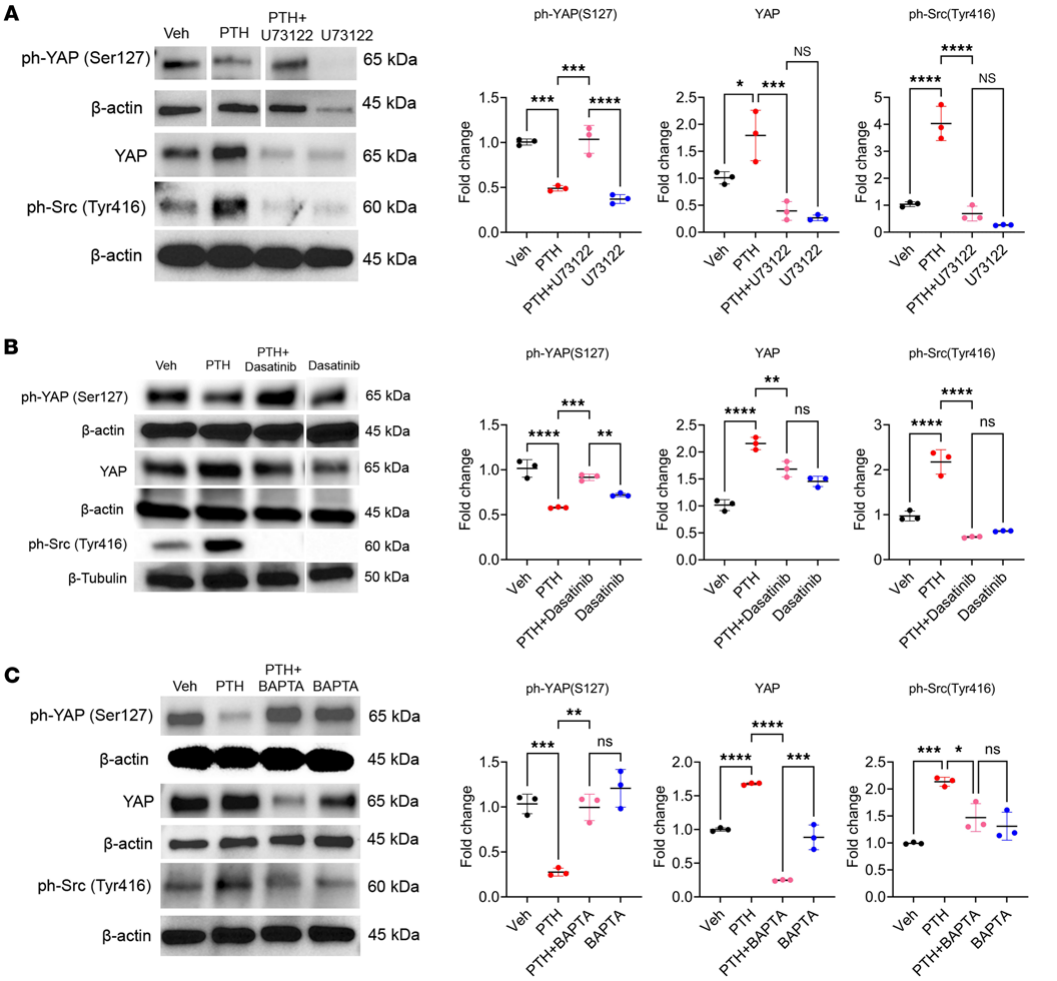
PTH stabilizes YAP via the PLC/Ca^2+^/Src axis. (**A**) Western analysis representative blots and quantification of ph-YAP(S127), YAP, and ph-Src(Y416) with or without PTH and U73122 treatment or the combination of the two. (**B**) Western analysis representative blots and quantification of ph-YAP(S127), YAP, and ph-Src(Y416) with or without PTH and dasatinib treatment or the combination of the two. (**C**) Western analysis representative blots and quantification of ph-YAP(S127), YAP, and ph-Src(Y416) with or without PTH and BAPTA treatment or the combination of the two. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s test for multiple comparisons. The fold change is relative to the Veh.

**Figure 4:**
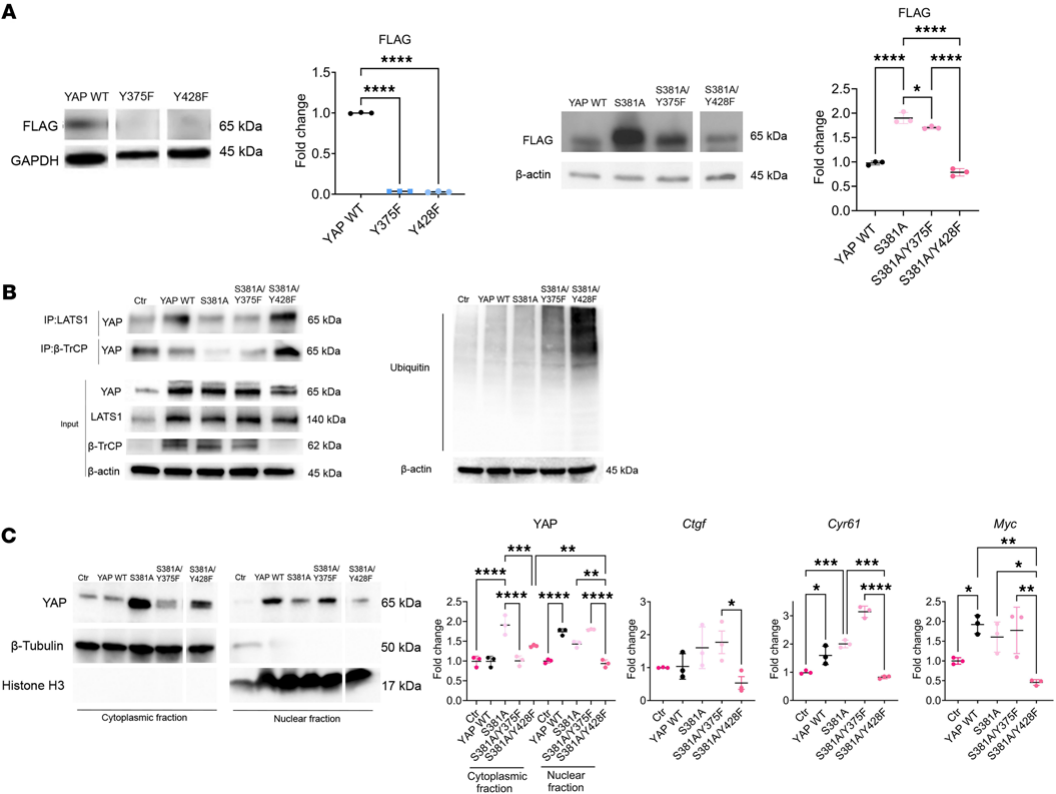
YAP^Y428^ mimics the effect of PTH-induced Src-dependent stabilization of YAP. (**A**) Western analysis representative blots and quantification of YAP WT and mutants (using a FLAG antibody) in W-20 WT, W-20^Y381F^, W-20^Y428F^, W-20^S381A/375F^, or W-20^S381A/Y428F^ cells. (**B**) Representative blots of co -IP in W-20 (control) and W-20 WT, W-20^S381A/375F^, or W-20^S381A/Y428F^, using LATS1 and β-TrCP antibodies, and of ubiquitin levels. (**C**) Western analysis representative blots and quantification of YAP protein levels in W-20 WT, W-20^S381A/375F^, or W-20^S381A/Y428F^, in the cytoplasmic and nuclear fraction and the expression of selected YAP target genes. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s test for multiple comparisons. Ctr, nontransfected W-20 cells; YAP WT, W-20 overexpressing the WT YAP. The fold change for panel **A** is relative to WT, and the fold change for panels **B** and **C** is relative to Ctr. Panel **C** mean Ct values: Gene *Ctgf* Ctr 26.36; YAP WT 25.07911; S381A 25.07442; S381A/Y375F 23.95; S381A/Y428F 23.95. Gene *Cyr61* Ctr 27.99; YAP WT 26.88; S381A 26.62; S381A/Y375F 28.34; S381A/Y428F 28.96. Gene *Myc* Ctr 25.96; YAP WT 25.08; S381A 24.62; S381A/Y375F 26.60; S381A/Y428F 28.17.

**Figure 5:**
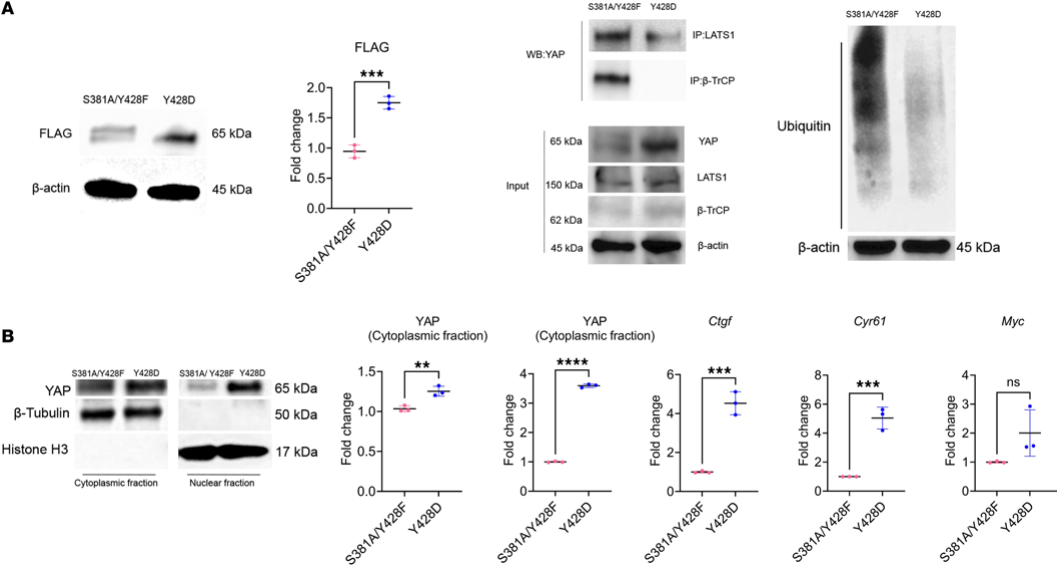
The phosphomimetic YAP^Y428D^ mirrors the effect of PTH on YAP phosphorylation and stability. (**A**) Representative blots and quantification by Western analysis of YAP level in W-20^S381A/Y428F^ and W-20^Y428D^ cells using a FLAG antibody, immunoprecipitation using LATS1 and β-TrCP antibodies, and ubiquitin level. (**B**) Representative blots and quantification of YAP level in W-20^S381A/Y428F^ and W-20^Y428D^ in the cytoplasmic and nuclear fractions and the expression of selected YAP target genes. Data are shown as the mean ± SEM of 3 independent experiments. **P < 0.005, ***P < 0.0005, ****P < 0.0001 by unpaired Student’s *t* test. The fold change is relative to S381A/Y428F. Panel **B** mean Ct values: Gene *Ctgf* S381A/Y428F 27.88; Y428D 24.77. Gene *Cyr6*1 S381A/Y428F 27.50; Y428D 35.38. Gene *Myc* S381A/Y428F 26.32; Y428D 32.77.

**Figure 6:**
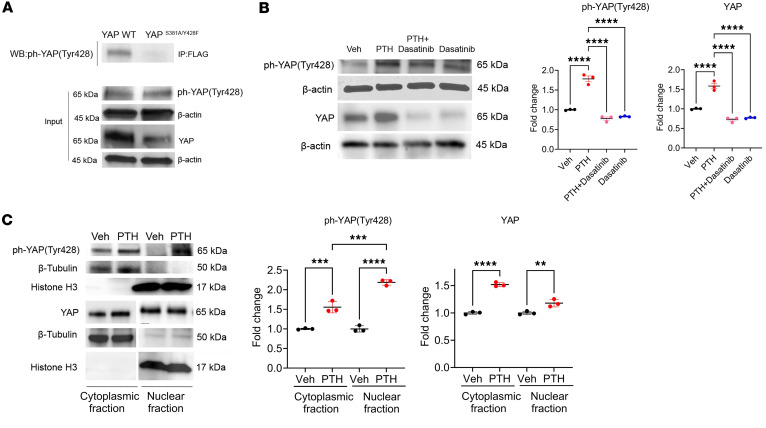
PTH phosphorylates YAP^Y428^ via Src. (**A**) Representative blots of co-IP of YAP(Tyr428) in W-20WT or W-20^S381A/Y428F^ using FLAG antibody. (**B**) Western analysis representative blots and quantification of ph-YAP(Tyr428) and YAP protein levels with or without PTH, dasatinib treatment, or the combination of the two. (**C**) Western analysis representative blots and quantification of ph-YAP(Tyr428) and YAP protein levels in the cytoplasmic and nuclear fractions with or without PTH treatment. Data are shown as the mean ± SEM of 3 independent experiments. **P < 0.005, ***P < 0.0005, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s test for multiple comparisons. The fold change is relative to the Veh.

**Figure 7:**
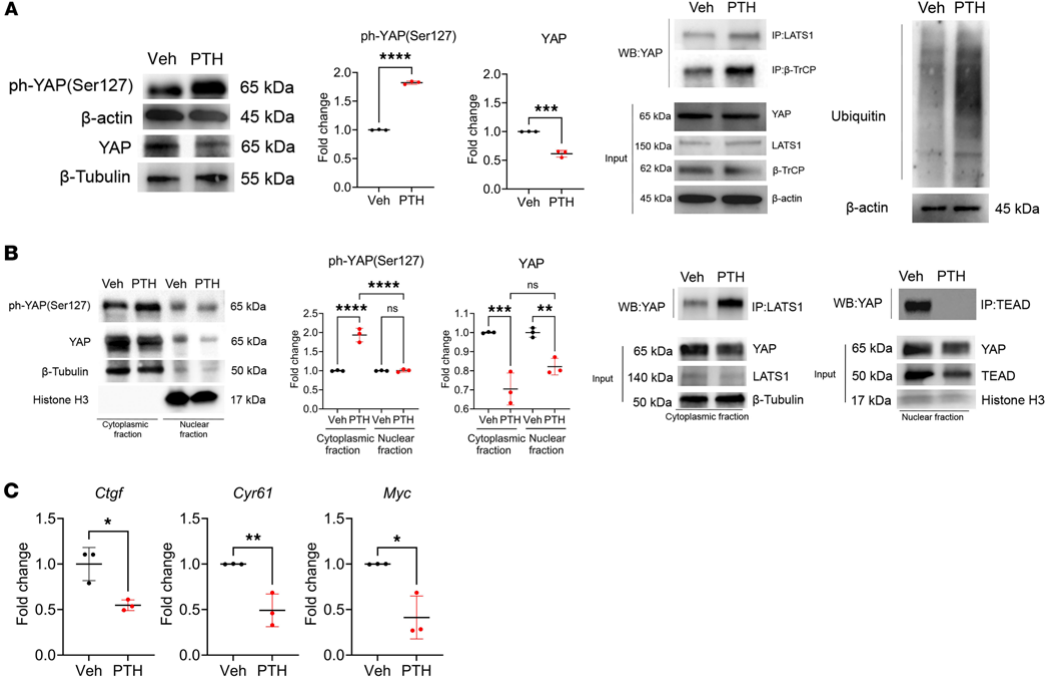
YAP^Y428^ phosphorylation is required for PTH-induced YAP stabilization. (**A**) Western analysis representative blots and quantification of ph-YAP(S127) and YAP protein levels in W-20^S381A/Y428F^ cells with or without PTH treatment; representative blots of immunoprecipitation in W-20^S381A/Y428F^ cells using LATS1 and β-TrCP antibodies and ubiquitin levels with or without PTH treatment. Data are shown as the mean ± SEM of 3 independent experiments. ***P < 0.0005, ****P < 0.0001 by unpaired Student’s *t* test. (**B**) Western analysis representative blots and quantification of ph-YAP(S127) and YAP protein levels in the cytoplasmic and nuclear fractions of W-20^S381A/Y428F^ cells treated with or without PTH and immunoprecipitation using LATS1 antibody in the cytoplasmic fraction and TEAD antibody in the nuclear fraction of W-20^S381A/Y428F^ cells. Data are shown as the mean ± SEM of 3 independent experiments. **P < 0.005, ***P < 0.0005, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s test for multiple comparisons. (**C**) Expression of selected YAP target genes in W-20S^381A/Y428F^ cells treated with or without PTH. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, by unpaired Student’s *t* test. The fold change is relative to the Veh. Panel **B** mean Ct values: Gene *Ctgf* Veh 24.016; PTH 25.18. Gene *Cyr61* Veh 17.76; PTH 19.12. Gene *Myc* Veh 23.94; PTH 25.65.

**Figure 8:**
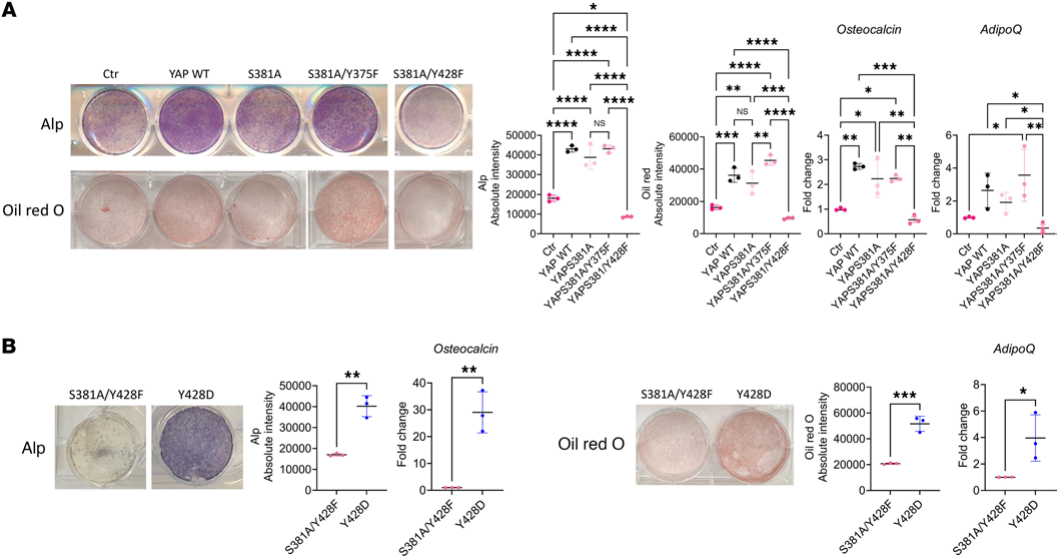
YAP^Y428^ phosphorylation status regulates W-20 differentiation into OB and Adi. (**A**) Representative images of Alp staining, Oil Red O staining, and expression of *Osteocalcin* and *AdipoQ* after OB- and Adi-induced differentiation, in W-20 Ctr, W-20WT, W-20^S381A^, W-20^S381A/375F^, W-20S^381A/Y428F^, and W-20^Y428D^ cells. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, ***P < 0.0005, ****P < 0.0001 by 1-way ANOVA followed by Tukey’s test for multiple comparisons (**B**) Representative image of Alp and Oil Red O staining and expression of *Osteocalcin* and *AdipoQ* after OB- and Adi-induced differentiation, in W-20^S381A/Y428F^ and W-2^0Y428D^ cells. Data are shown as the mean ± SEM of 3 independent experiments. *P < 0.05, **P < 0.005, ***P < 0.0005 by unpaired Student’s *t* test. The fold change for panel **A** is relative to the Ctr, and the fold change for panel **B** is relative to S381A/Y428F. Panel **A** mean Ct values: Gene *Osteocalcin* Ctr 27.43; YAP WT 26.18; S381A 26.91; S381A/Y375F 26.45; S381A/Y428F 28.07. Gene *AdipoQ* Ctr 21.73; YAP WT 18.57; S381A 18.96; S381A/Y375F 18.58; S381A/Y428F 21.47. Panel **B** mean Ct values: Gene *Osteocalcin* S381A/Y428F 33.44; Y428D 34.12. Gene *AdipoQ* *S*381A/Y428F 30.27; Y428D 23.08.

**Figure 9:**
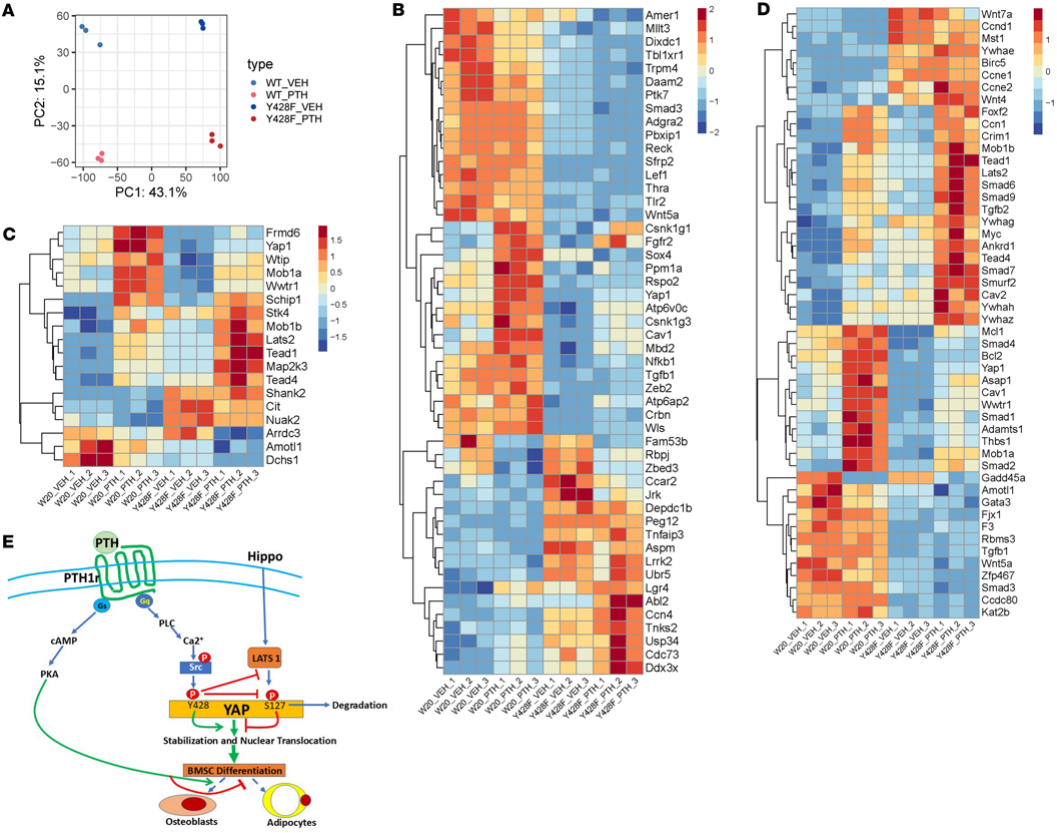
Y428F mutation alters the effects of PTH on W-20 cell transcriptomic profile. (**A**) Visualization of bulk RNA-Seq data with PCA plot of gene expressions. (**B**) Heatmap of top 50 significantly differentially regulated genes. (**C**) Heatmap of significantly differentially regulated Hippo signal–related genes. (**D**) Heatmap of significantly differentially regulated YAP-related genes. (**E**) Proposed mechanism of action: PTH regulates YAP through specific tyrosine residues, promoting its nuclear translocation and activation of target gene expression. This process occurs via the PLC/Ca^2+^/Src tyrosine kinase signaling cascade to influence YAP stability, antagonizing Hippo signaling and favoring stromal cell differentiation.

# Supplementary material for: PTH counteracts Hippo signaling via Src-dependent YAP stabilization to enhance bone marrow stromal cell differentiation
**Source:** JCI Insight. 2025 Jul 22;10(16):e191245. doi: 10.1172/jci.insight.191245
**Supplement:** Supplemental data

Supplementary figure 1

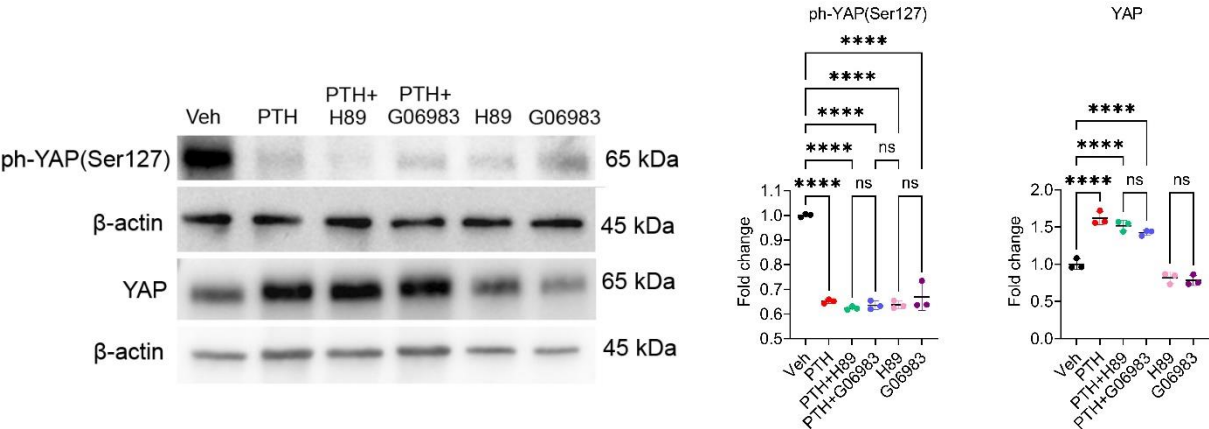

922  
923  
924 **Supplementary Figure 1. PKA and PKC pathways are not involved in PTH-dependent YAP stabilization**  
925 **A.** Western analysis representative blots and quantification of ph-YAP(S127) and with or without PTH (50  
926 nM), H89 (10uM), G06983 (1uM), or the combination of the two W-20 cell line. Data are shown as the mean  
927  $\pm$  SEM of 3 independent experiments. \*\*\*\* $p$ <0.0001 by one-way ANOVA followed by Tukey test for multiple  
928 comparisons. The fold change is relative to the Veh.  
929

Supplementary figure 2

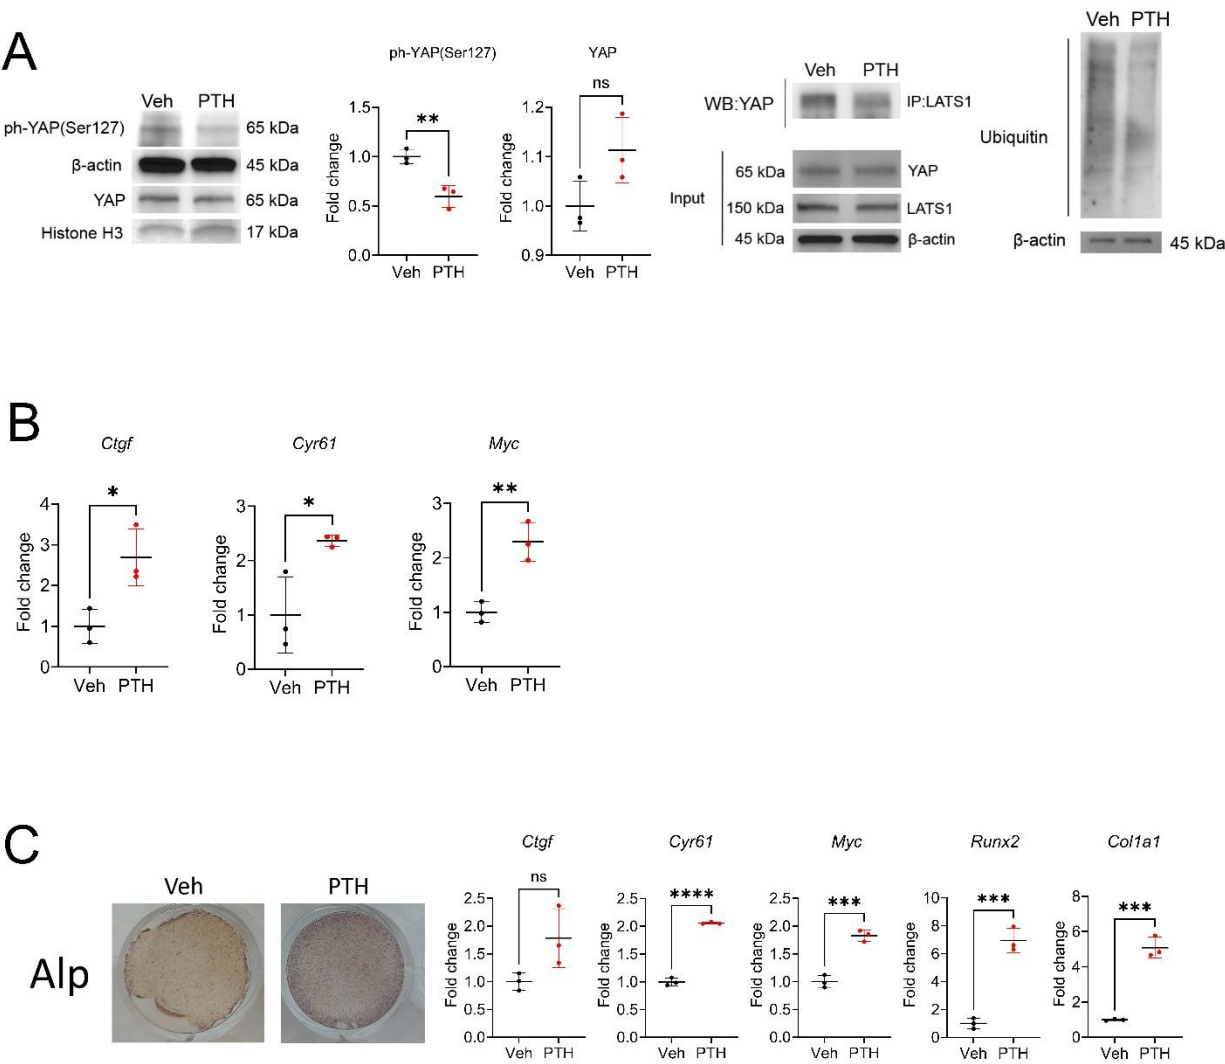

**Supplementary Figure 2. PTH promotes YAP stability in W-20 YAP<sup>S381A</sup> cells**

**A.** Western analysis representative blots and quantification of ph-YAP(S127) and YAP with or without PTH treatment. Representative blots of Co-IP of YAP with LATS1 and ubiquitin levels with or without PTH treatment. **B.** Expression of selected YAP target genes with or without PTH treatment in. **C** Representative image of Alp staining, expression of selected YAP target genes and expression of selected osteoblasts markers after OB differentiation with or without PTH treatment. Data are shown as the mean  $\pm$  SEM of 3 independent experiments. \* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , \*\*\*\* $p < 0.0001$  by unpaired Student's t-test. The fold change is relative to the Veh.

Panel B mean Ct values: Gene *Ctgf* Veh 25.65; PTH 23.45. Gene *Cyr61* Veh 21.87; PTH 20.11. Gene *Myc* Veh 27.70; PTH 27.85. Panel C mean Ct values: Gene *Ctgf* Veh 25.44; PTH 24.40. Gene *Cyr61* Veh 22.22; PTH 21.58. Gene *Myc* Veh 24.39; PTH 25.27. Gene *Runx2* Veh 26.97; PTH 24.34. Gene *Col1a1* Veh 21.18; PTH 19.59.

Supplementary figure 3

A

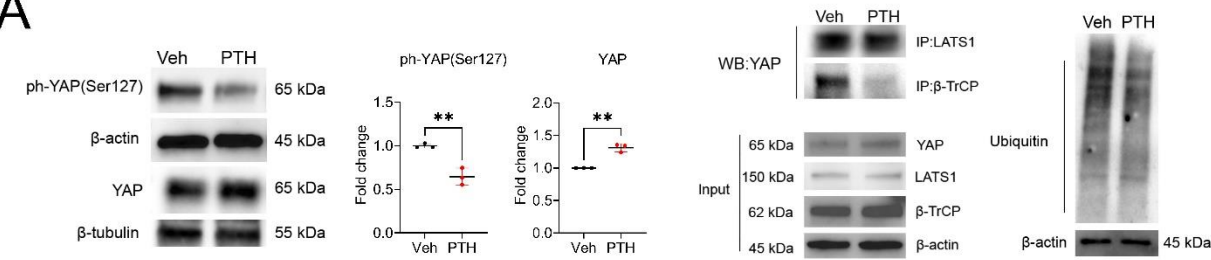

B

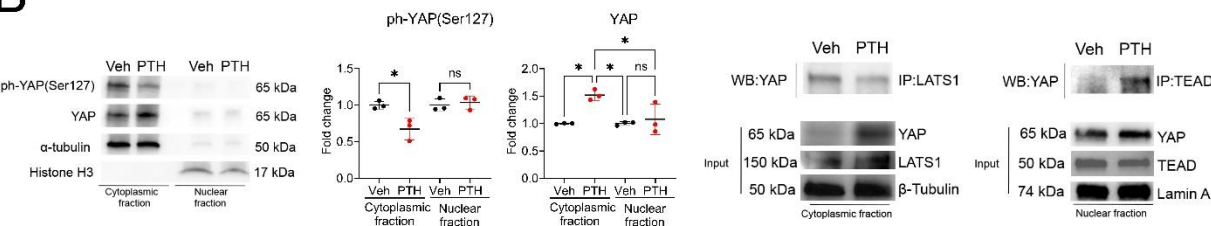

C

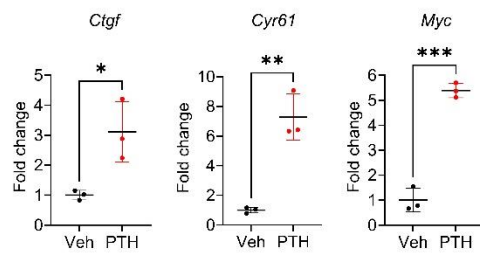

**Supplementary Figure 3. PTH promotes YAP stability in YAP<sup>S381A/Y375F</sup> cells**

**A.** Western analysis representative blots and quantification of ph-YAP(S127) and YAP with or without PTH treatment; representative blots of Co-IP of YAP with LATS1 and  $\beta$ -TrCP and ubiquitin levels with or without PTH treatment. **B.** Western analysis representative blots and quantification of ph-YAP(S127) and YAP protein levels in the cytoplasmic and nuclear fraction with or without PTH treatment and representative blots of Co-IP of YAP with LATS1 in the cytoplasmic fraction and TEAD in the nuclear fraction. **C.** Expression of selected YAP target genes with or without PTH treatment after OB differentiation. Data are shown as the mean  $\pm$  SEM of 3 independent experiments. \* $p$ <0.05, \*\* $p$ <0.005, \*\*\* $p$ <0.0005, by unpaired Student's t-test. The fold change is relative to the Veh.

Panel C mean Ct values: Gene *Ctcf* Veh 27.16; PTH 25.22. Gene *Cyr61* Veh 23.93; PTH 21.71. Gene *Myc* Veh 22.10; PTH 22.06.

Supplementary figure 4

A

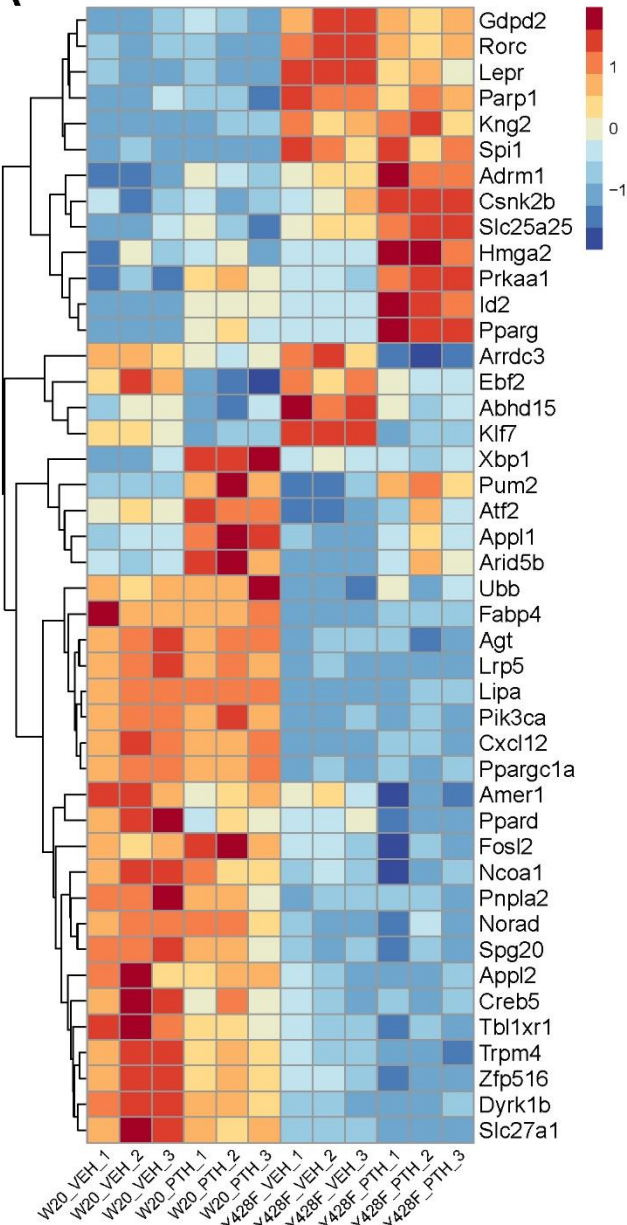

B

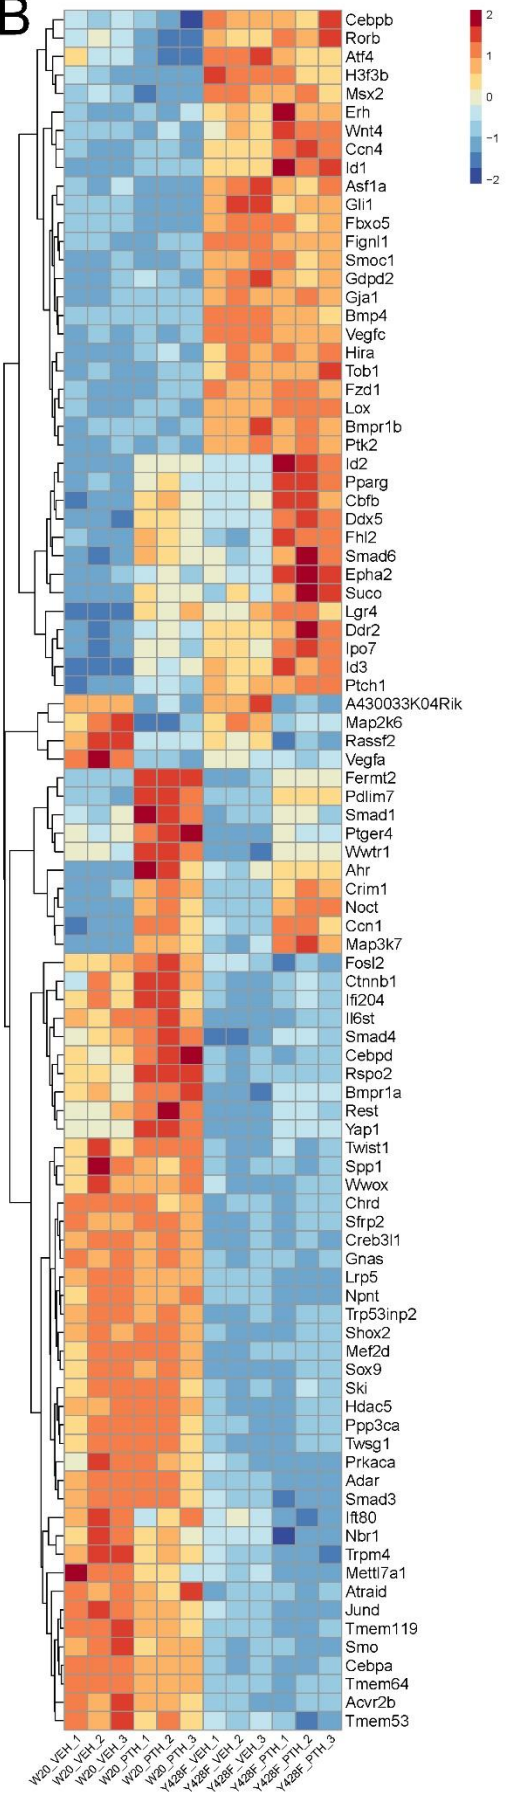

962 **Supplementary Figure 4. PTH differently regulates adipocytes and osteoblast-related genes in W-20**  
963 **and YAP<sup>Y428F</sup> cells**  
964 **A.** Heatmap of significantly differentially regulated adipocyte-related genes by PTH in W-20 and in YAP<sup>Y428F</sup>  
965 cells. **B.** Heatmap of significantly differentially regulated osteoblast-related genes by PTH in W0 and in Yap<sup>Y428F</sup>  
966 cells.  
967

968 **Supplementary table 1**

969

**Cell Proliferation (O.D. ± SEM)**

| Time | Ctr             | YAP WT          | YAP <sup>S381A</sup> | YAP <sup>S381A/Y375F</sup> | YAP <sup>S381A/Y428F</sup> |
|------|-----------------|-----------------|----------------------|----------------------------|----------------------------|
| 0h   | 0,3452 ± 0,0380 | 0,2754 ± 0,0411 | 0,3389 ± 0,0513      | 0,2476 ± 0,0359            | 0,2967 ± 0,0120            |
| 24h  | 0,4187 ± 0,0202 | 0,3010 ± 0,0505 | 0,3792 ± 0,0691      | 0,2802 ± 0,0729            | 0,4050 ± 0,0338            |
| 48h  | 0,8033 ± 0,0999 | 0,7504 ± 0,1752 | 1,0452 ± 0,2792      | 0,6207 ± 0,2317            | 1,0662 ± 0,0286            |
| 72h  | 0,9096 ± 0,0745 | 0,9142 ± 0,2085 | 1,1881 ± 0,2808      | 0,6837 ± 0,2613            | 1,1118 ± 0,0124            |
| 96h  | 1,2918 ± 0,0992 | 1,6773 ± 0,1190 | 1,7981 ± 0,1802      | 1,3606 ± 0,2613            | 1,7246 ± 0,0124            |

970

971

972

973

974

975

976

977

978

979

| Multiple comparisons test                                 | Interaction | Adjusted P value |
|-----------------------------------------------------------|-------------|------------------|
| Ctr vs. YAP WT                                            | ns          | >0,9999          |
| Ctr vs. YAP <sup>S381A</sup>                              | ns          | 0,9752           |
| Ctr vs. YAP <sup>S381A/Y375F</sup>                        | ns          | 0,9967           |
| Ctr vs. YAP <sup>S381A/Y428F</sup>                        | ns          | 0,9863           |
| YAP WT vs. YAP <sup>S381A</sup>                           | ns          | 0,9865           |
| YAP WT vs. YAP <sup>S381A/Y375F</sup>                     | ns          | 0,9919           |
| YAP WT vs. YAP <sup>S381A/Y428F</sup>                     | ns          | 0,9935           |
| YAP <sup>S381A</sup> vs. YAP <sup>S381A/Y375F</sup>       | ns          | 0,8801           |
| YAP <sup>S381A</sup> vs. YAP <sup>S381A/Y428F</sup>       | ns          | >0,9999          |
| YAP <sup>S381A/Y375F</sup> vs. YAP <sup>S381A/Y428F</sup> | ns          | 0,9124           |

980 **Supplementary Table 1. YAP mutations do not affect cell proliferation.**

981 CCK-8MTT cell proliferation assay of in W-20 control, YAP WT, YAP<sup>S381A</sup>, YAP<sup>S381A/375F</sup> and YAP<sup>381A/Y428F</sup> cells  
982 after indicated time points. ± represent standard error.

# Supplementary material for: PTH counteracts Hippo signaling via Src-dependent YAP stabilization to enhance bone marrow stromal cell differentiation
**Source:** JCI Insight. 2025 Jul 22;10(16):e191245. doi: 10.1172/jci.insight.191245

Figure 2

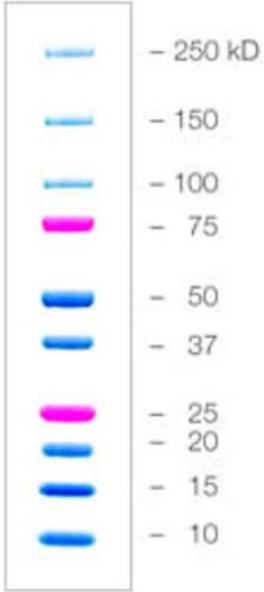

Figure 2A

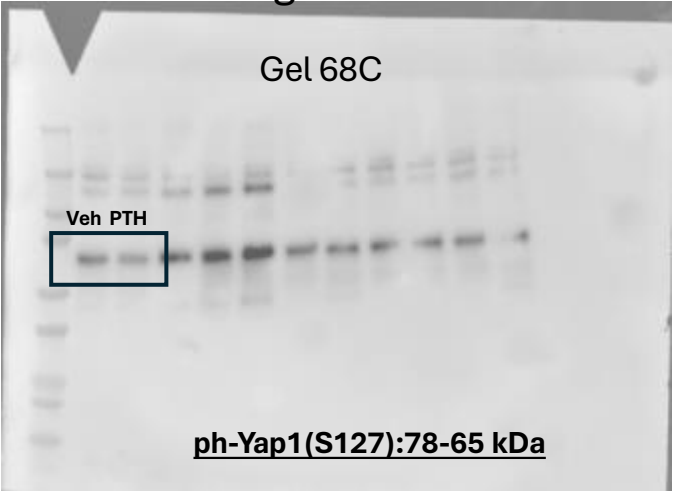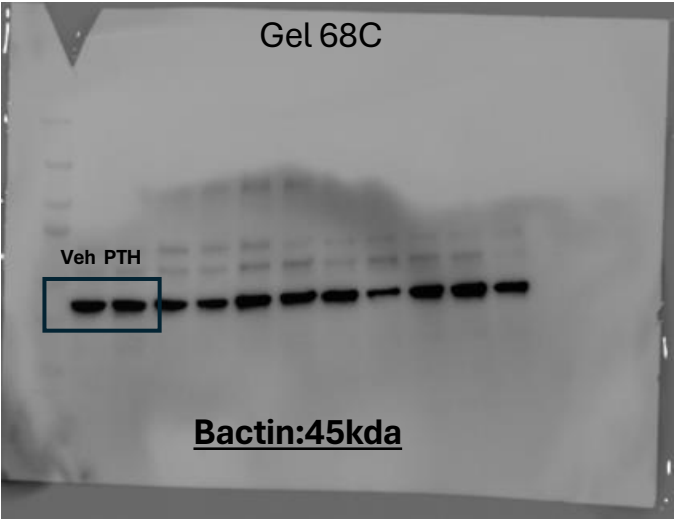

Figure 2A

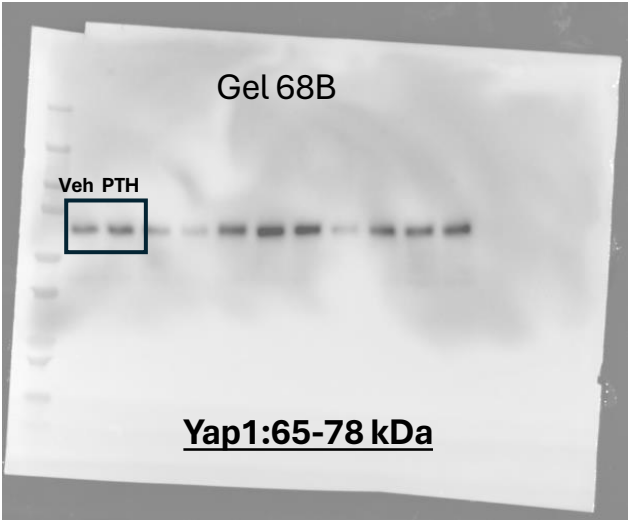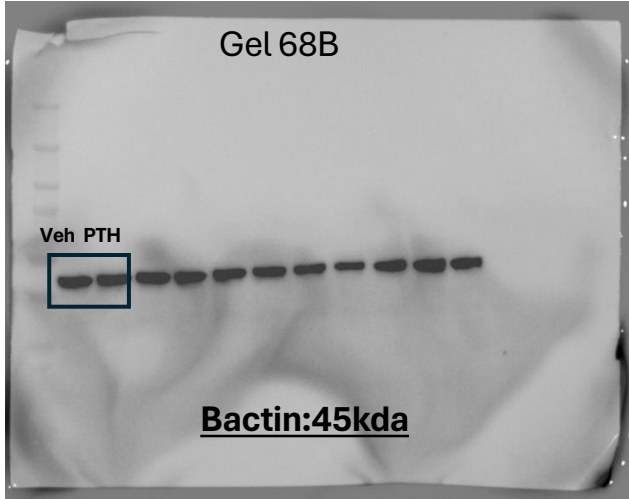

**Figure 2**

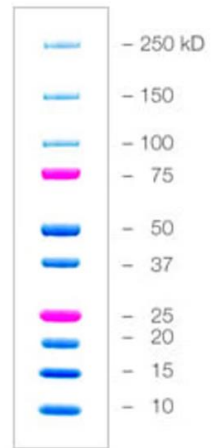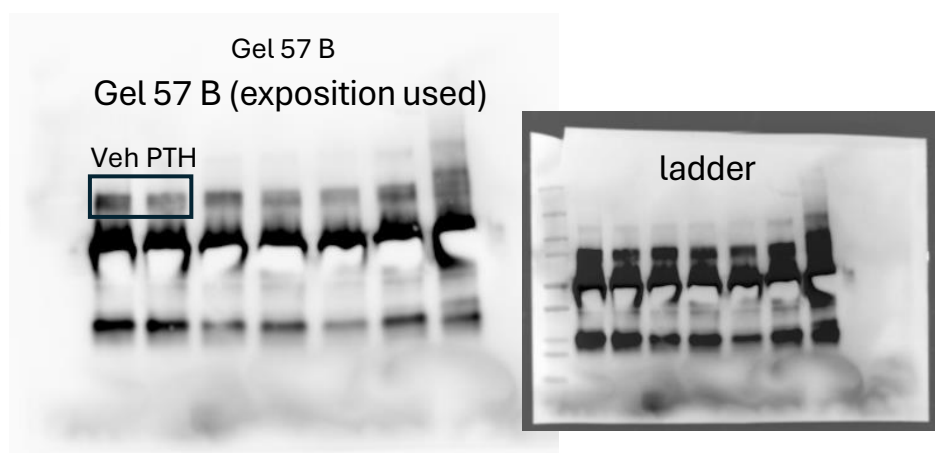

**Figure 2B**

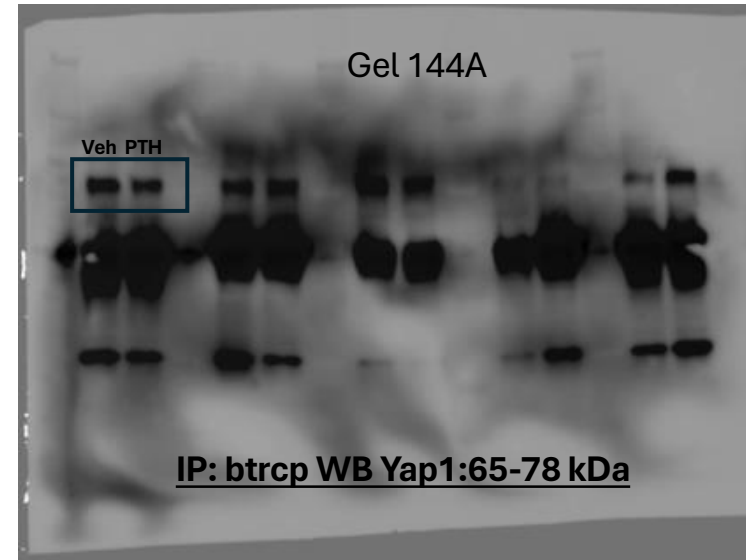

**Figure 2B**

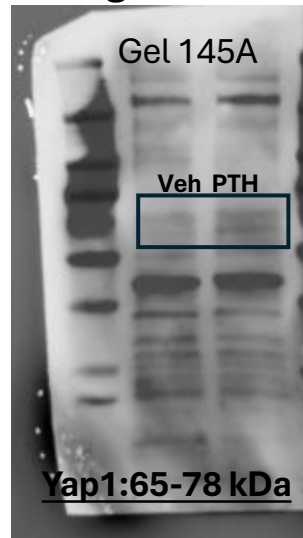

**Figure 2B**

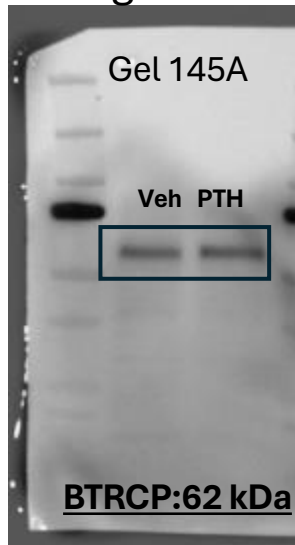

**Figure 2B**

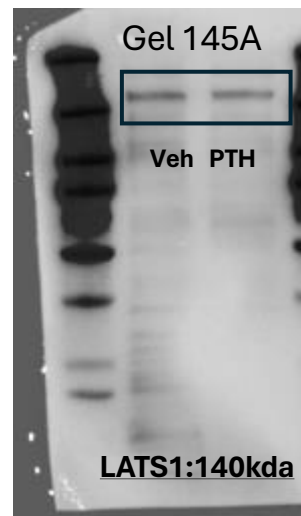

**Figure 2B**

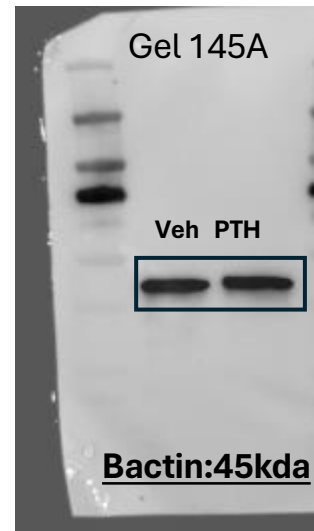

**Figure 2B**

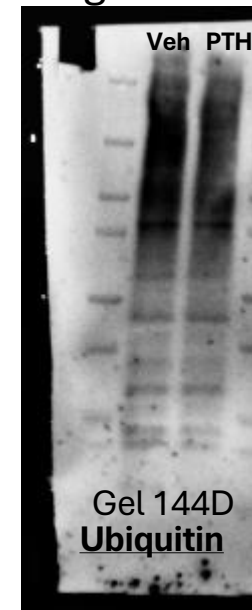

**Figure 2B**

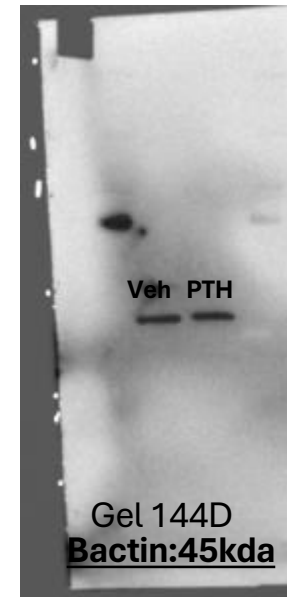

Figure 2

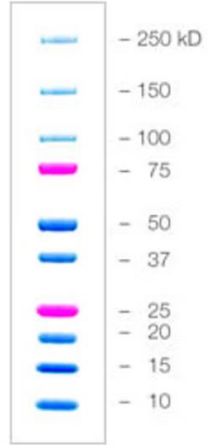

Figure 2C

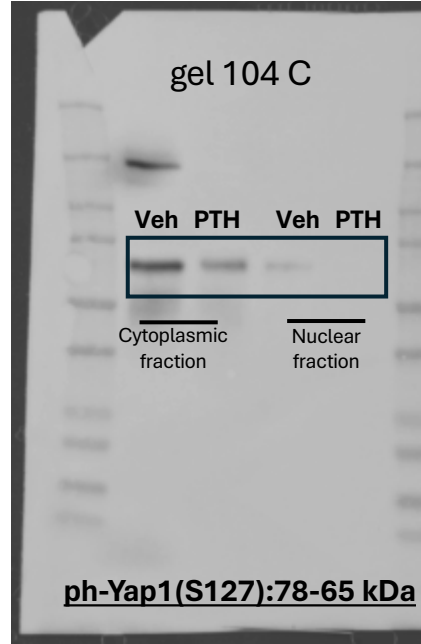

Figure 2C

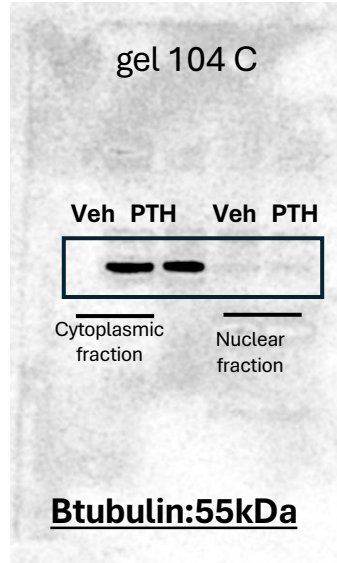

Figure 2C

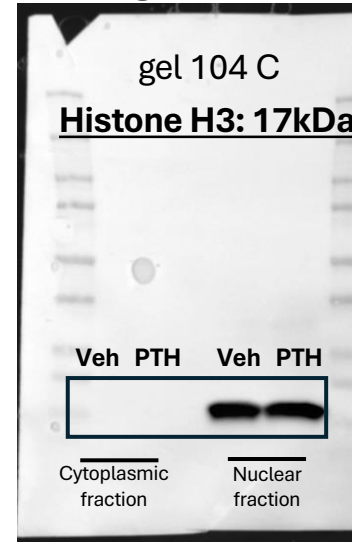

Figure 2C

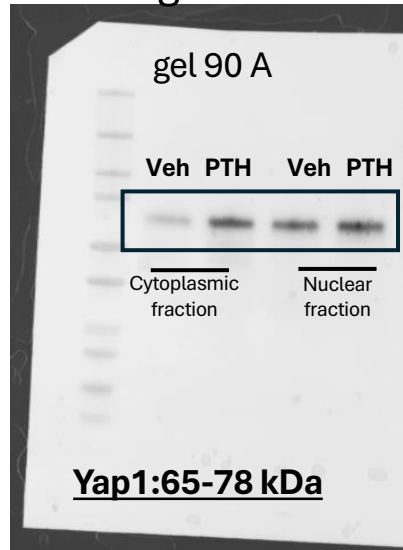

Figure 2C

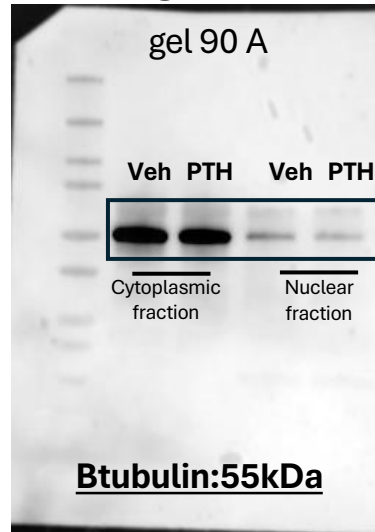

Figure 2C

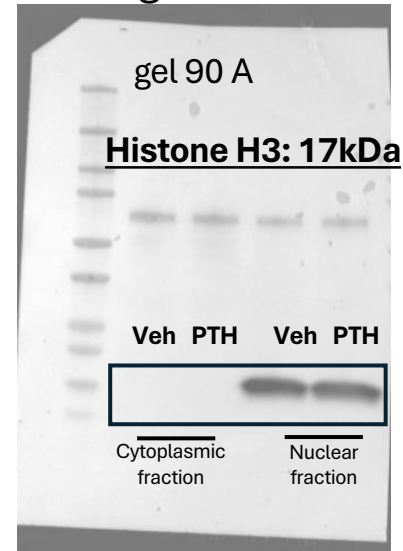

Figure 2

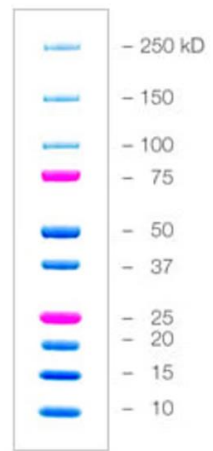

Figure 2D

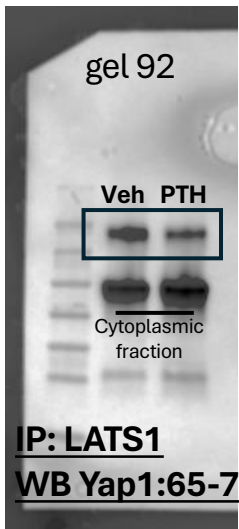

Figure 2D

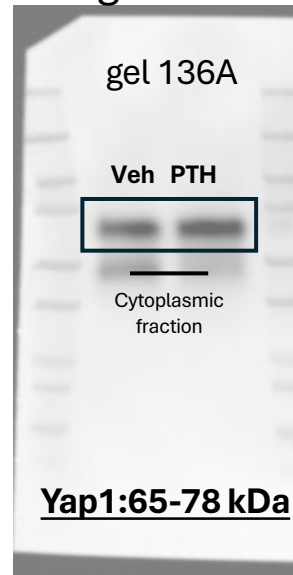

Figure 2D

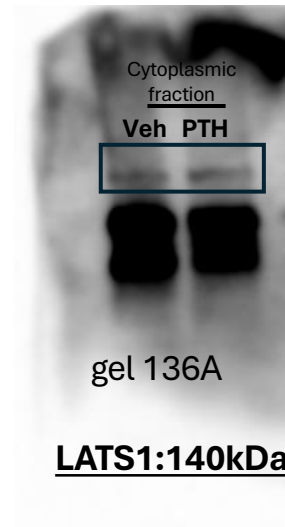

Figure 2D

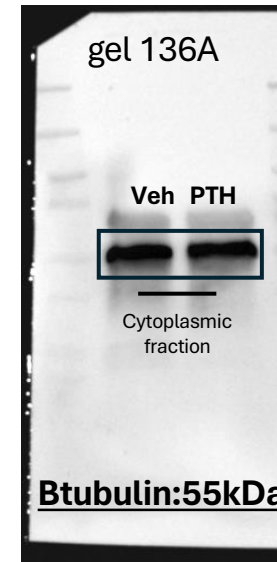

Figure 2D

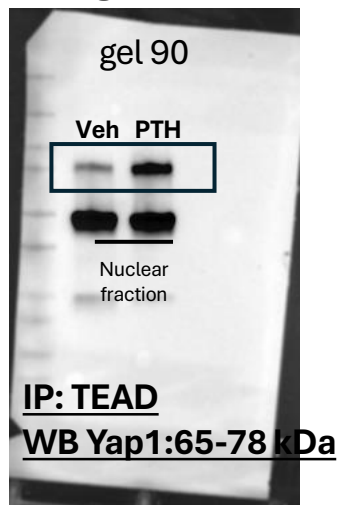

Figure 2D

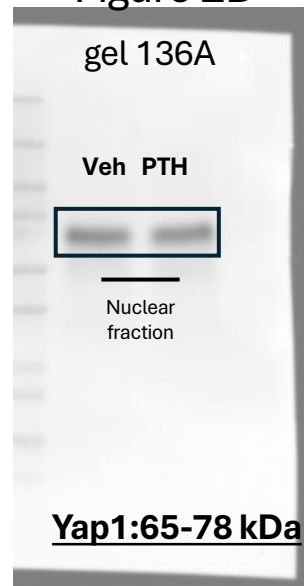

Figure 2D

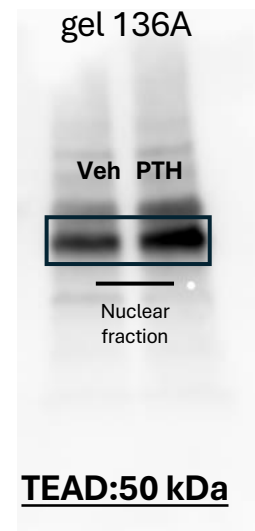

Figure 2D

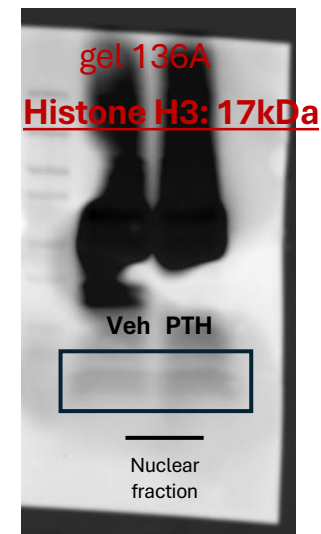

Figure 2

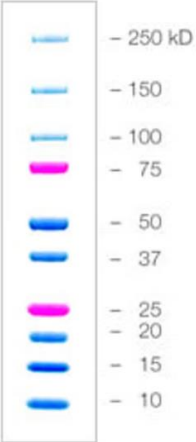

Figure 2E

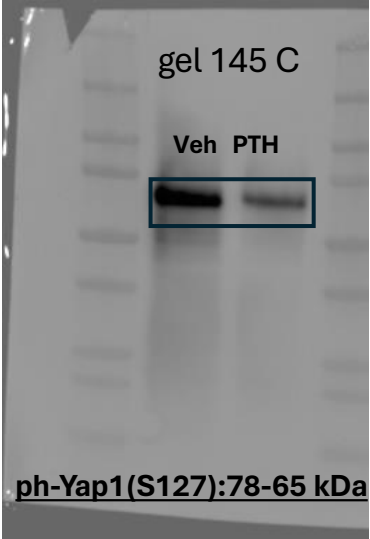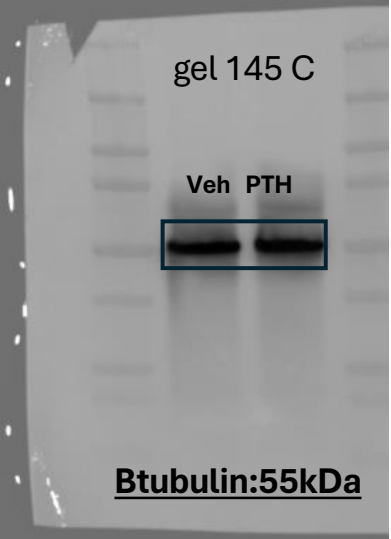

Figure 2E

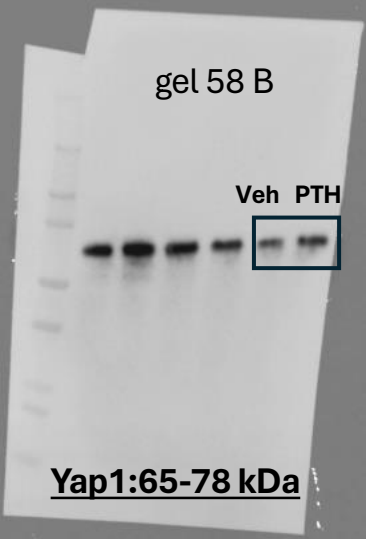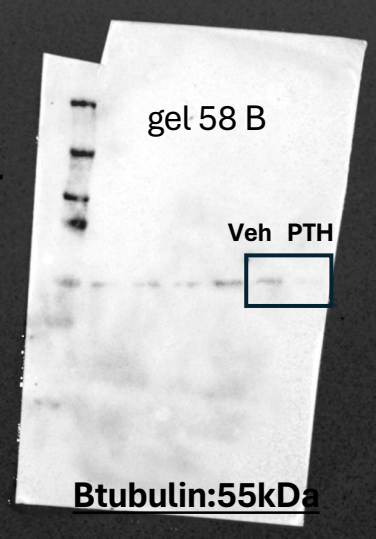

Figure 2E

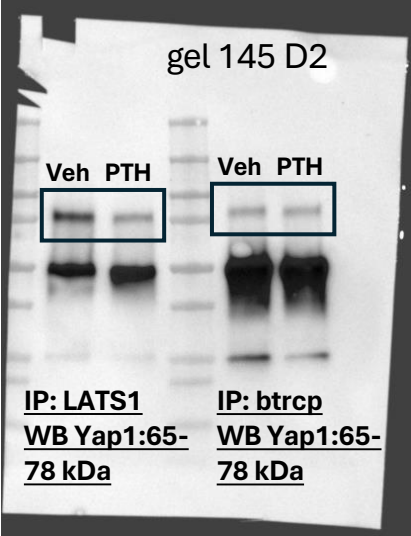

Figure 2E

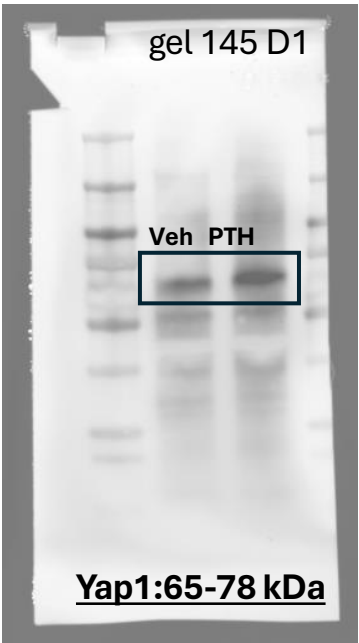

Figure 2E

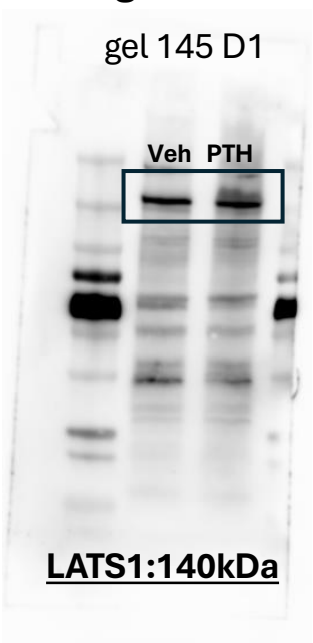

Figure 2E

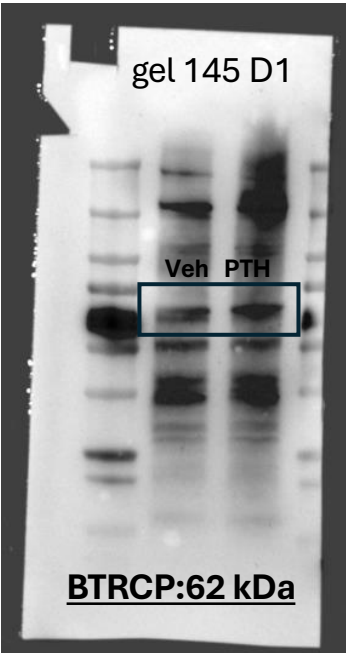

Figure 2E

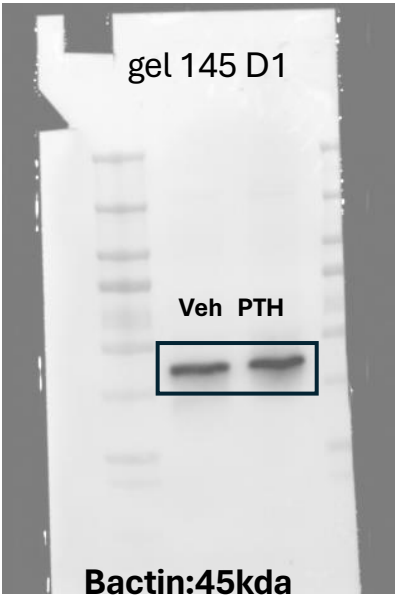

Figure 2

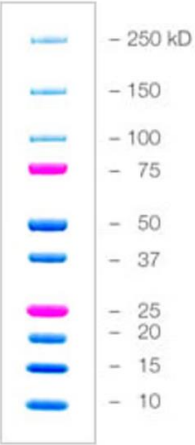

Figure 2G

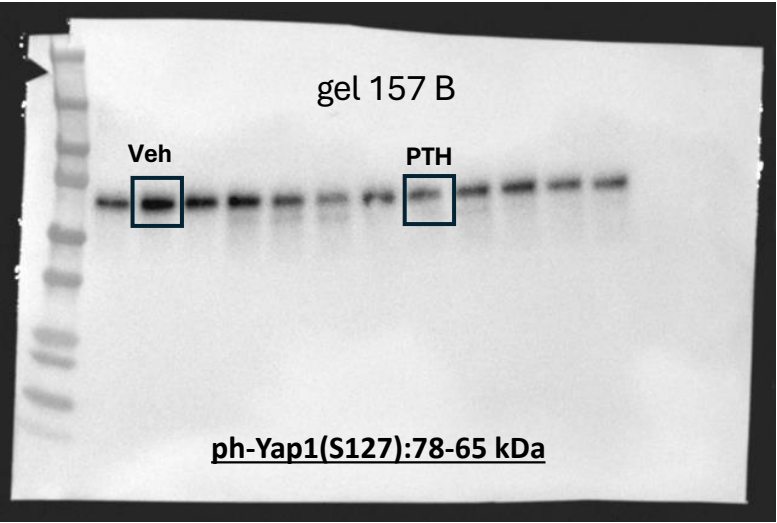

Figure 2G

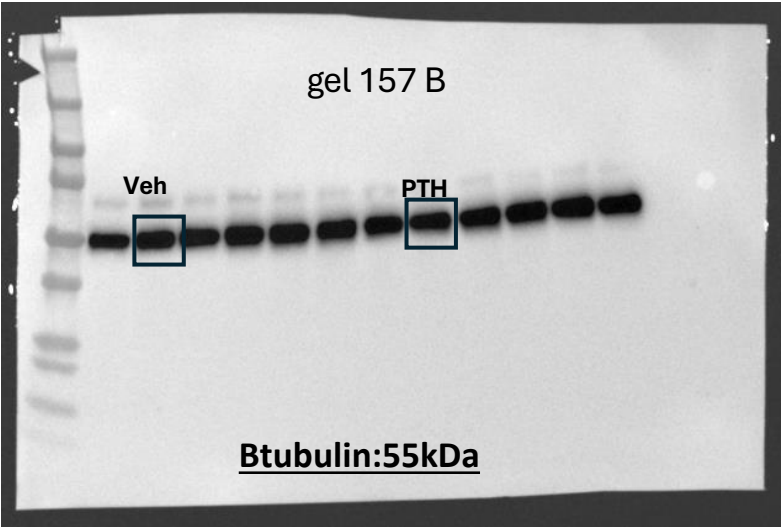

Figure 2G

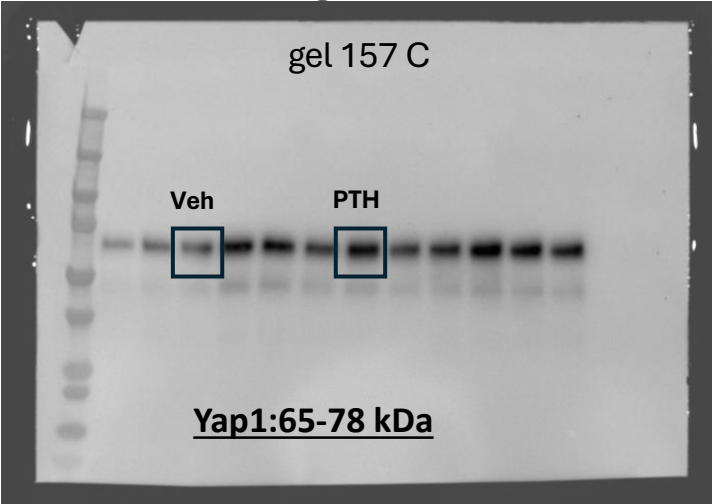

Figure 2G

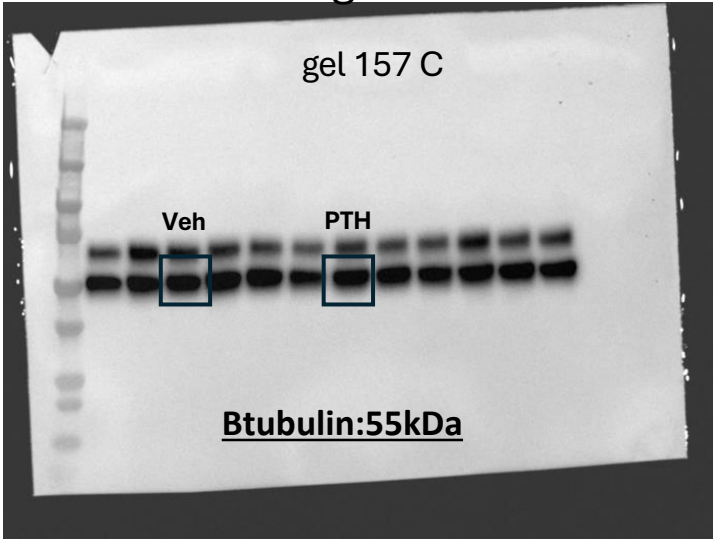

Figure 3

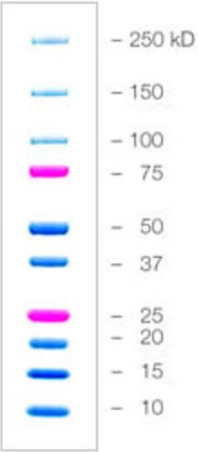

Figure 3A

Gel 150D

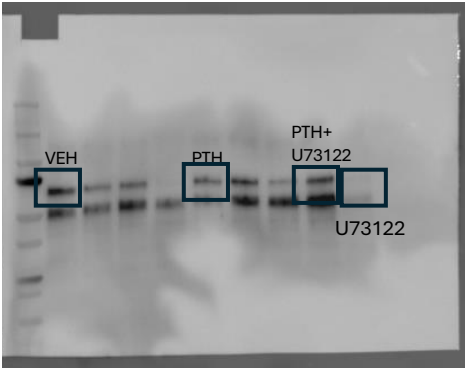

ph-Yap1(S127):78-65 kDa

Figure 3A

Gel 150D

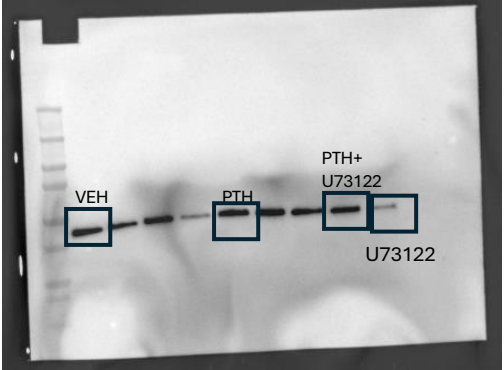

Bactin:45kda

Figure 3A

Gel 152 C3

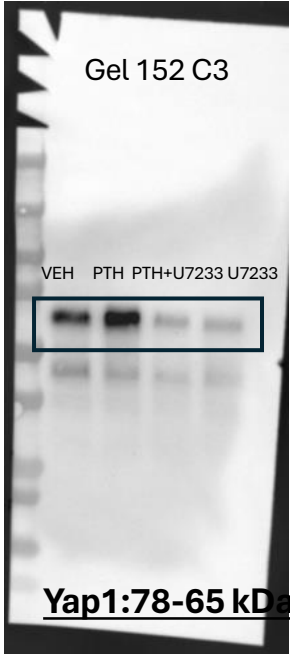

Yap1:78-65 kDa

Figure 3A

Gel 152 C3

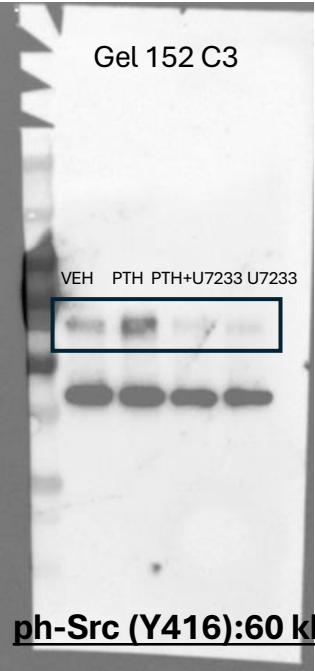

ph-Src (Y416):60 kDa

Figure 3A

Gel 152 C3

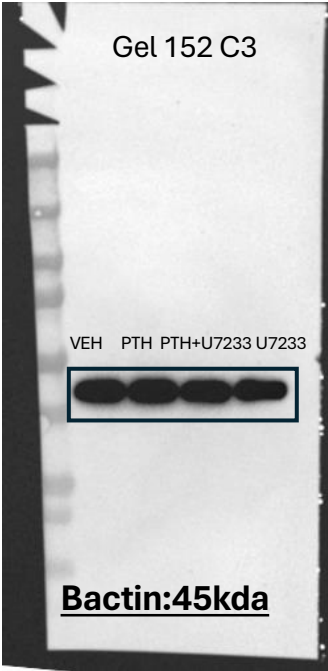

Bactin:45kda

Figure 3B

Gel 85 A1

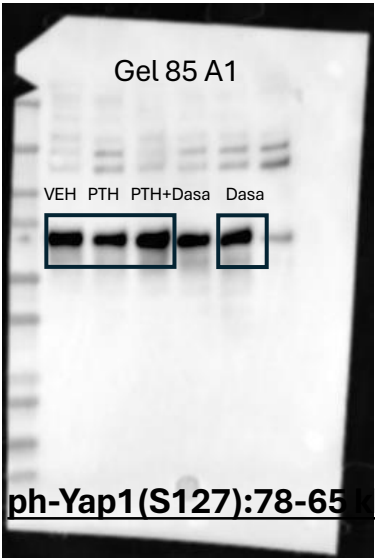

ph-Yap1(S127):78-65 kDa

Figure 3B

Gel 85 A1

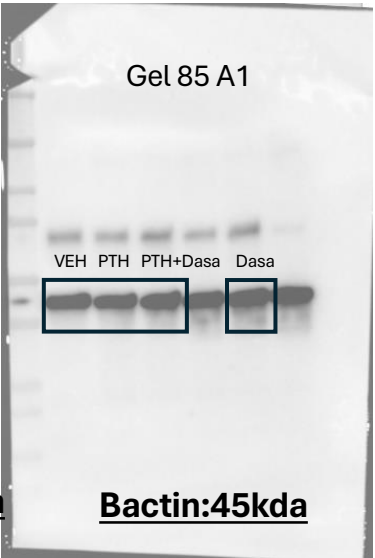

Bactin:45kda

Figure 3B

Gel 85 B

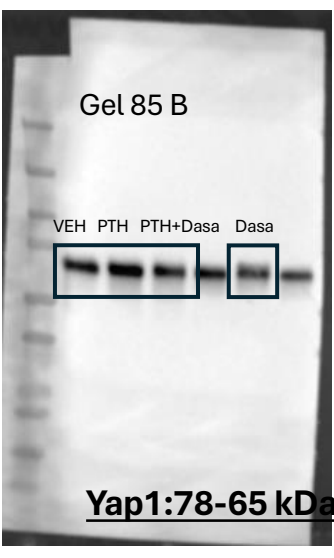

Yap1:78-65 kDa

Figure 3B

Gel 85 B

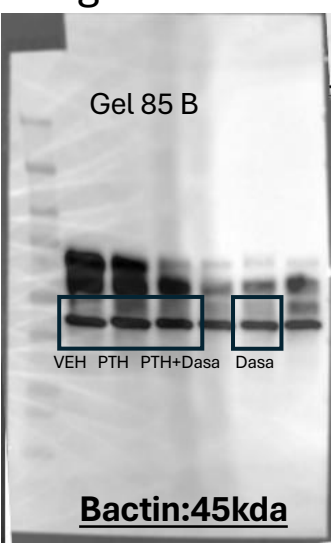

Bactin:45kda

Figure 3B

Gel 85 A

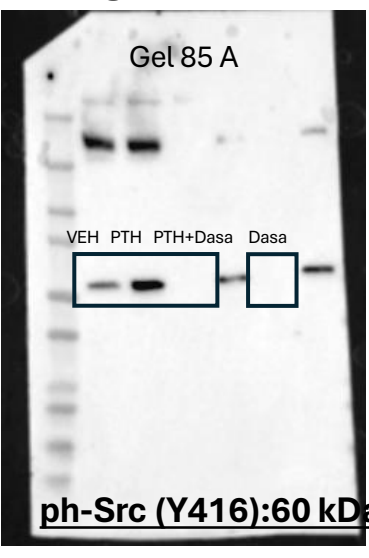

ph-Src (Y416):60 kDa

Figure 3B

Gel 85 A

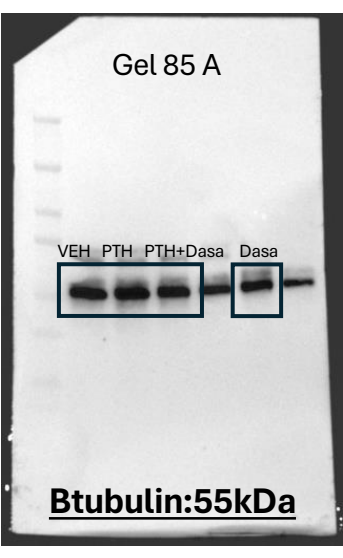

Btubulin:55kDa

Figure 3

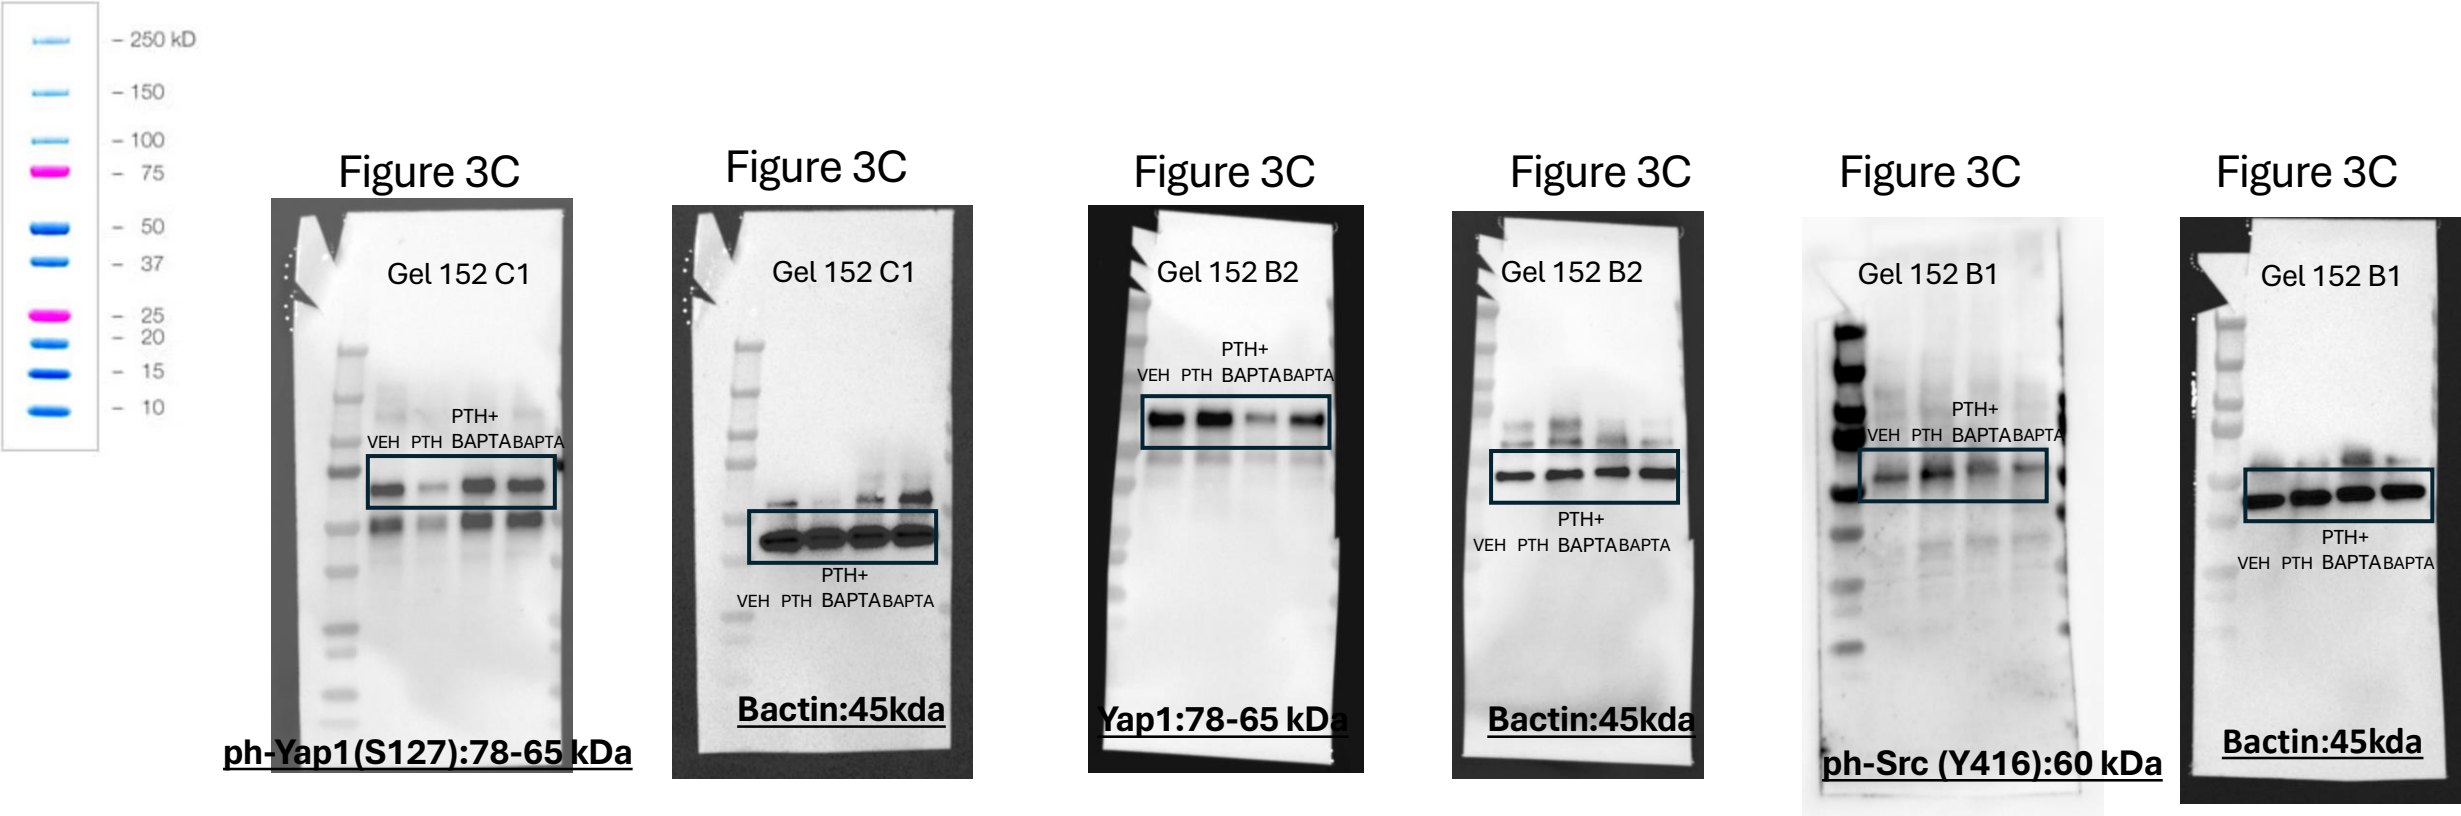

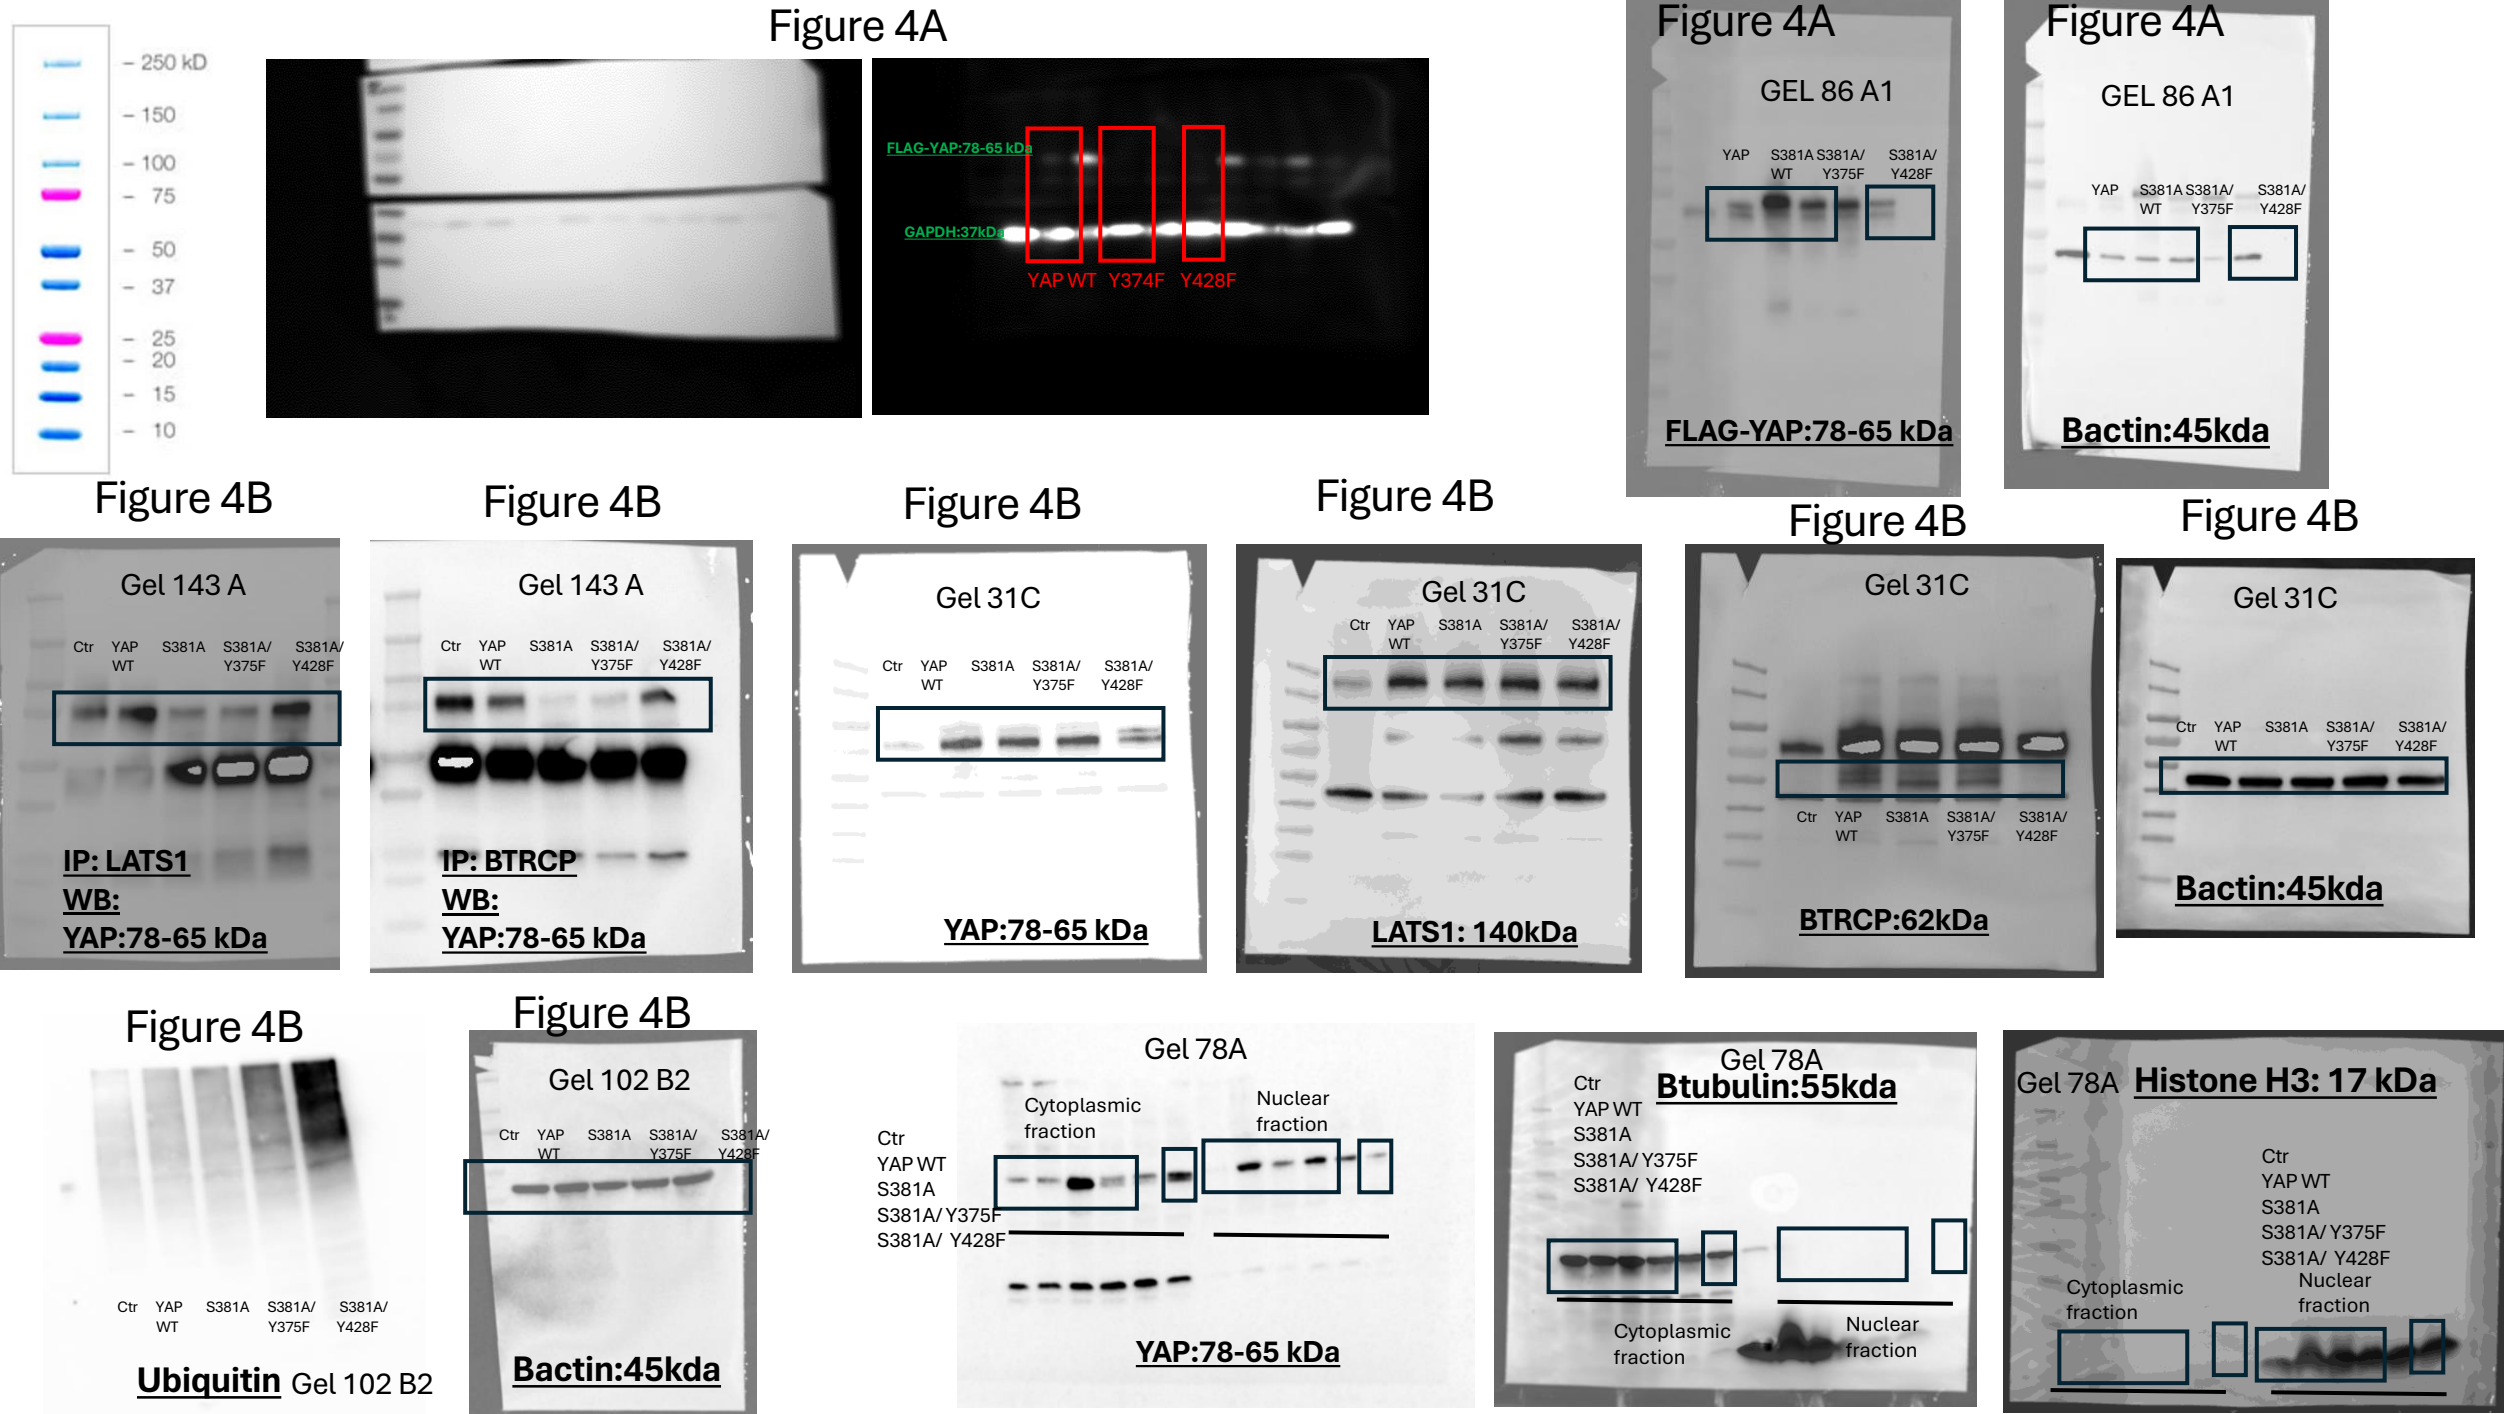

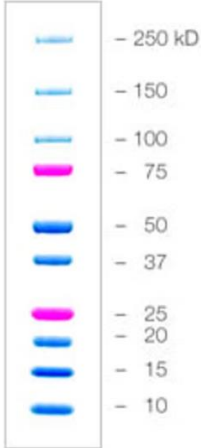

Figure 5A

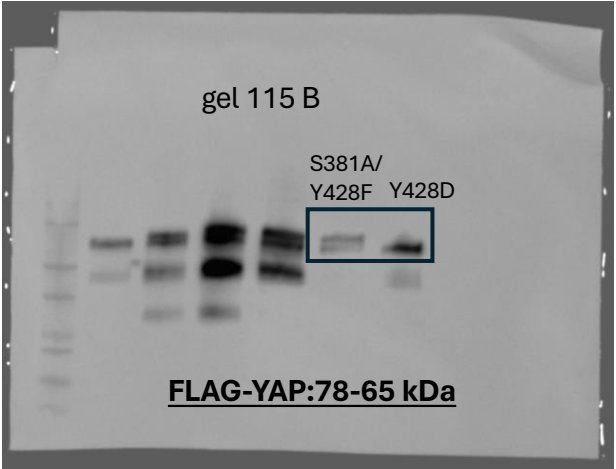

Figure 5A

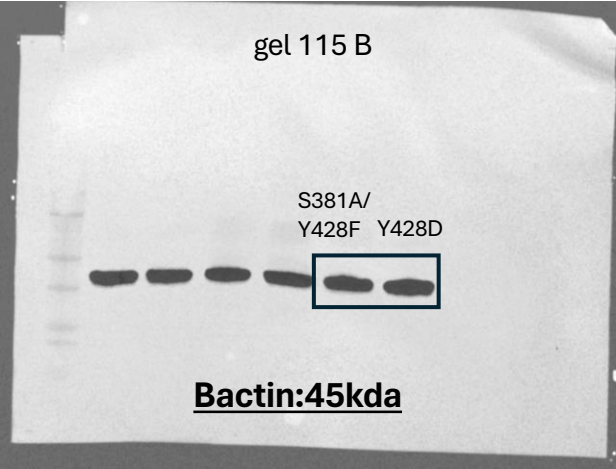

Figure 5A

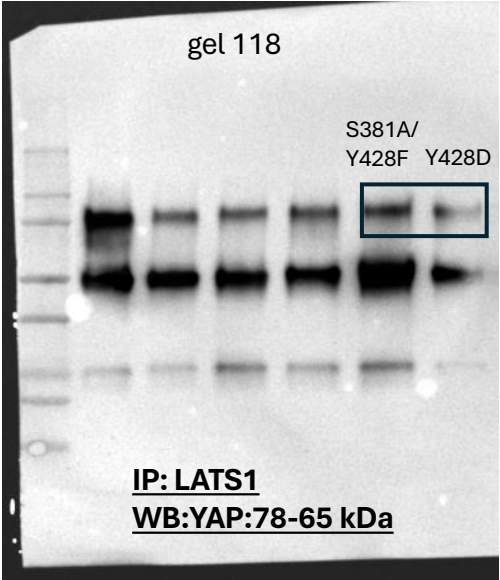

Figure 5A

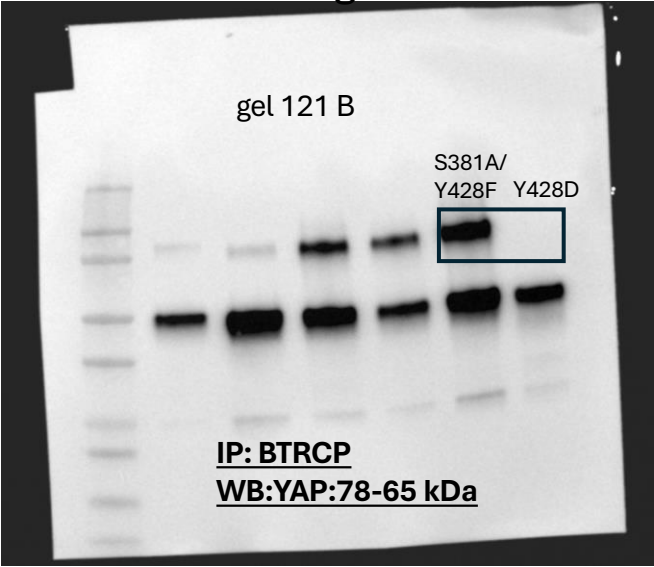

Figure 5A

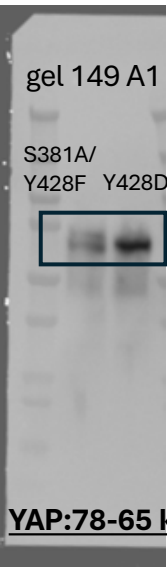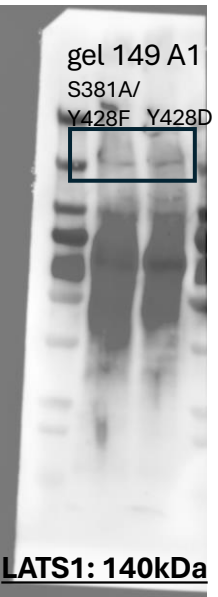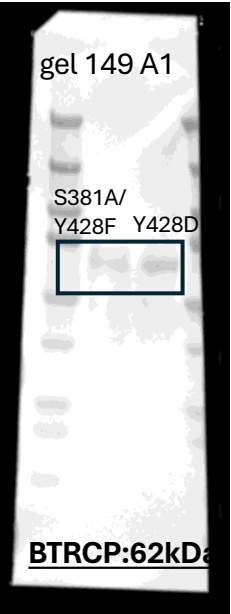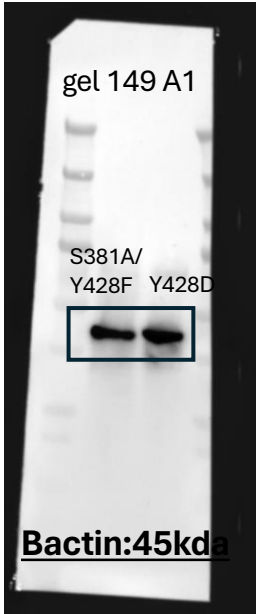

Figure 5A

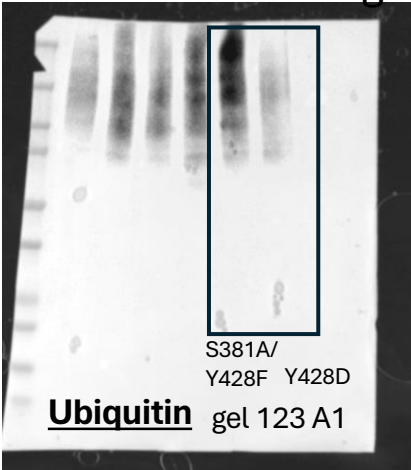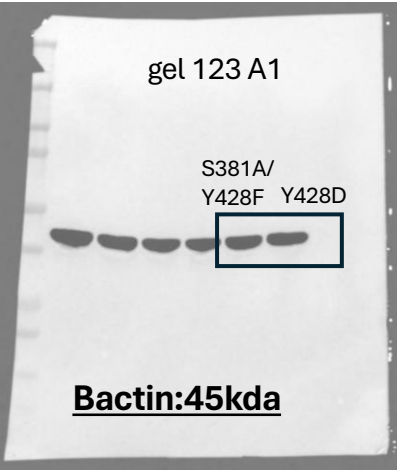

Figure 5B

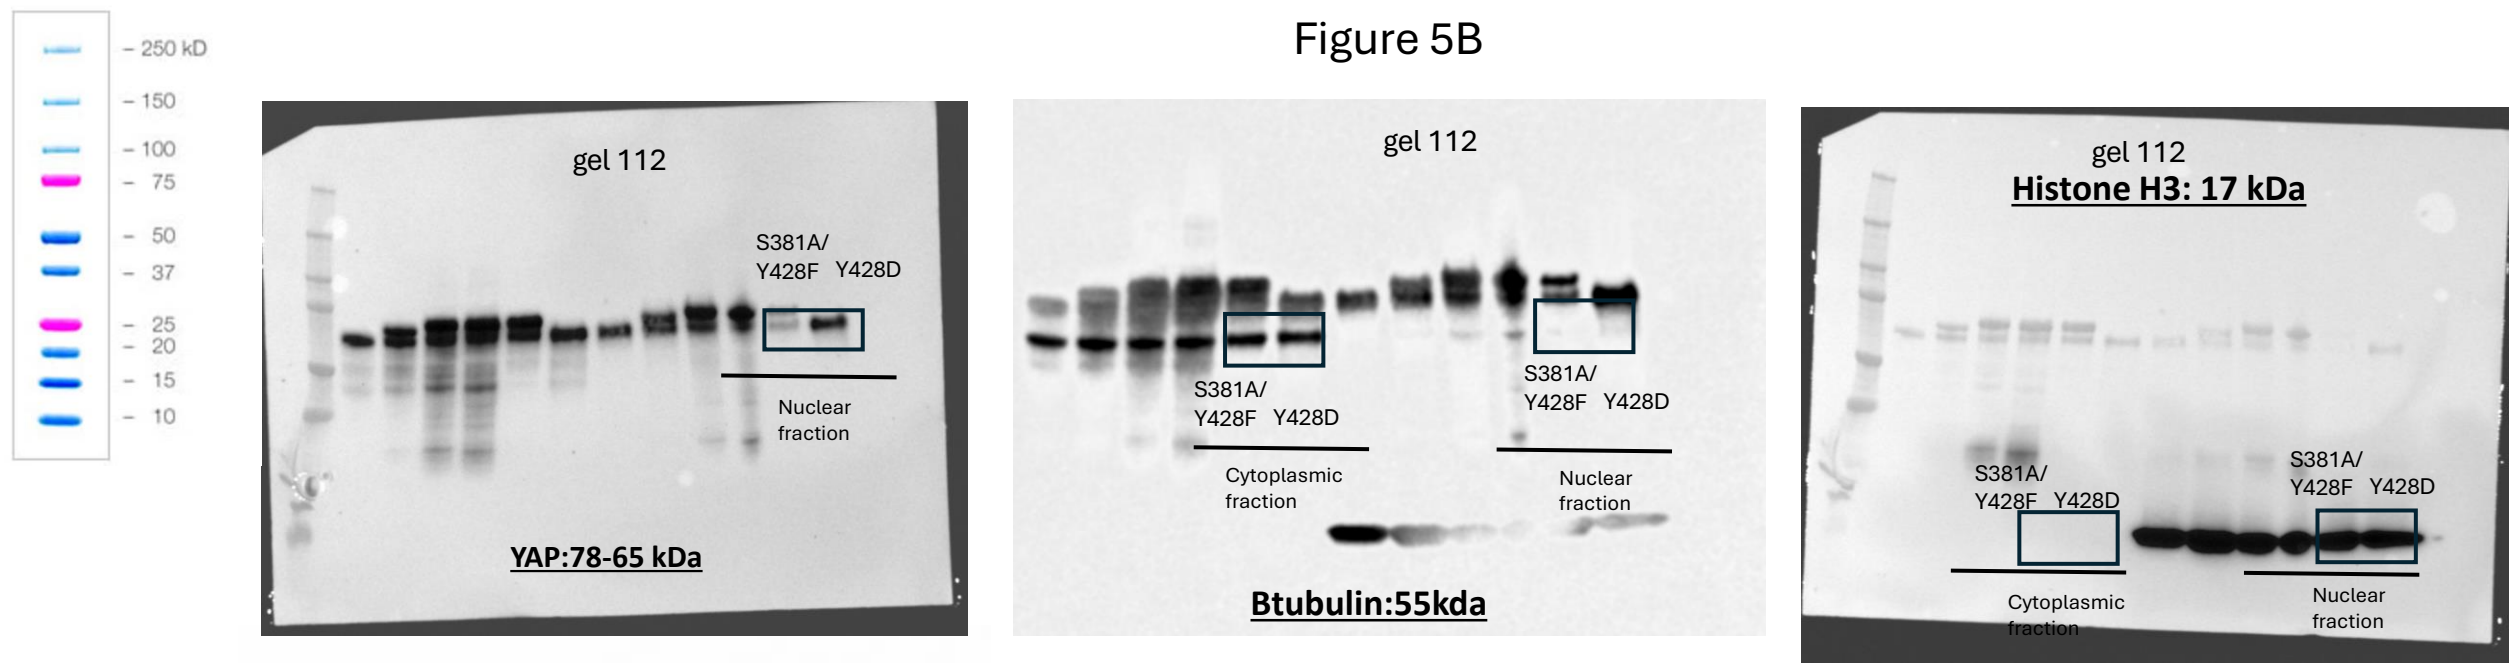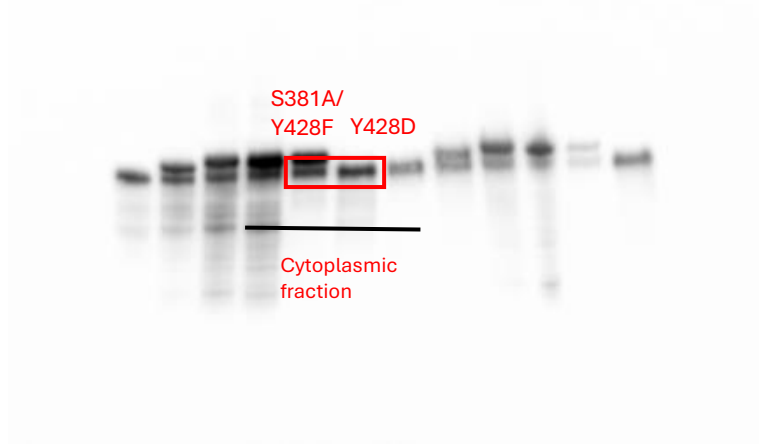

**Figure 6**

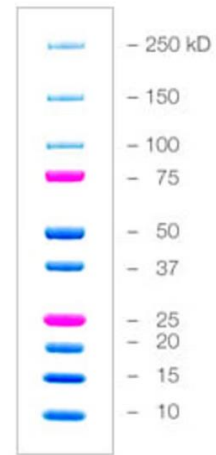

**Figure 6A**

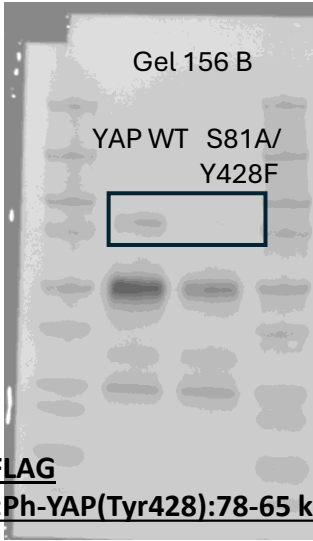

**Figure 6A**

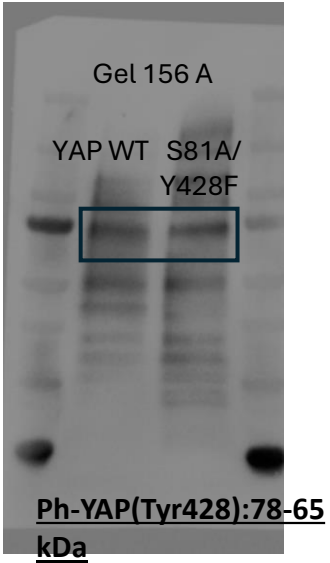

**Figure 6A**

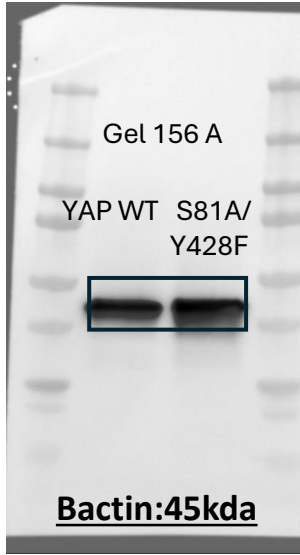

**Figure 6A**

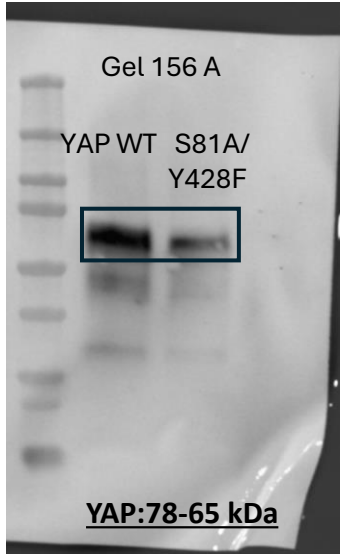

**Figure 6A**

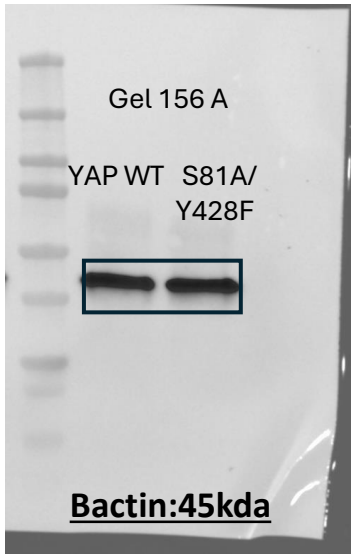

**Figure 6B**

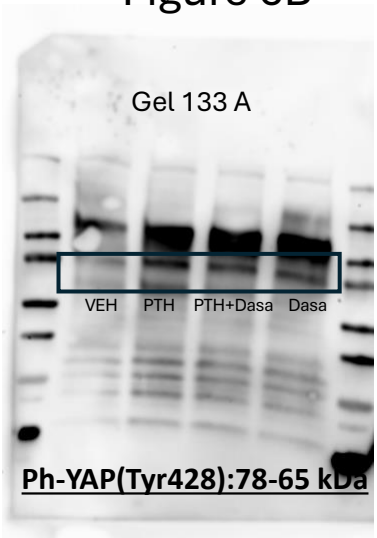

**Figure 6B**

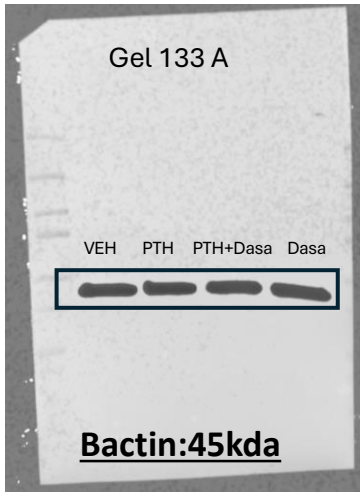

**Figure 6B**

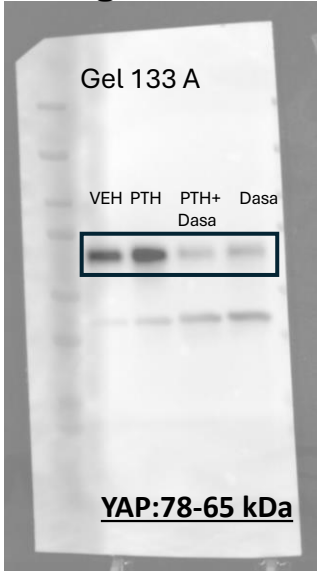

**Figure 6B**

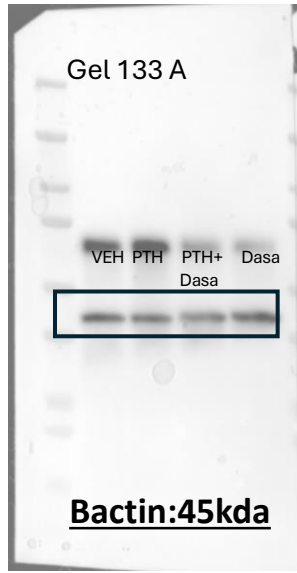

Figure 6

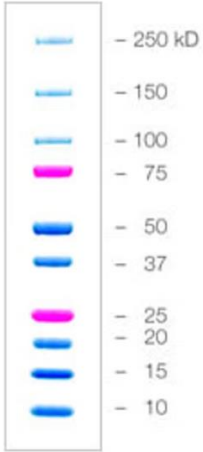

Figure 6C

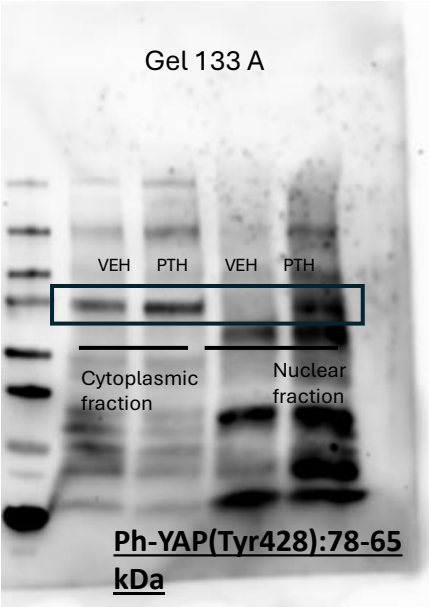

Figure 6C

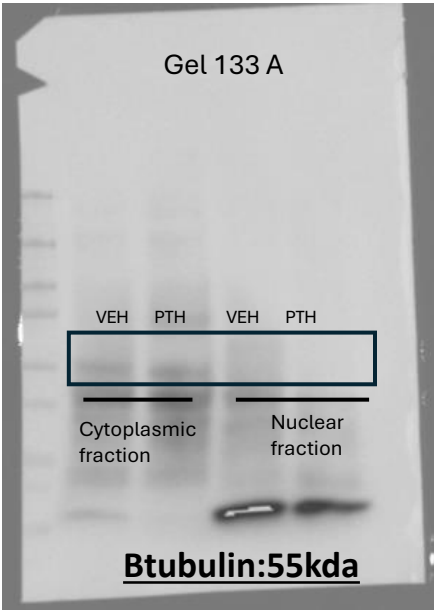

Figure 6C

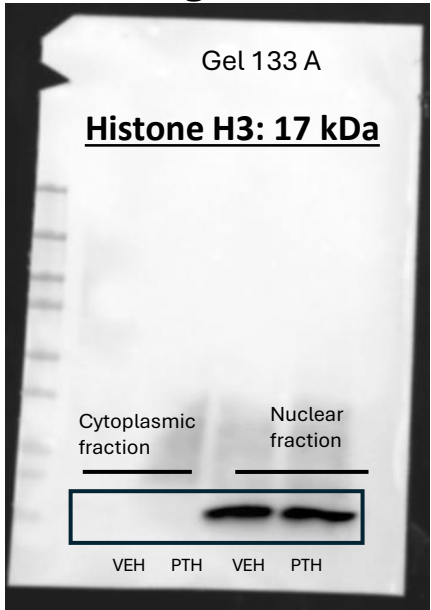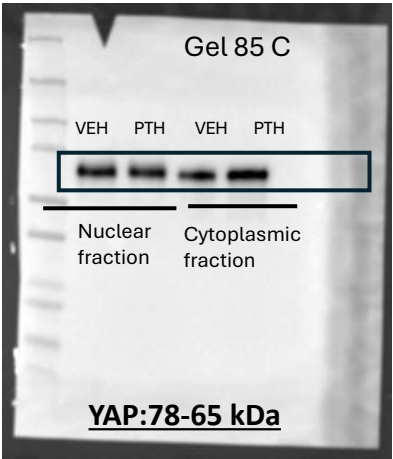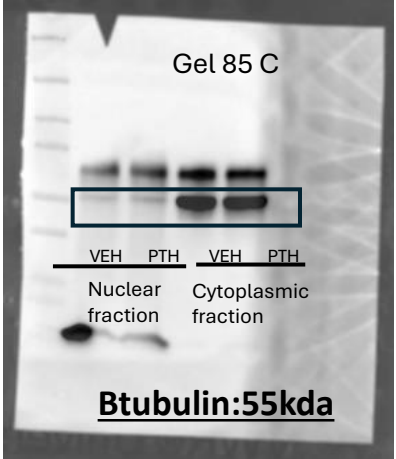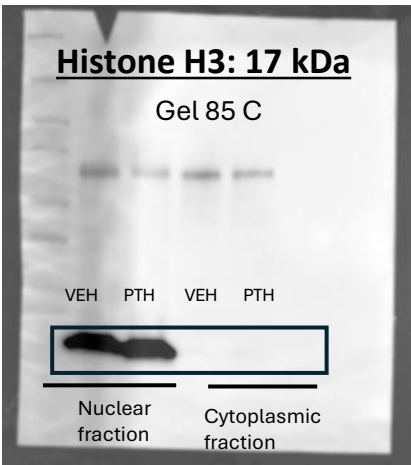

Figure 7

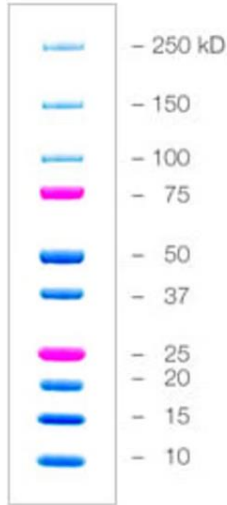

Figure 7A

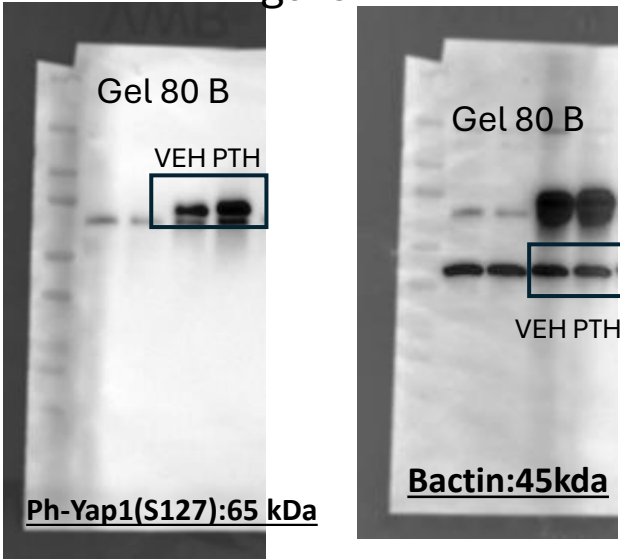

Figure 7A

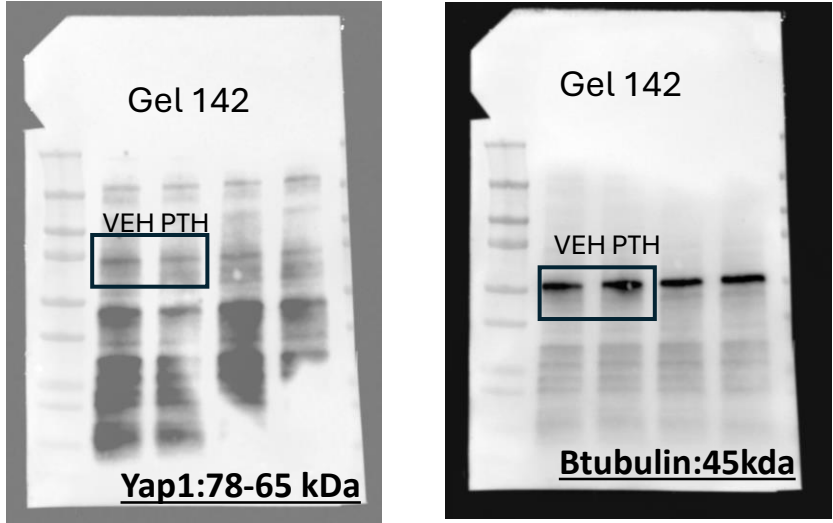

Figure 7A

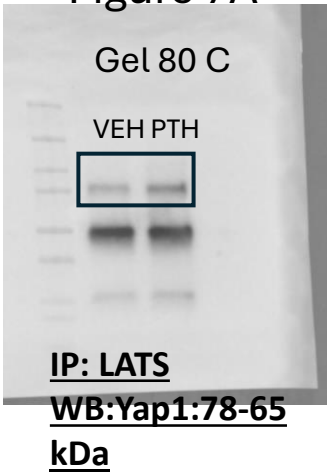

Figure 7A

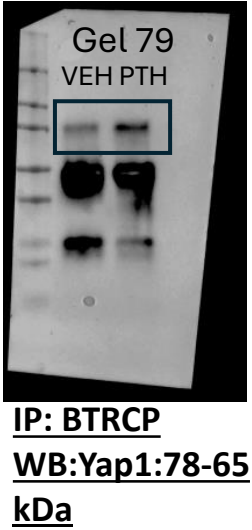

Figure 7A

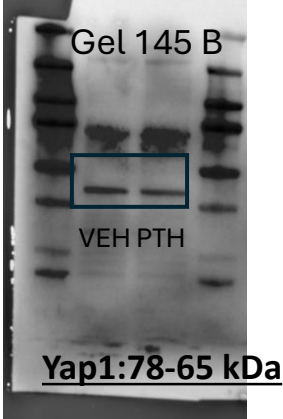

Figure 7A

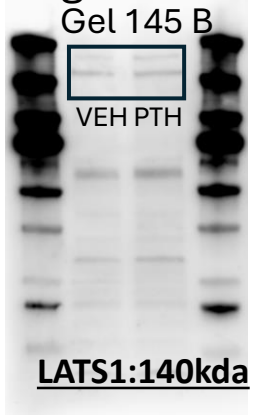

Figure 7A

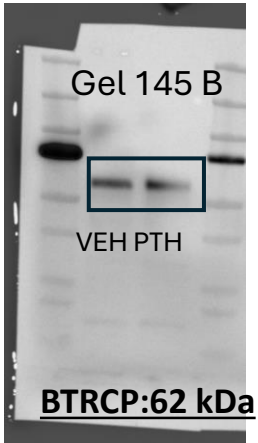

Figure 7A

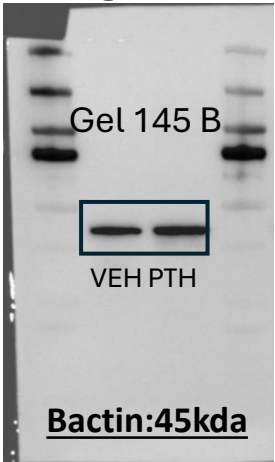

Figure 7A

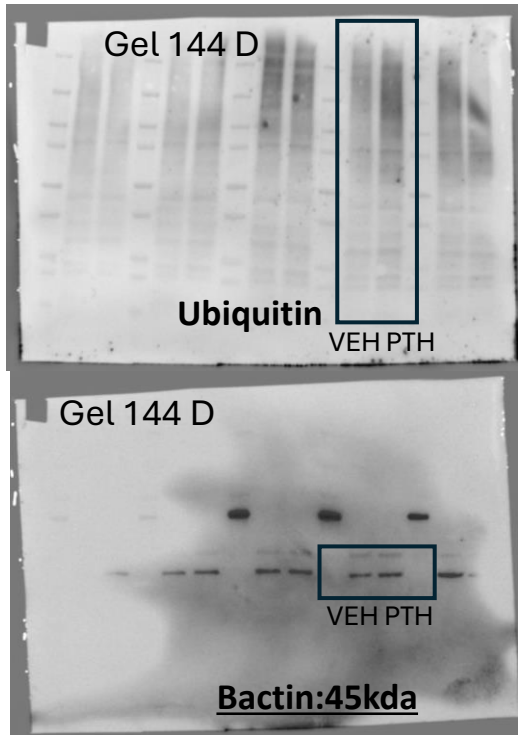

**Figure 7B**

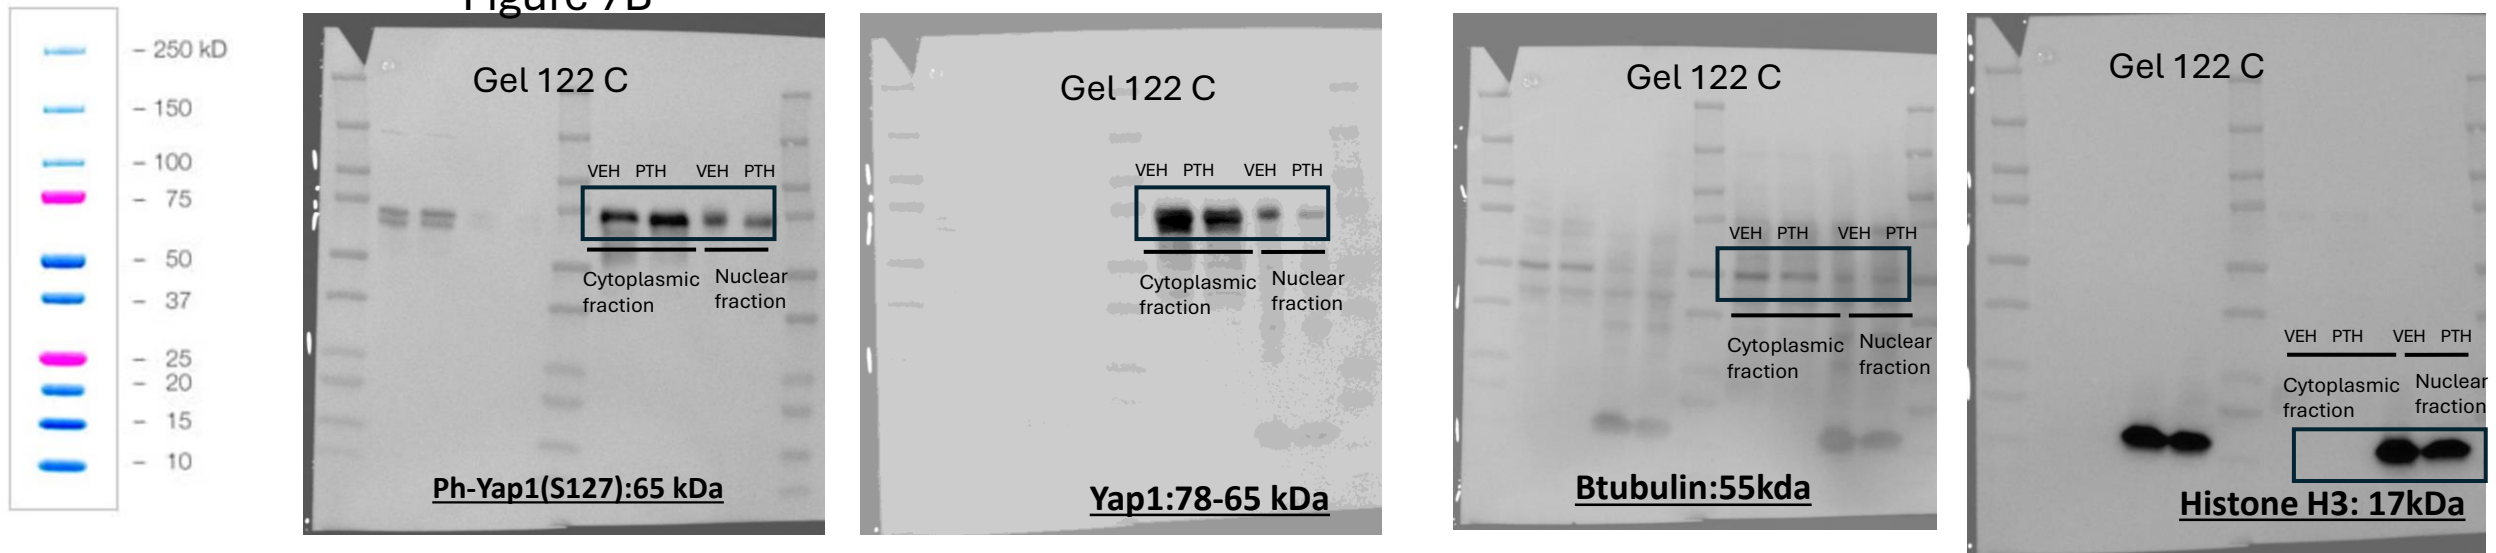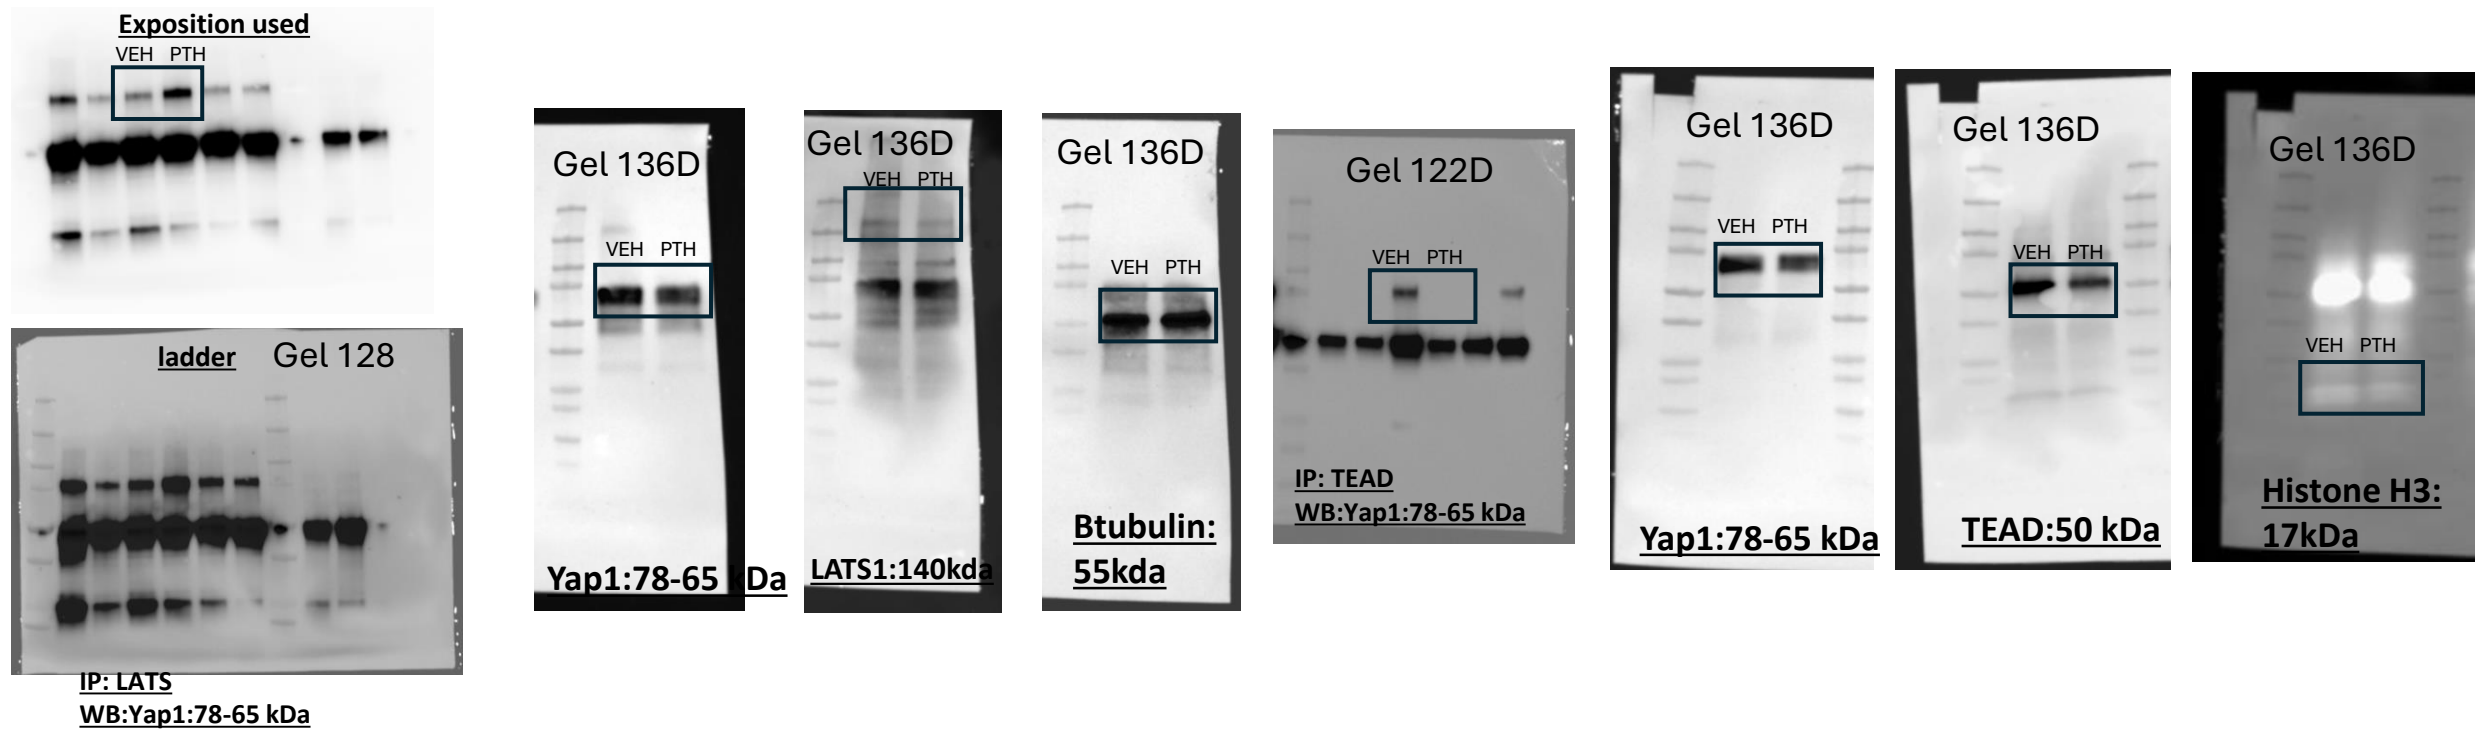

**Supplementary Figure 1**

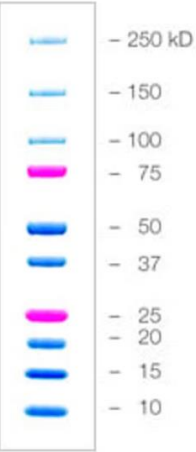

**Loading:**  
**Lane 1: CTR**  
**Lane 2: PTH**  
**Lane 3: PTH+H89**  
**Lane 4: PTH+G0**  
**Lane 5: H89**  
**Lane 6:G0**

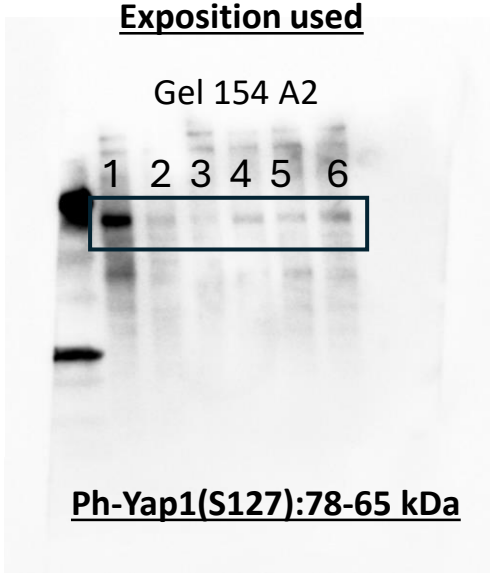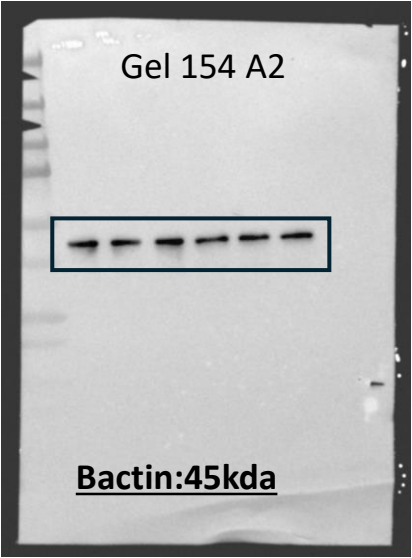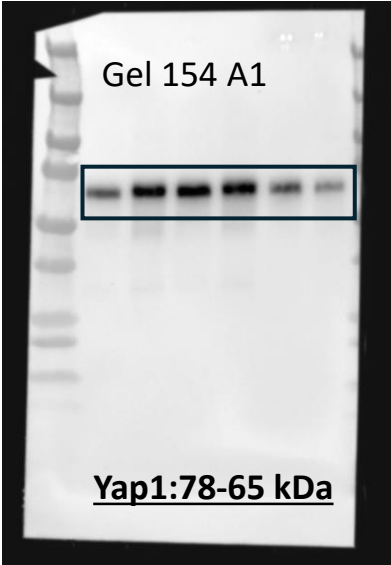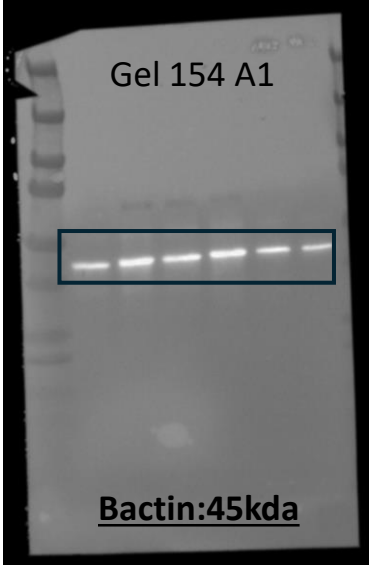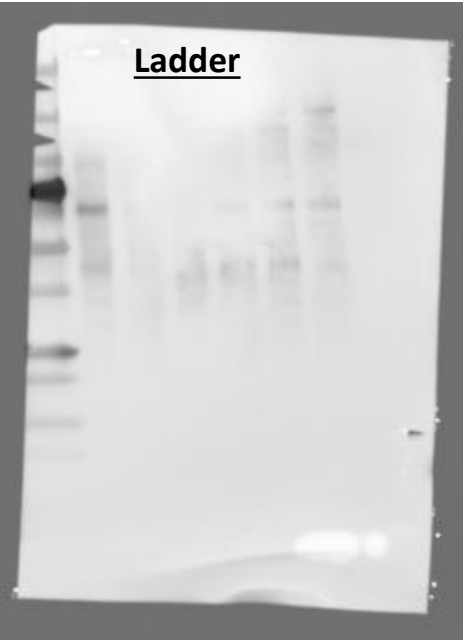

Supplementary Figure 2

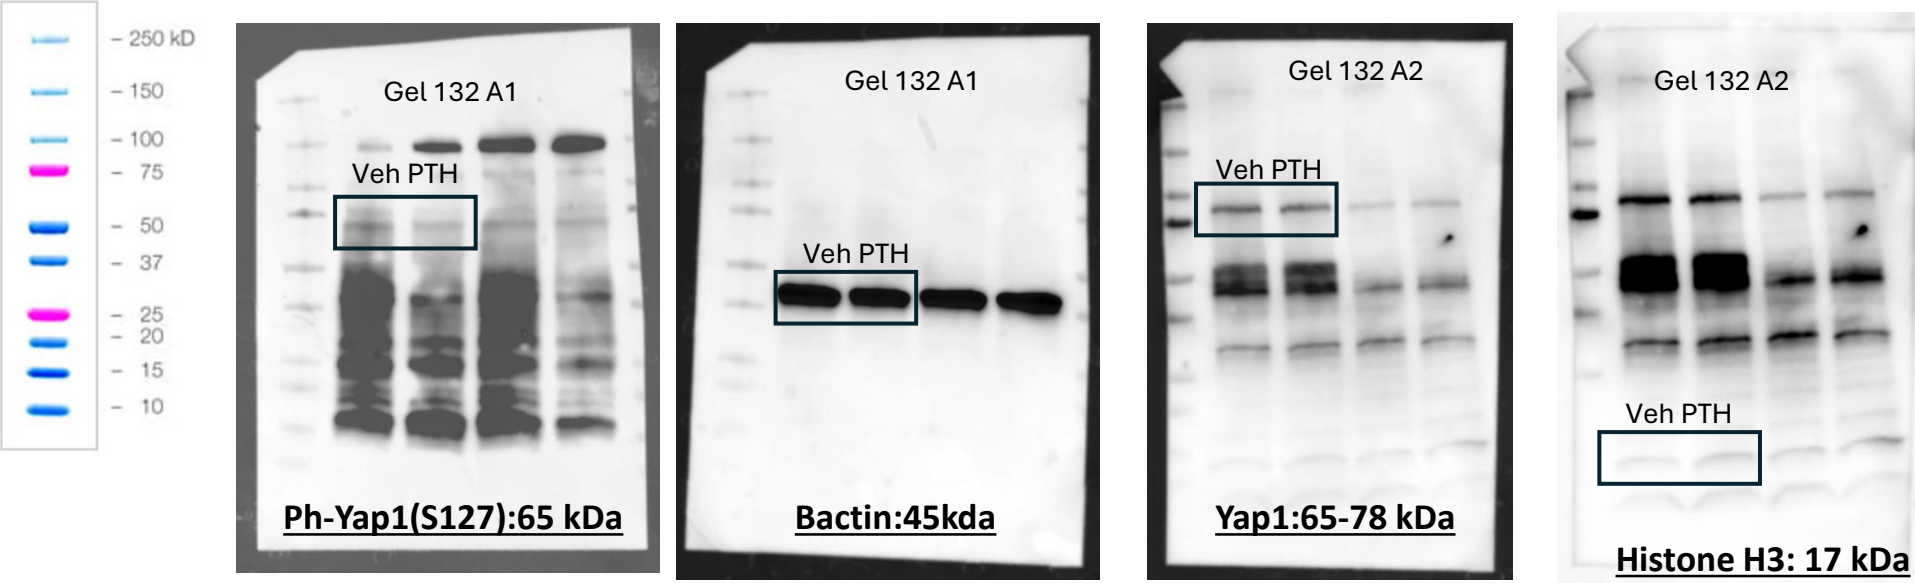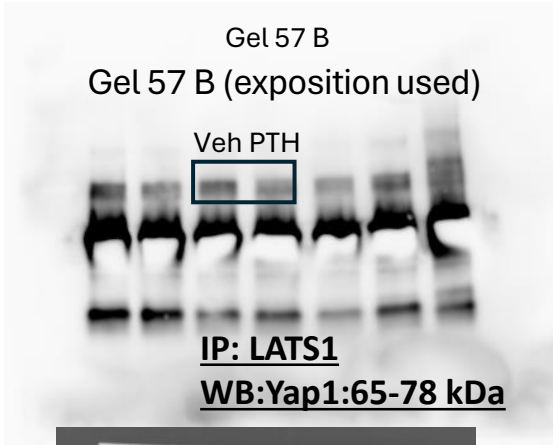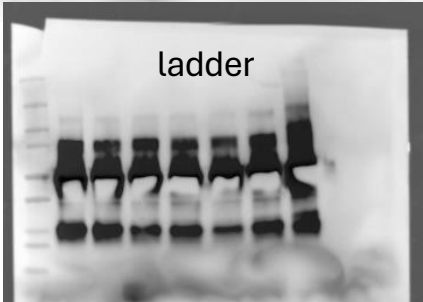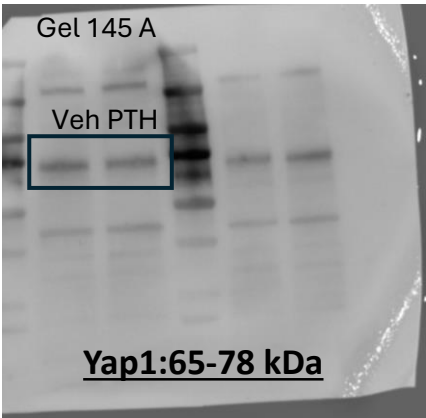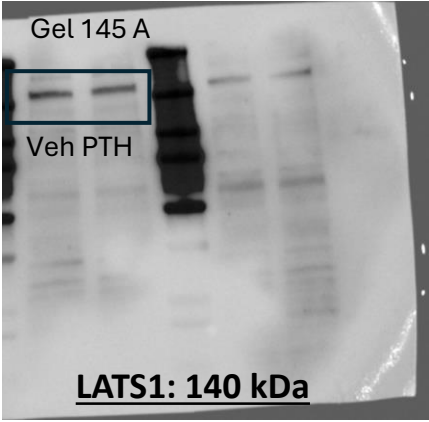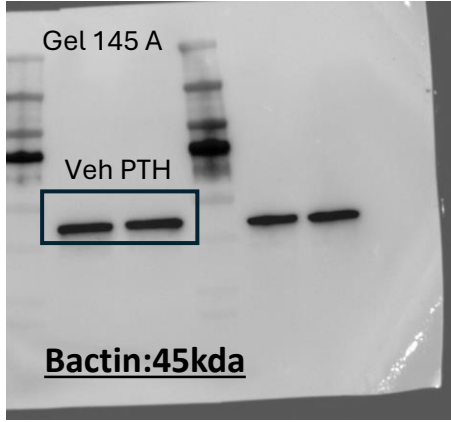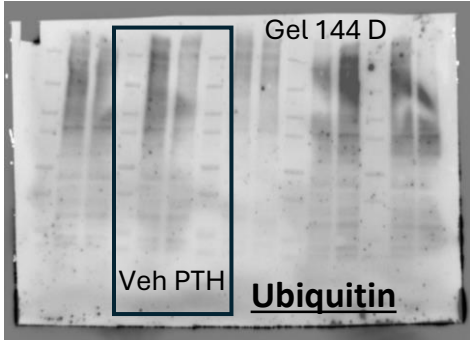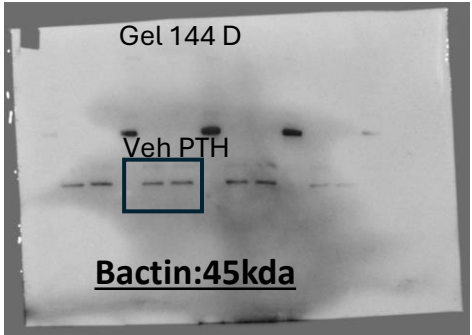

Supplementary Figure 3

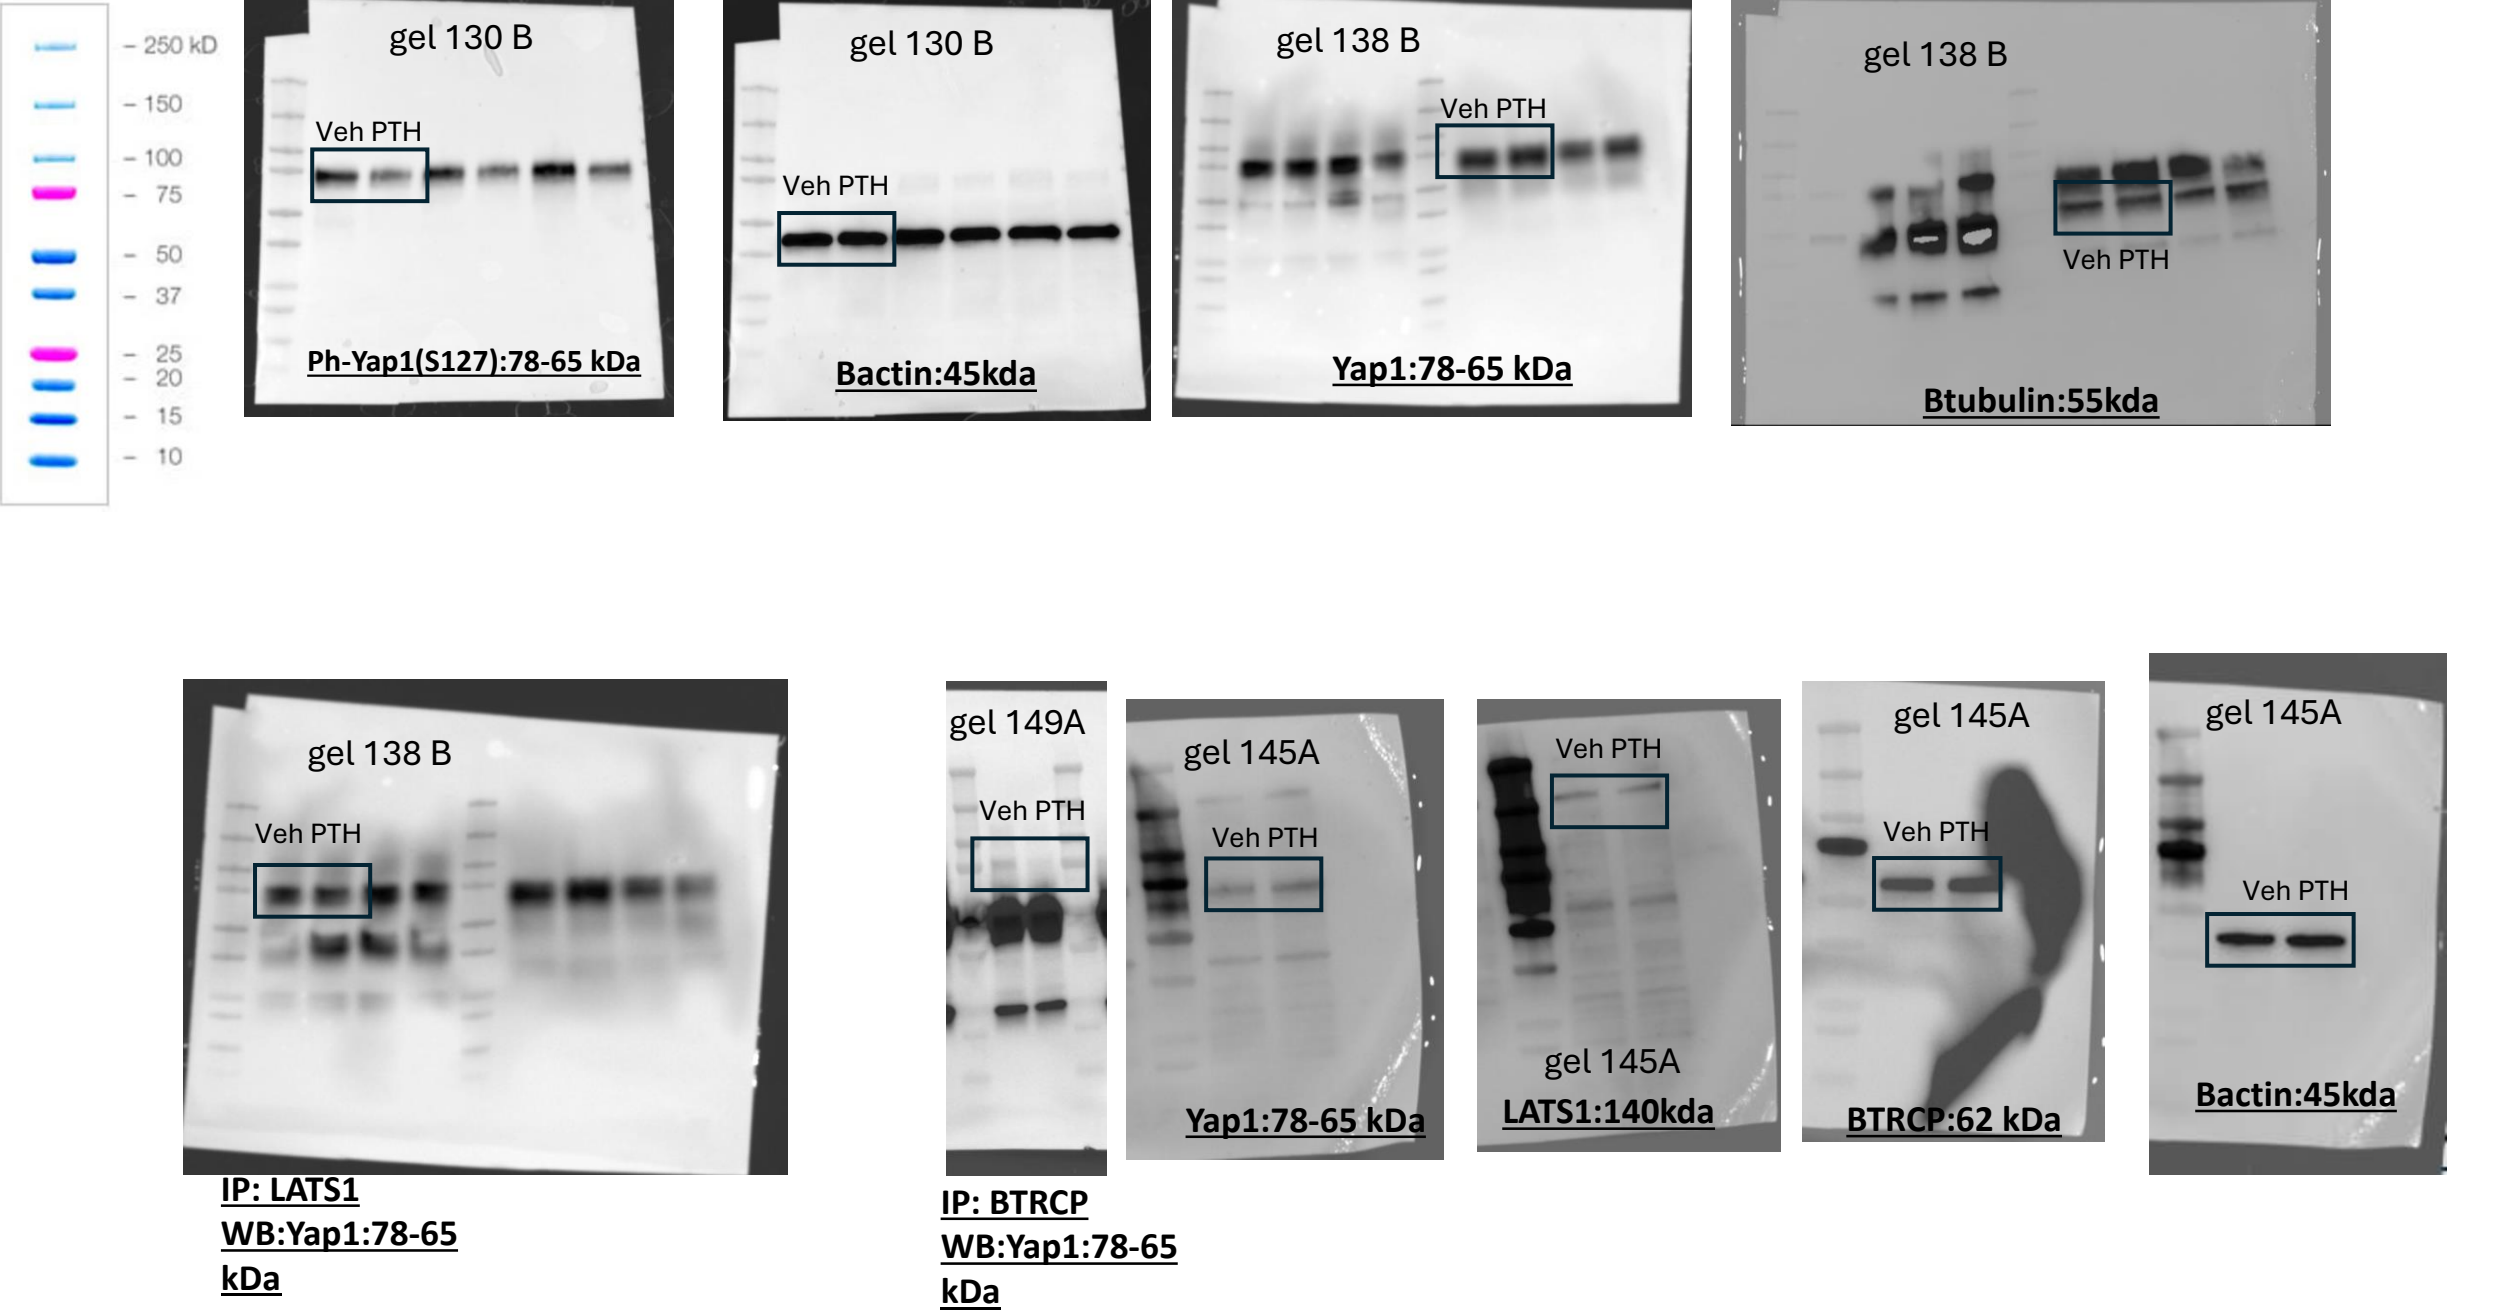

Supplementary Figure 3

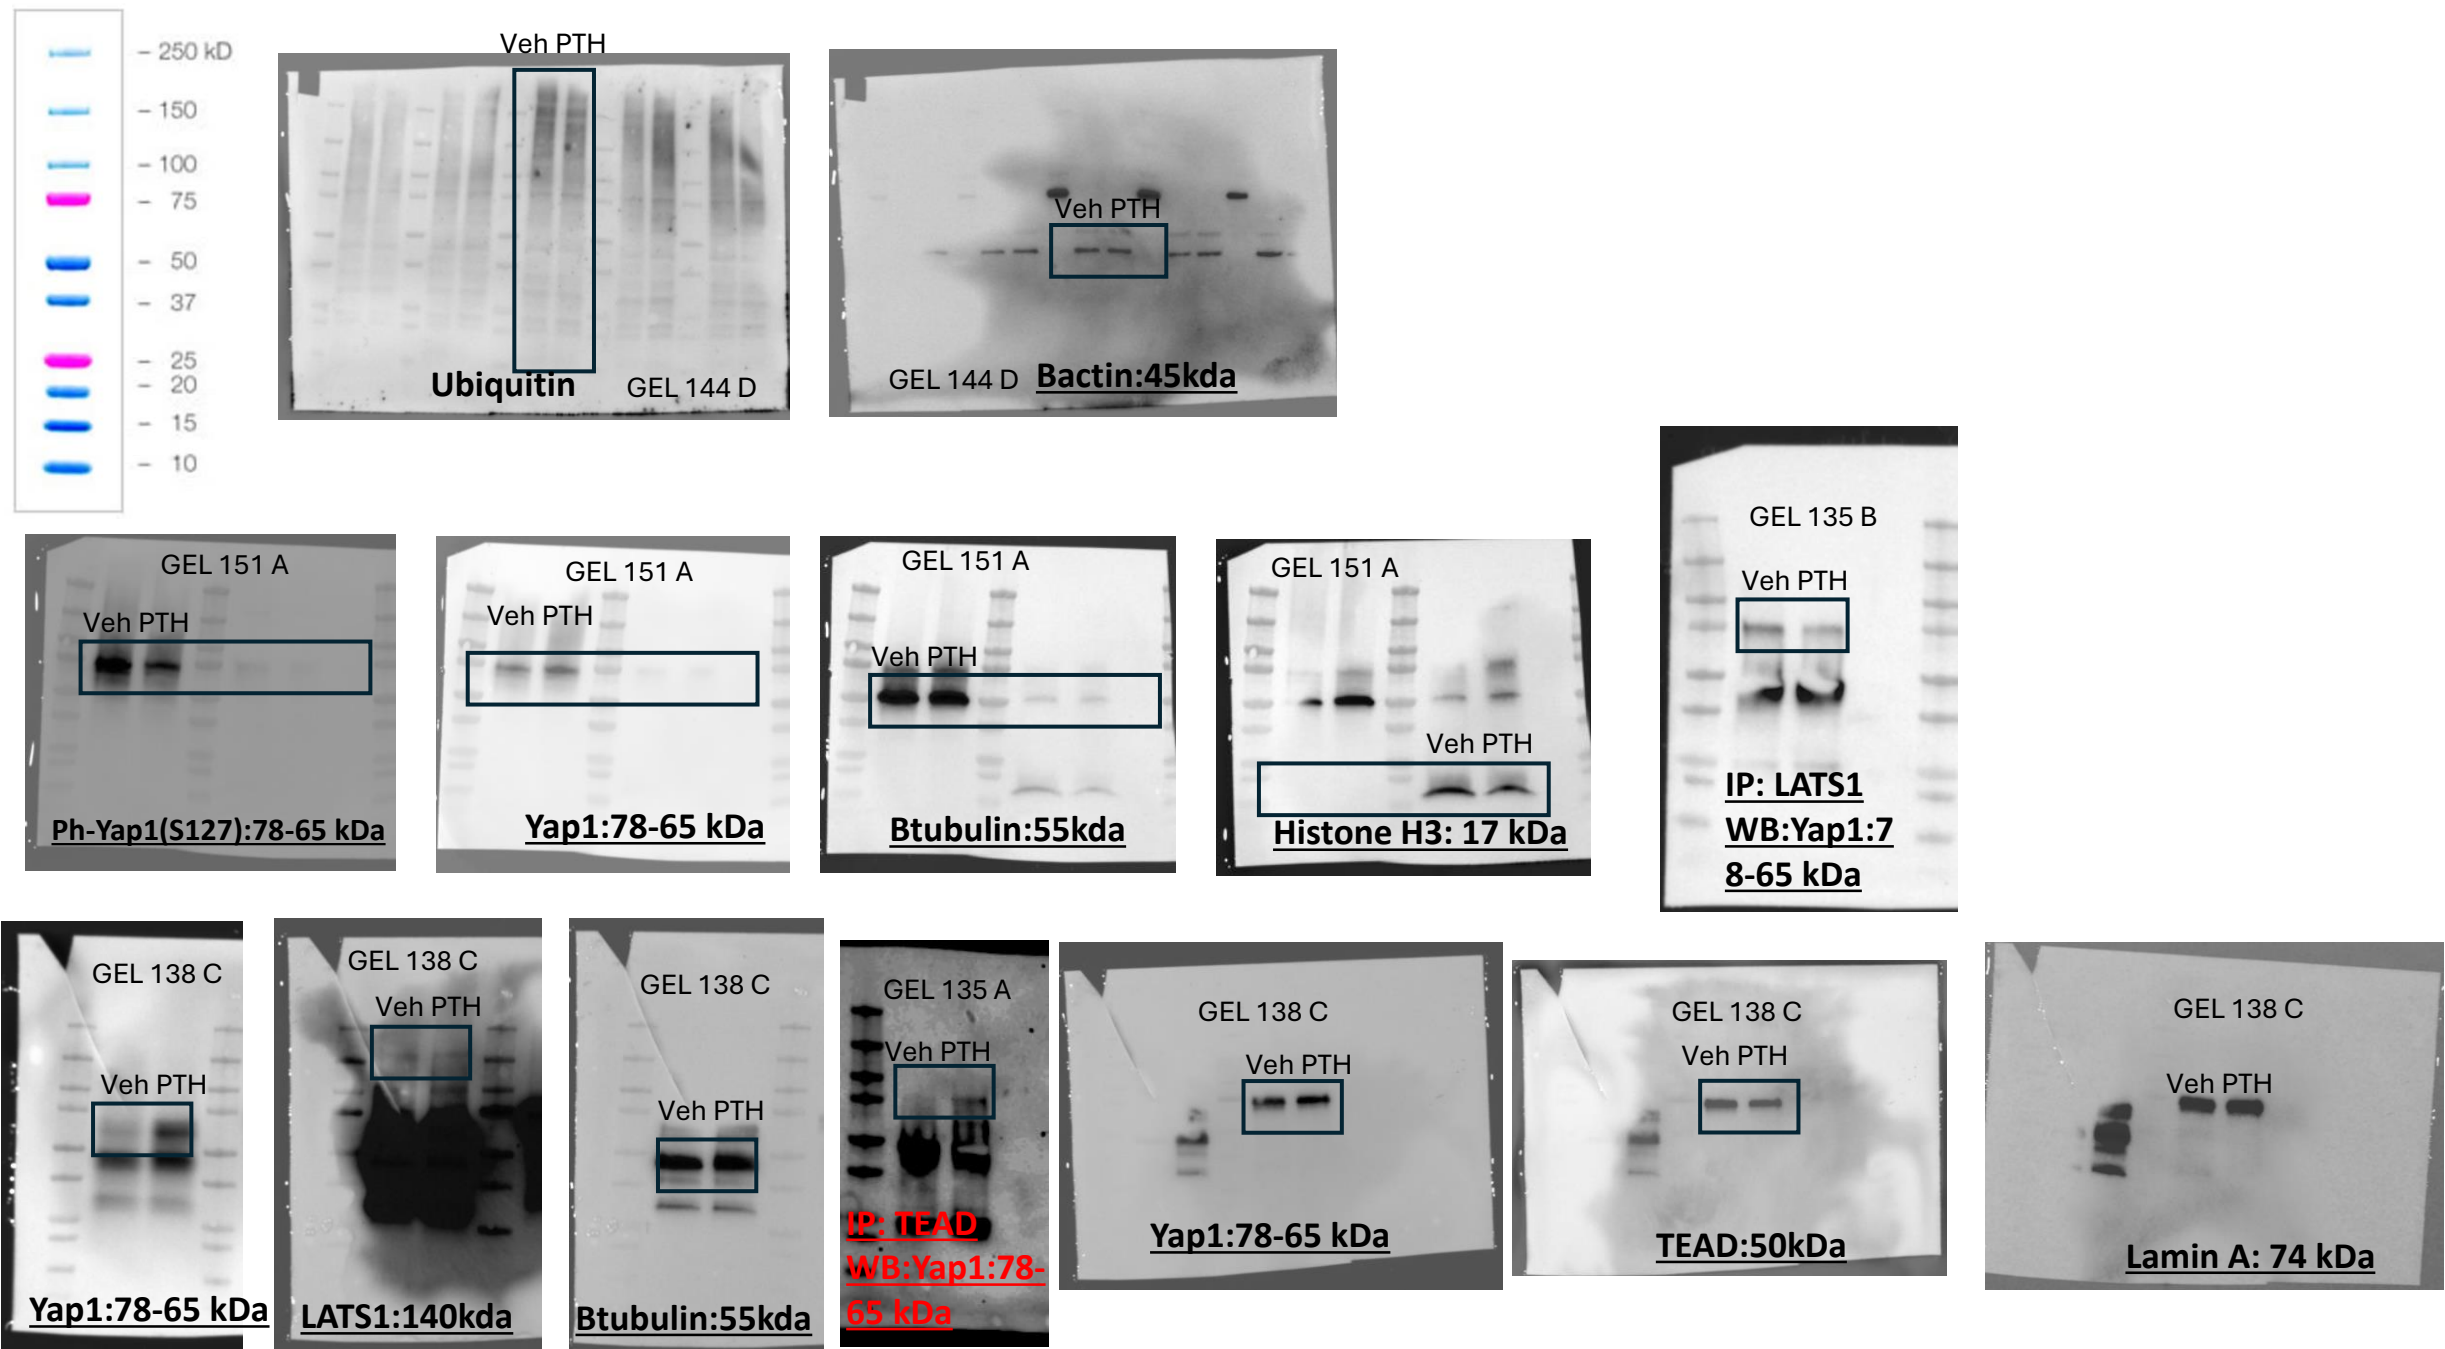

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

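Bulk RNA-Seq of W-20 cells was examined in 12 libraries, 3 in each of 4 groups: WT cells and Y428F cells, each exposed to 50 nM PTH or to vehicle for 2 hours. The authors mapped the reads with STAR to GRCm39 with the GENCODE basic annotation, and deposited the RSEM expected counts of each gene, which were not scaled for library size. The matrix held 56980 genes, of which 31817 had 0 counts in all 12 libraries. Library totals ranged from 17127897 to 19057319 counts with a median of 17740980. Reads and alignments were not analysed here, so steps before the counts were taken as given. Gene positions, transcript lengths and GC content came from GRCm39 with GENCODE vM39, and 56236 of the gene identifiers were matched to it by their stable part, whereas 744 were not.

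Groups were taken from the library titles. The genotype characteristic of the Y428F libraries reads WT, whereas their titles and Figure 9 name them Y428F. Expected counts were rounded to whole numbers and fitted in R 4.3.3 with edgeR 4.0.16, using TMM normalization and genes with a total of at least 10 counts (15583 genes in the 6 WT libraries and 17691 in all 12). The response of WT cells to PTH was fitted on the WT libraries alone, and the other comparisons on all 12 libraries. Each p-value is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested, unless another test is named. Genes counted as changed had an adjusted p under 0.01 and a log2 fold change beyond 0.3, limits read by eye from the volcano plot of Figure 1B. Named genes and genes of the figures were judged at an adjusted p under 0.05. Named genes were those in the paper's RNA-Seq text, *Pth1r* and *Src*, figure genes whose call differed from the figure, members of the gene lists, and for each of the 5 comparisons the 3 genes with the largest log2 fold change among those with an adjusted p under 0.01, a mean of at least 2 CPM and, apart from the difference in response, no overlap between the libraries of the groups. For 3 against 3 libraries, chance gives no overlap for 10% of genes. Folds against a group with no library above 3 counts were computed against that floor and are lower bounds. PCA used prcomp on log2 CPM with a prior count of 2. Gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01.

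Alternatives were DESeq2 1.42.0 with its Wald test, DESeq2's size factors or library totals in place of TMM, other filters on low counts, the replicate number as a block, a correction for GC content (known for 15489 genes of the WT fit and 17560 of the fit of 12), other limits, and each library left out in turn. They were set before the data were examined, except for a correction for transcript length, which was added after the second component of the WT libraries was seen to follow it. The tests were tried on simulated counts with the same group sizes, under the limits for changed genes. In these counts 200 genes were changed. At 2-fold, 95% of them were called for PTH in WT cells and 84% for the difference in response. At 1.25-fold these shares were 16.5% and 0.5%, and 1 of the 33 genes called in the former test had the wrong direction. The YAP target, Reactome and cAMP gene lists were written from general knowledge, and 2 figure genes, *Spg20* and *Mettl7a1*, were not matched and were left out.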

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

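Of the tests in this part, the comparison of levels with PTH was chosen after the result was seen, and the correction for transcript length after the data were seen. The SRF pattern was also seen before its list was tested in the same libraries.

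The response to PTH differed between Y428F and WT cells for 22 genes. Only 1 of the 4 splits of the libraries that part every same-numbered pair gave as many genes, the real split, and 1 of all 10 splits did. For these splits the same-numbered vehicle and PTH libraries of a line were kept together as a pair and the 6 pairs were regrouped, with the replicate block within each cell line; the real split then gave 20 genes and the others 0 to 8. At an unadjusted p under 0.05 the real split gave 1036 genes and the others 341 to 2513, and by that count 3 of the 4 splits and 4 of all 10 gave as many, the real one included. With 3 libraries per group the share of splits cannot fall under 0.05 whatever the data. In simulated counts with the same group sizes, in which libraries of a group differ at random, 1 to 6 unchanged genes were called. After correction for GC content 100% of the 22 genes kept the call, and 100% did after correction for transcript length. With the replicate block 86.4% kept the call, with the block within each cell line 77.3%, and without 1 library 54.55% to 86.4%. In simulated counts 84% of 2-fold differences in response were called and 56% of 1.5-fold differences. Smaller differences therefore mostly do not pass the limits for changed genes in this design.

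The genes whose response differed included *Id3* (log2 difference -3.38), *Id1* (-1.66), *Atoh8* (-1.55) and, at an adjusted p under 0.05, *Arrdc3* (-0.64). For *Id3* the highest adjusted p over the alternatives was 1.59e-10. For *Arrdc3* the adjusted p ranged from 0.0253 to 0.156 over the alternatives. Of the 16 genes that rose with PTH in WT cells and rose less or fell in Y428F cells, 1 had a level with PTH that was not past the 0.05 limit between the lines, 4 were higher and 11 lower in Y428F cells, so an upper level shared by the lines does not account for most of them. With vehicle, 7 of the 16 were already higher in Y428F cells, among them *Id3*, *Id1*, *Atoh8* and *Pkp2* (by 4.32, 4.34, 2.52 and 1.24). A high level already reached without PTH is therefore not excluded for these named genes. A list of BMP target genes, of which 7 of 11 were tested, had a camera adjusted p of 0.63 for PTH in WT cells. For the difference in response it was 0.542. *Id1* and *Id3*, often counted as BMP targets, were left out of the list. A result from so few genes does not decide on a BMP response. With vehicle, *Bmp4* was higher in Y428F cells by 7.12 on the log2 scale. A list of 14 SRF target genes had a lower response in Y428F cells (camera adjusted p = 1.97e-15, median log2 difference -0.39, lower for 13 of 14). With the inter-gene correlation estimated from the list, camera's adjusted p was 0.00132. A candidate explanation is a smaller SRF response, which remains a hypothesis, since the line and the mutation were not separable and no other line was analysed here.

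Genes outside those the paper discusses changed with PTH in WT cells. The log2 fold changes of *Acta1* and *Pdlim5* were 4.03 and 2.57. In Y428F cells, those of *Acta1* and *Egr2* were 2.32 and 2.29. For the 821 genes changed with PTH in WT cells, and for the genes changed in Y428F cells, 1 of 4 splits that part every same-numbered pair gave as many genes, the real one, and each of the other 9 splits of the 10 gave 0 genes. At an unadjusted p under 0.05 the other splits gave 198 to 1129 genes in WT cells, against 3932, and 438 to 599 in Y428F cells, against 4315. The other splits place libraries with and without PTH in the same group, which widens the spread within groups. After correction for GC content 82.8% of the 821 genes kept the call, after correction for transcript length 98.2%, and with every library thinned to the smallest total 96.4%. With both a GC correction and the replicate block 78.4% were shared. The list of SRF target genes, none of whose values had been seen when it was written, was higher with PTH in WT cells (camera adjusted p = 2.7e-16, 14 of 14 genes higher, median 0.74). With the inter-gene correlation estimated from the list the adjusted p was 0.00341. An SRF response to PTH is a candidate explanation and a hypothesis only, since the pattern was seen and tested in the same libraries. In simulated counts with the same group sizes, in which libraries of a group differ at random, 1 to 8 unchanged genes were called, against the 821 here.

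Other genes were present in Y428F cells and had 0 counts in the WT libraries compared. With vehicle, *Gpc1* was at least 470-fold higher in Y428F cells, *Bche* at least 236.4-fold and *Ly6g* at least 103.7-fold. *Gpc1* did have 35 counts in WT PTH library 1, beside 0 in WT PTH libraries 2 and 3. With PTH, *Bche* was at least 208.3-fold higher, *Cysltr1* at least 69.61-fold and *Mmrn1* at least 53.7-fold. For the genes that differed between the lines with vehicle, and for those with PTH, 1 of 4 splits that part every same-numbered pair gave as many genes, the real one, and the other 9 of the 10 splits gave 0, with 292 to 736 genes at an unadjusted p under 0.05 with vehicle and 302 to 1256 with PTH. Once each chromosome's median was subtracted, 85.5% of the genes that differed with vehicle stayed past the limit on the fold change, so shifts of whole chromosomes do not account for most of them. Whether these genes follow the mutation, the introduced plasmid or the selection of a clone was not tested, since the lines differ in all of these.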

How the results depend on the processing

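The alternatives were those listed with the processing, and the correction for transcript length was chosen after the data were seen. Of 126 gene results, 95 kept their direction and their side of the limit under each alternative run, 13 were weaker under at least 1, 8 stronger and 10 reversed. Of 2247 alternative fits of gene results, 2123 were the same. Results became weaker in 42 fits without a library and in 18 others, and stronger in 8 and 17. The cause of the changes given here was not tested.

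The number of downregulated genes in WT cells was 431 in a fit of all 12 libraries and 582 without a filter on low counts. At an adjusted p under 0.05 with no limit on the fold change, 1072 genes were upregulated and 765 downregulated in WT cells, and 1170 and 1022 in Y428F cells. At an adjusted p under 0.0001 these were 119 and 20 in WT cells, and 194 and 66 in Y428F cells, whereas 1646 genes were higher and 1855 lower in Y428F than in WT cells with vehicle, and 1661 and 1925 with PTH. Without 1 library, the number of genes ranged from 270 to 635 upregulated and 80 to 355 downregulated in WT cells, and from 238 to 348 downregulated in Y428F cells.

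The response to PTH differed for 70 genes with DESeq2's Wald test, 145 without a filter on low counts, 37 with the GC correction and the replicate block, 56 with the correction for transcript length, 73 at an adjusted p under 0.05 and 3 at an adjusted p under 0.0001. It ranged from 12 to 31 without 1 library.

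At an adjusted p under 0.0001, 9 genes of Figure 1C and 3 of Figure 1D changed in WT cells, and 6 genes of Figure 9C and 26 of Figure 9D differed between the lines with vehicle. At that limit the response differed for 0 genes of Figure 9B, 0 of Figure 9C, 0 of Figure 9D, 0 of Supplemental Figure 4A and 1 of Supplemental Figure 4B, beside 9, 4, 16, 9 and 19 at an unadjusted p under 0.05 in the fit reported at the claims. For Figure 9C it differed for 0 genes with library totals only, 0 with the replicate block and 0 with the block within each cell line. For Figure 9D it was 6 without a filter and 1 with the block within each cell line. For Supplemental Figure 4A it was 3 with DESeq2's Wald test, 3 without a filter, 3 with the correction for transcript length, and 0 with library totals only, 0 with the replicate block and 0 with the block within each cell line. Without 1 library, these numbers ranged from 1 to 2 for Figure 9B, 0 to 1 for Figure 9C, 0 to 4 for Figure 9D, 0 to 1 for Supplemental Figure 4A and 3 to 6 for Supplemental Figure 4B.

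The direction of some results reversed. The log2 difference of *Ccn1* between the lines with PTH was 0.022 with library totals only and ranged from -0.14 to 0.022 without 1 library. The difference in response of *Mob1a* was -0.00034 with DESeq2's Wald test, -0.00046 with DESeq2's size factors, -0.0026 with the GC correction and -0.0025 with the GC correction and the replicate block. That of *Wwtr1* was 0.0082 with library totals only, 0.0019 with edgeR's filterByExpr, 0.0010 with at least 10 counts in every library, 0.0012 without a filter and 0.014 with the correction for transcript length. With vehicle, *Smad2* was -0.021 with the correction for transcript length, and *Smad5* was 0.036 with library totals only and 0.022 with the correction for transcript length.

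Without 1 library, the difference in response ranged from -0.063 to 0.16 for *Ccn2*, -0.030 to 0.023 for *Mob1a*, -0.035 to 0.016 for *Wwtr1*, -0.016 to 0.12 for *Lats2*, -0.13 to 0.046 for *Tead1* and -0.10 to 0.0048 for *Mob1b*. The vehicle difference ranged from -0.021 to 0.032 for *Smad2* and from -0.053 to 0.0039 for *Smad5*. The change of *Pth1r* with PTH in WT cells ranged from -0.63 to 1.87, as its counts were too few to place it.

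The first component held 30.8% of the variance in WT cells with genes not scaled, 30.5% with the 500 genes of largest variance, 39.4% with at least 10 counts in every library and 38.3% to 42.5% without 1 library. In all libraries it held 57.2%, 82.9% and 52.2% under the same alternatives, 43.1% without the log and 43.8% to 45.0% without 1 library. The second component of all libraries held 8.37%, 3.93% and 17.9%, and 15.1% to 16.1% without 1 library.

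With camera's inter-gene correlation estimated from each list, the medians were those given at the claims and no longer past the limit: 0.18, 0.16 and 0.15 in WT cells and 0.083, 0.15 and 0.32 in Y428F cells for the YAP target, Reactome and cAMP lists. The cAMP median in WT cells was 0.16 with DESeq2's size factors (adjusted p = 0.0511) and 0.10 with at least 10 counts in every library (adjusted p = 0.185), and ranged from 0.098 to 0.24 without 1 library. Its difference in response was 0.14 with at least 10 counts in every library, past the limit there (adjusted p = 0.034). The difference in response ranged from -0.071 to 0.076 for the YAP targets and from -0.041 to 0.060 for the Reactome list without 1 library. The Reactome score rose by 0.0486 within the top 20% of ranked genes. For the split of libraries, 2 of the 4 splits that part every same-numbered pair gave a median as large for the YAP targets in WT cells, 2 in Y428F cells and 4 for the difference in response (2, 4 and 9 of all 10). For the Reactome list the numbers were 1, 1 and 4 (1, 1 and 10 of 10), and for the cAMP list 1, 1 and 2 (1, 1 and 3 of 10).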

Differences from the paper's values

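The paper gives 649 genes upregulated and 336 downregulated by PTH in WT cells, and the values here were 544 and 277. These do not differ by more than 1.5 times. DESeq2's Wald test, an alternative set before the data were examined, gave 649 and 337. It used the authors' counts, the software their methods name and limits read by eye from Fig. 1B. It therefore repeats their count and is not a separate test of it. The first component held about 36% in Fig. 1A, read by eye, against 35.5%, and in Fig. 9A the components held about 43% and about 15%, read by eye, against 43.6% and 15.1%.

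The paper states that the induction of YAP was absent in YAP S381A/Y428F cells. In the Y428F libraries the log2 fold change of *Yap1* was 0.22 (adjusted p = 0.00739 from edgeR's quasi-likelihood test), so a rise remained. The difference in response was -0.12 (adjusted p = 0.811 from the same test), and a smaller rise than in WT cells was not excluded. For *Frmd6*, *Wtip*, *Mob1a* and *Wwtr1*, whose response the paper states was lost, the log2 fold changes in Y428F cells were 0.25, 0.32, 0.25 and 0.25, each with an adjusted p under 0.05. *Wtip* was not past the limit in WT cells (0.19, adjusted p = 0.145), except with the GC correction (0.27, adjusted p = 0.04). In Y428F cells *Frmd6* was not past the limit without vehicle library 1 (adjusted p = 0.0501) or without PTH library 2 (0.0675), and *Wtip* was not without vehicle library 2 (0.0972), vehicle library 3 (0.0542) or PTH library 3 (0.0628). For *Lats2*, *Tead1*, *Tead4*, *Mob1b* and *Map2k3*, stated to show enhanced expression in response to PTH in the mutant cells, expression with PTH was higher than in WT cells for 4, by 0.46, 0.39, 0.49 and 0.41 on the log2 scale for *Lats2*, *Tead1*, *Tead4* and *Map2k3*, and by 0.10 for *Mob1b* (adjusted p = 0.217, from 0.0327 to 0.617 over the alternatives). In the same order as first named, the difference in response was 0.072, -0.054, -0.59, -0.047 and 0.11, and the smallest adjusted p over the alternatives was 0.0663, for *Tead4*.

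The paper states that *Arrdc3* was increased in the mutant cells with and without PTH. The log2 fold change was 0.073 with vehicle (adjusted p = 0.565) and -0.56 with PTH. *Tgfb2*, listed as affected, was not past the limit with vehicle (0.16, adjusted p = 0.182) under any alternative (smallest adjusted p 0.0591) but was with PTH (0.24, adjusted p = 0.0431), where 7 alternatives were not and the adjusted p ranged from 0.00585 to 0.286. The paper states that mutation at Y428 reduces the expression of YAP target genes and cites its RNA-Seq for this, and it gives *Ctgf* (*Ccn2*), *Cyr61* (*Ccn1*) and *Myc* as reduced compared with YAP Y375F and YAP S381A cells. No library of those cells was analysed here, so that comparison was not made. Against WT cells with vehicle, the 3 genes were higher by 1.86, 0.40 and 0.55 on the log2 scale. With PTH the differences were 1.92, -0.047 and 0.16, of which the last 2 were not past the 0.05 limit in the fit reported at the claims. The paper states that many responses differed between the cell lines. The number of genes was 22, with 70 by DESeq2's Wald test and 145 without a filter on low counts. *Map3k7*, drawn in Supplemental Figure 4B, had no adjusted p under 0.139 in the 5 comparisons. For the limit of 0.0001 in the text on Figure 9, C and D, the paper does not say whether it was on adjusted values or for which comparison. At an adjusted p under 0.0001, 6 of 18 and 26 of 50 genes differed between the lines with vehicle, and 8 and 25 with PTH.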

Other observations

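Of the tests in this part, the spread of chromosome medians, the comparison of the parts of each chromosome and the position of *Yap1* within its chromosome were chosen after the result was seen.

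Among 10402 genes of at least 4 CPM, the median log2 difference between Y428F and WT cells with vehicle varied by chromosome. It was -0.24 on chromosome 9, -0.21 on 18, -0.17 on 3 and -0.16 on 6, and 0.25 on 10, 0.20 on 15 and 0.18 on 11. On chromosome 14 it was -0.23 for the 139 genes starting below 50 Mb and 0.21 for the 215 genes above. The SD of the medians was 0.141, and no permutation of the genes over chromosomes, of 10000, gave more than 0.0389 (permutation p = 1e-04, the smallest these permutations can give). The medians from the PTH libraries, which share no library with the vehicle libraries, had a Pearson r of 0.9945 with them (Spearman rho 0.997, permutation p = 1e-05, the smallest possible), and those of the first and second parts of each chromosome had an r of 0.7825 over 20 chromosomes (rho 0.7955, permutation p = 7e-05). The response to PTH in WT cells had medians with an SD that was 18.7% of that between the lines, and its own permutation p was also 1e-04, so it was not free of regional structure. After correction for GC content the SD was 104% of that without. A difference in chromosome number or in parts of chromosomes between the lines may account for these shifts, and this is a hypothesis, since no DNA was sequenced and the line and the mutation are confounded.

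*Yap1* lies on chromosome 9, whose genes were lower in Y428F cells, and stood at percentile 37.2 among them with vehicle, so its log2 difference of -0.37 was not unusual for that chromosome. Fewer copies of chromosome 9 may therefore contribute to it, as a hypothesis, and the level of *Yap1* between lines cannot be told apart from that explanation. Its change with PTH within a line is not a comparison between lines.

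The second component of the WT libraries, which did not follow PTH, had gene weights with a Spearman rho of -0.46 with log transcript length and -0.19 with GC content over 8067 genes, which are not independent replicates. No biological explanation was tested.

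The 14 SRF target genes were also higher with PTH in Y428F cells, with a median log2 fold change of 0.35 (camera adjusted p = 1.54e-14, 0.00132 with the correlation estimated). The paper states that YAP target gene expression was decreased in mutant cells treated with PTH (Figure 7C). In the libraries, *Ccn2* and *Ccn1* rose by 2.04 and 0.62 there.

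The tyrosine in the peptide SQQSRFPDYLEA, which the paper numbers Y428, is residue 429 of the *Yap1*-201 isoform of 488 amino acids, residue 413 of *Yap1*-202 (472 amino acids), and residue 433 of *Yap1*-212 in GENCODE vM39, and its codon lies at 7934678 to 7934680 on chromosome 9 of GRCm39. The tyrosine numbered Y375 is residue 376 of *Yap1*-201, at 7936619 to 7936621. None of the annotated mouse isoforms examined numbers them 428 and 375. The YAP sequences of the plasmids used for the mutant lines were not examined, so a numbering taken from them is not excluded.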
